# Il-6 signaling exacerbates hallmarks of chronic tendon disease by stimulating reparative fibroblasts

**DOI:** 10.7554/eLife.87092

**Published:** 2025-02-07

**Authors:** Tino Stauber, Greta Moschini, Amro A Hussien, Patrick Klaus Jaeger, Katrien De Bock, Jess G Snedeker

**Keywords:** tendinopathy, interleukin-6, tendon, assembloid, scleraxis, fibroblast, Human, Mouse

## Abstract

Tendinopathies are debilitating diseases currently increasing in prevalence and associated costs. There is a need to deepen our understanding of the underlying cell signaling pathways to unlock effective treatments. In this work, we screen cell signaling pathways in human tendinopathies and find positively enriched IL-6/JAK/STAT signaling alongside signatures of cell populations typically activated by IL-6 in other tissues. In human tendinopathic tendons, we also confirm the strong presence and co-localization of IL-6, IL-6R, and CD90, an established marker of reparative fibroblasts. To dissect the underlying causalities, we combine IL-6 knock-out mice with an explant-based assembloid model of tendon damage to successfully connect IL-6 signaling to reparative fibroblast activation and recruitment. Vice versa, we show that these reparative fibroblasts promote the development of tendinopathy hallmarks in the damaged explant upon IL-6 activation. We conclude that IL-6 activates tendon fibroblast populations which then initiate and deteriorate tendinopathy hallmarks.

## Introduction

Tendons are essential to every human movement (Kirkendall and Garrett, 1997). Tendinopathies represent the largest group of common tendon diseases and approximately 22% of all sport-related injuries (Florit et al., 2019). They can strike tendons at many different anatomical locations, can dramatically diminish quality of life by limiting the associated movements, and often share a history of repetitive overuse-induced damage and repair cycles (Florit et al., 2019; McElvany et al., 2015; Snedeker et al., 2017; Yelin et al., 2016). Once adult tendon regions fail to keep up with functional demands, they fall into a state of non-resolving, uncontrolled lesion repair (Lipman et al., 2018; Riley, 2008; Soslowsky et al., 2000; Järvinen et al., 2005; Magnusson et al., 2010; Willett et al., 2007; Howell et al., 2017).

These chronic tendon lesions underlying tendinopathies feature characteristics of normal wound healing including accelerated extracellular matrix (ECM) turnover and proliferation of reparative fibroblast populations as well as their migration to replace and repopulate damaged tissues (Howell et al., 2017; Li et al., 2007; Millar et al., 2021; Gelberman et al., 1986; Sharma and Maffulli, 2006; Harvey et al., 2019). In tendon, reparative (e.g. Scx^+^) fibroblast populations are assumed to reside primarily in the extrinsic compartment comprising epitenon and paratenon from where they are recruited to the damaged intrinsic compartment embodied by the load-bearing tendon core (Gelberman et al., 1986; Dyment et al., 2013; Tan et al., 2021; Mendias et al., 2012; Mienaltowski et al., 2013). While the mechanisms governing activation, proliferation, and recruitment of these populations are unclear, some insight can be gleaned from studies on other musculoskeletal tissues (Snedeker et al., 2017; Gelberman et al., 1991).

In acute muscle lesions, mechanisms for repair, hypertrophy, and hyperplasia are dominated by the satellite cells residing in the muscle basal lamina (Serrano et al., 2008; Yin et al., 2013; Cosgrove et al., 2009; Ceafalan et al., 2014). Satellite cells in muscle and dermal fibroblasts in skin are activated and recruited by interleukin-6 (IL-6), a key player in the acute phase response to stress (Serrano et al., 2008; Ceafalan et al., 2014; Muñoz-Cánoves et al., 2013). Stress-related mechanisms activating *IL-6* mRNA transcription in the absence of exogenous pathogens include damage-associated molecular patterns, calcium signaling after membrane depolarization, but also energetic stressors like glycogen depletion and redox signaling following exercise (Tanaka et al., 2014; Kistner et al., 2022). In humans, IL-6 transmits its signal via classical or trans-signaling (Su et al., 2017). Classical signaling involves the membrane-bound receptor IL-6R, which forms a homodimer with gp130 upon IL-6 binding. Trans-signaling works similarly, except that the IL-6R has been solubilized (sIL-6R) by metalloproteases (mostly ADAM10 and 17) (Villar-Fincheira et al., 2021), which cleave it from the cell membrane (Su et al., 2017; Villar-Fincheira et al., 2021). Since not all cell populations express IL-6R, trans-signaling via sIL-6R enables IL-6 signaling for a wider range of cell populations. Regardless of classical or trans-signaling initiation, further transduction of the IL-6 signal runs via two major pathways (JAK/STAT/ERK [Zhang et al., 2013; Watanabe et al., 2004] and SHP2/GAB2/MAPK [Ernst and Jenkins, 2004; Eulenfeld et al., 2012]) to turn on cellular processes inducing proliferation, migration, metabolic adaptations, and tissue turnover (Su et al., 2017; Choy and Rose-John, 2017). In chronic muscle lesions like Duchenne muscular dystrophy, IL-6 is persistently upregulated, and anti-IL-6 receptor antibodies have been proposed as treatment options (Wada et al., 2017). Anti-IL-6 receptor antibodies (IL-6 inhibitors) like tocilizumab inhibit both classical and trans-signaling and are routinely used in other chronic inflammatory diseases like systemic sclerosis, psoriasis, and rheumatoid arthritis (Tanaka et al., 2014; Choy et al., 2020; Srirangan and Choy, 2010; Lewinson et al., 2018; Simone et al., 2003). In this context, IL-6 inhibitors have been shown to reduce disease hallmarks including arthritis-concomitant tendon inflammation (Poutoglidou et al., 2021; Choy et al., 2002; Emery et al., 2008). Analogous to these chronic inflammatory musculoskeletal diseases, tendinopathies present with localized pain, swelling, and functional decline in the affected organ (Snedeker et al., 2017; Riley, 2008; Colquhoun et al., 2022; Aström and Rausing, 1995). Histological and molecular characteristics of tendinopathy include hypercellularity, disorganized collagen fibers including mechanically inferior collagen-3, and dysregulated ECM homeostasis (Millar et al., 2021; Andersson et al., 2011; Jones et al., 2006; Riley et al., 1994). Based on this research performed in other tissues, repair-competent fibroblasts appear as prime targets and effectors for IL-6 signaling in a tendon wound healing context (Muñoz-Cánoves et al., 2013; Moresi et al., 2019; Nowell et al., 2003; McFarland-Mancini et al., 2010).

Here, we investigated the hypothesis that IL-6 plays a vital role in activating reparative fibroblasts within the extrinsic tissue compartment (i.e. epitenon or paratenon) and recruitment of these cells to the damaged tendon core tissue in non-sheathed tendons (Howell et al., 2017; Stauber et al., 2021; Sakabe et al., 2018). While this likely represents a critical step in normal tendon healing (Lin et al., 2006; Nakama et al., 2006; Stauber et al., 2020), we propose that extended and excessive IL-6 signaling may causally exacerbate tendinopathy in non-sheathed tendons (Legerlotz et al., 2012).

We experimentally tested and confirmed these hypotheses in four steps:

1. We showed that the IL-6/JAK/STAT signaling cascade is positively enriched in (non-sheathed) human tendinopathic tendons alongside gene signatures typical for fibroblasts as well as downstream gene sets suggesting excessive cell proliferation (hypercellularity), imbalanced ECM turnover, and neo-vascularization.
2. We verified increased IL-6 and IL-6R levels in tendinopathic human tissue samples with fluorescence microscopy. We also co-stained these sections with a marker for reparative fibroblasts (CD90^+^) to confirm their increased presence and gauge their contribution to the elevated IL-6 and IL-6R levels in tendinopathic human tissues.
3. We exploited an explant-based assembloid model system to confirm the causal effect of IL-6 signaling on extrinsic fibroblast activation, recruitment, and proliferation in tendinopathic niche conditions.
4. We followed the downstream effects of enhanced extrinsic fibroblast activation and accumulation on the tendon core embedded in our assembloids. Here, we document the emergence of central tendinopathic hallmarks including aberrant (catabolic) matrix turnover, hypercellularity, and hypoxic responses with a stronger fibroblast presence, which is reduced when IL-6 core signaling is inhibited.

## Results

### The IL-6/JAK/STAT signaling signature is positively enriched in human tendinopathic tendons alongside signatures of extrinsic cell population activation and hallmarks of clinical tendinopathy

To better illuminate the ongoing wound healing processes that are a central feature of chronic tendon disease, we first searched for enriched signaling pathways underlying tendinopathic tendons in a publicly available dataset (GEO: GSE26051) (Jelinsky et al., 2011). To deduce common disease patterns affecting tendons from diverse anatomical locations, the microarray dataset contained analyzed samples from 23 normal and 23 tendinopathic human tendons of mixed anatomical origin. We excluded 5 normal and 5 tendinopathic samples from sheathed tendons originally included in the dataset, as those tendons are organized into different sub-compartments than the non-sheathed tendons remaining in the dataset (Figure 1—figure supplement 1, Supplementary file 1). Overall, we found 240 significantly upregulated genes, 474 significantly downregulated genes, and 20,359 not-differentially regulated genes in tendinopathic compared to normal control tendons.

Further analysis revealed significantly upregulated *IL6* and *IL6* signaling transducer (*IL6ST,* also known as *GP130*) transcripts in tendinopathic tendon tissue (Figure 1A and B, Table 1). Conversely, *IL6* receptor (*IL6RA*) expression trended toward downregulation. Focusing on proteases that generate soluble *IL6RA*, we found significant upregulation of both *ADAM10* and *ADAM17* in human tendinopathic tendons. Downstream of *IL6* receptor binding, *JAK1* trended toward upregulation and *STAT3* was upregulated significantly. Other *IL6* regulated signaling checkpoints such as *MAPK3* and *GAB2* trended toward downregulation. Aside from *IL6*, another significantly upregulated member of the IL-6 family was interleukin-11 (*IL11*).

**Figure 1.**
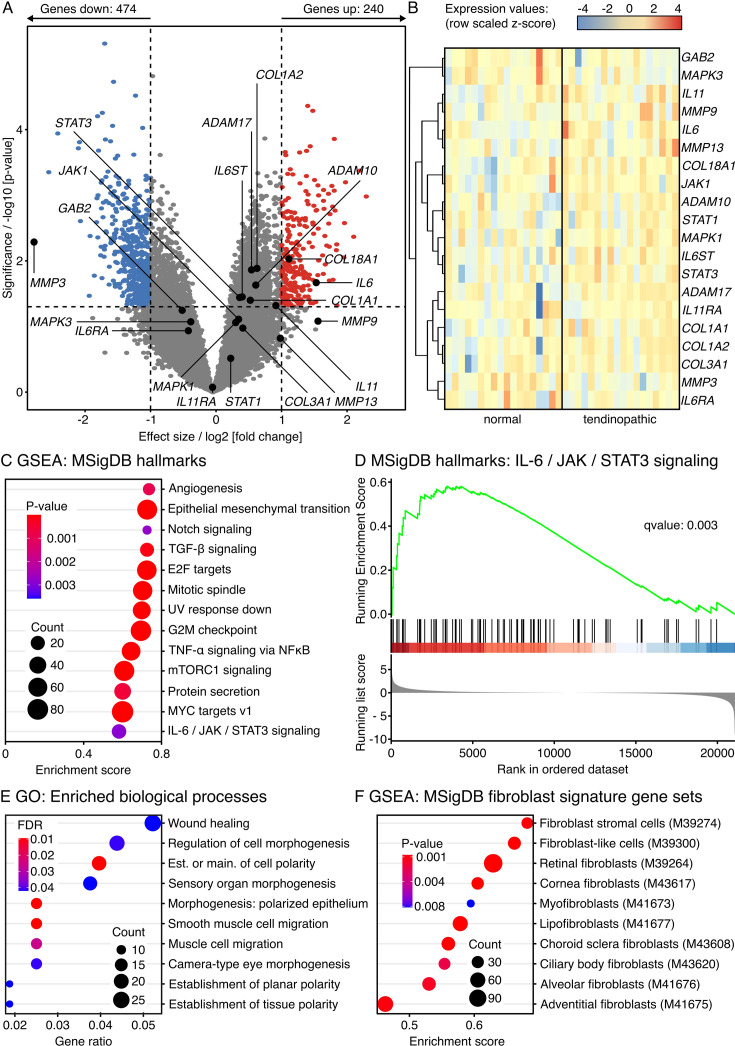
Transcriptome analysis of up- and downregulated genes and pathways in tendinopathic compared to normal control human tendons (non-sheathed). (**A**) Volcano plot of differentially expressed genes (DEGs) comparing tendinopathic to normal human tendons. Genes colored in red have a log2 (fold change)>1, a p-value<0.05, and are therefore considered to be significantly increased in tendinopathic tendons. Genes colored in blue have a log2 (fold change)<–1, a p-value<0.05, and are therefore considered to be significantly decreased in tendinopathic tendons. The log2 and p-value thresholds are represented by the dashed lines. Annotated genes are part of the IL-6 cytokine superfamily, the IL-6 signaling cascade, or involved in matrix turnover. (**B**) Unsupervised hierarchical clustering of expression values from members of the IL-6 cytokine superfamily, their receptors, and parts of the IL-6 signaling cascade (biological replicates: N=18 normal, N=18 tendinopathic). Genes are clustered by color with positive (red) or negative (blue) row-scaled z-scores. (**C**) Dotplot showing significantly enriched gene sets (p-value<0.05) as determined by gene set enrichment analysis (GSEA) based on the MSigDB human hallmark gene sets. The color of the circles represents their p-value, the size the number of enriched genes (count), and the position on the x-axis the enrichment score as well as its direction. (**D**) GSEA plot for the IL-6/JAK/STAT3 signaling hallmark contained in the MSigDB human hallmark gene sets. The green line traces the running enrichment score on the y-axis while going down the rank of genes listed on the x-axis, the black lines standing in blue and red bars indicate the locations of the genes related to the pathway in the ranked list, and the gray histogram shows the running list score across the ranks. (**E**) Dotplot showing the top 10 gene ontology (GO) gene sets for biological processes most significantly enriched by overlapping DEG sets. The color of the circles represents their adjusted p-value (false discovery rate [FDR]), the size the number of enriched genes (count), and the position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio). (**F**) Dotplot showing significantly enriched fibroblast signature gene sets (p-value<0.05) as determined by GSEA based on the MSigDB human cell-type signature gene sets. The color of the circles represents their p-value, the size the number of enriched genes (count), and the position on the x-axis the enrichment score as well as its direction.

**Figure 1—figure supplement 1.**
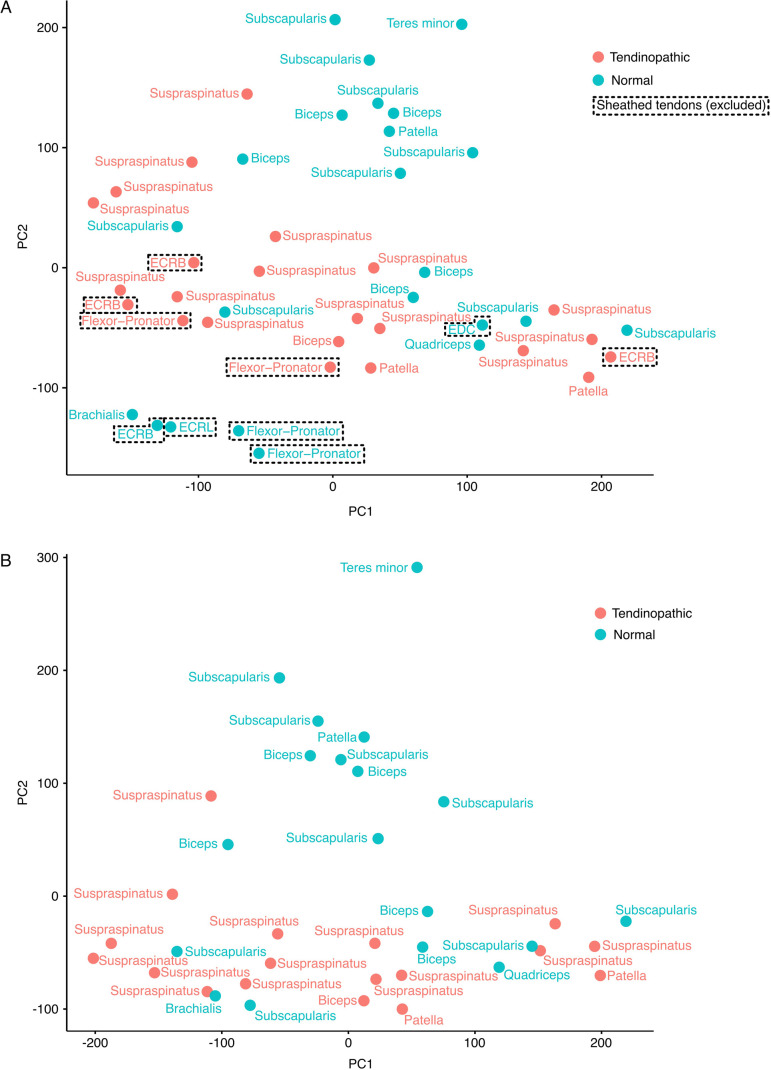
Principal component analysis (PCA) plots of the human tendon microarray data. (**A**) Principal components 1 and 2 for the full dataset with tendinopathic (red) and normal (blue) tendons. Tendons surrounded by a sheath in vivo are delineated by a dashed border. (**B**) Principal components 1 and 2 for the same dataset after excluding sheathed tendons as delineated in A.

**Figure 1—figure supplement 2.**
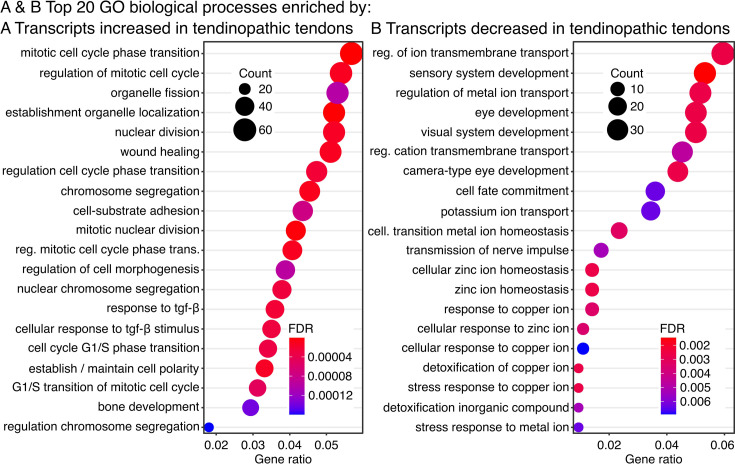
Detailed transcriptome analysis of up- and downregulated genes and pathways in normal and human tendinopathic tendons (non-sheathed). (**A**) Dotplot showing the top 20 GO gene sets for biological processes significantly enriched by transcripts increased in human tendinopathic tendons. (**B**) Dotplot showing all the GO gene sets for biological processes enriched by transcripts decreased in human tendinopathic tendons. In all the dotplots, the color of the circles represents their adjusted p-value, the size the number of enriched genes (count), and the position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

**Figure 1—figure supplement 3.**
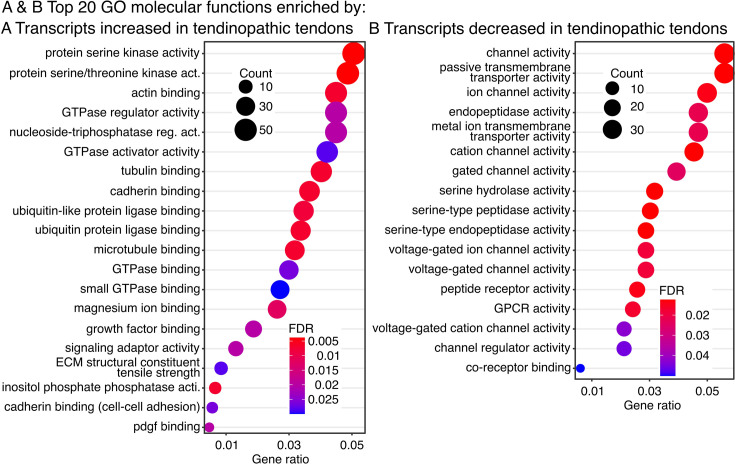
Detailed transcriptome analysis of up- and downregulated genes and pathways in normal and human tendinopathic tendons (non-sheathed). (**A**) Dotplot showing all the GO gene sets for molecular functions enriched by transcripts increased in human tendinopathic tendons. (**B**) Dotplot showing all the GO gene sets for molecular functions enriched by transcripts decreased in human tendinopathic tendons. In all the dotplots, the color of the circles represents their adjusted p-value, the size the number of enriched genes (count), and the position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

**Table 1.** Effect sizes and p-values for selected transcripts. The data describes the differences between tendinopathic and normal control human tendons (non-sheathed).

Transcript	Effect size	p-Value
*IL6*	1.529	0.021
*IL6RA*	–0.423	0.116
*IL6ST / GP130*	0.399	0.035
*ADAM10*	0.606	0.023
*ADAM17*	0.541	0.014
*JAK1*	0.344	0.078
*STAT1*	0.224	0.305
*STAT3*	0.36	0.036
*MAPK1*	0.3	0.086
*MAPK3*	–0.386	0.085
*GAB2*	–0.517	0.057
*IL11*	0.913	0.048
*IL11RA*	–0.053	0.844
*COL1A1*	0.523	0.04
*COL1A2*	0.624	0.013
*COL3A1*	0.408	0.106
*COL18A1*	1.112	0.009
*MMP9*	1.556	0.083
*MMP13*	0.981	0.151
*MMP3*	–2.779	0.005

In line with aberrant matrix turnover generally featured in tendinopathy, the transcripts of the following genes were significantly increased in the tendinopathic samples: *COL1A1*, *COL1A2, COL18A1*.

Since changes in single transcripts alone have a limited predictive value for pathway-level changes, we next performed unbiased gene set enrichment analysis (GSEA) using the human hallmark dataset from MSigDB (Subramanian et al., 2005; Liberzon et al., 2015). Confirming the trends from the single transcript analysis, GSEA revealed a positive enrichment of the IL-6/JAK/STAT pathway (q-value: 0.003) alongside gene sets matching well-known tendinopathy hallmarks such as neo-vascularization (i.e. angiogenesis, mTORC1 signaling) and hypercellularity (i.e. G2M checkpoint, mitotic spindle, MYC targets v1, epithelial mesenchymal transition, and E2F targets) in the tendinopathic samples compared to the normal controls (Figure 1C and D). We then looked further into aberrant biological processes by mapping the significantly changed single transcripts (p-value<0.01) to the respective gene ontology (GO) database in an overrepresentation analysis (ORA) (Figure 1E, Figure 1—figure supplement 2, Figure 1—figure supplement 3). The emerging processes pointed toward ongoing morphogenesis and wound healing favoring hypercellularity (i.e. proliferation, migration) and ECM turnover, which are both established hallmarks of tendinopathy. Lastly, we matched the detected transcript changes to the human cell-type signature gene sets from MSigDB in a GSEA to estimate the contribution of fibroblasts to the aberrant processes (Subramanian et al., 2005; Liberzon et al., 2015). While this database does not yet include tendon-specific fibroblast populations, the signature gene sets of several fibroblast populations were significantly enriched by the transcript changes detected in tendinopathic tendons (Figure 1F). To confirm the increase of transcripts related to IL-6 signaling and fibroblast presence on the protein level, we next assessed human patient samples using fluorescence microscopy.

### IL-6, IL-6R, and CD90 are elevated on the protein level in tendinopathic human tendons compared to normal control tendons

In a second step, we sought to validate the gene array analysis highlighting elevated IL-6-IL-6R signaling as well as the elevated presence of fibroblasts in non-sheathed tendinopathic tendons compared to non-sheathed normal control tendons on the protein level. We thus extracted tissue sections from tendinopathic biceps tendons and from normal control tendons leftover after anterior cruciate ligament reconstruction surgery (Figure 2A and Figure 2—figure supplement 1) and stained them with fluorescently labeled IL-6, IL-6R, and CD90 antibodies.

**Figure 2.**
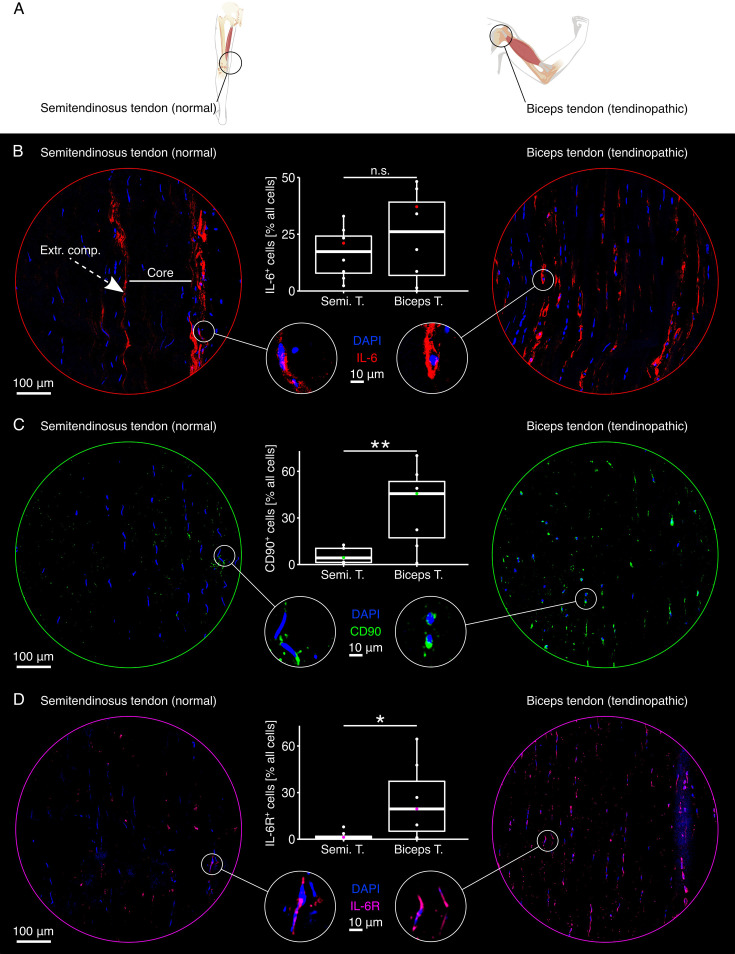
Distribution of IL-6, CD90, and IL-6R in normal control and tendinopathic human tendons (non-sheathed). (**A**) Illustrative depiction of the origins of the tendons used in this experiment. Normal control tendon tissues were taken from semitendinosus and gracilis tendons leftover from anterior cruciate ligament (ACL) reconstruction surgery. Tendinopathic tissues were taken from painful shoulders during surgery (Figure 2—figure supplement 1). (**B**) Representative fluorescence microscopy images of normal control (left) and tendinopathic tendons (right) stained with DAPI (blue) and an IL-6 antibody (red). Boxplots depict the quantified co-localization of DAPI and IL-6 (IL-6^+^ cells) calculated as percentage of the total number of cells. Biological replicates: N=8. (**C**) Representative fluorescence microscopy images of normal control (left) and tendinopathic tendons (right) stained with DAPI (blue) and a CD90 antibody (green). Boxplots depict the quantified co-localization of DAPI and CD90 (CD90^+^ cells) calculated as percentage of the total number of cells. Biological replicates: N=7. (**D**) Representative fluorescence microscopy images of normal control (left) and tendinopathic tendons (right) stained with DAPI (blue) and an IL-6R antibody (magenta). Boxplots depict the quantified co-localization of DAPI and IL-6R (IL-6R^+^ cells) calculated as percentage of the total number of cells. Biological replicates: N=7. In all boxplots, each datapoint was calculated from eight representative fluorescence microscopy images taken from the same sample. The colored datapoint matches the presented fluorescence microscopy image. The upper and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. Results of the statistical analysis are indicated as follows: ^n.s.^p ≥ = 0.05, *p<0.05, **p<0.01. The applied statistical test was the Student’s t-test.

**Figure 2—figure supplement 1.**
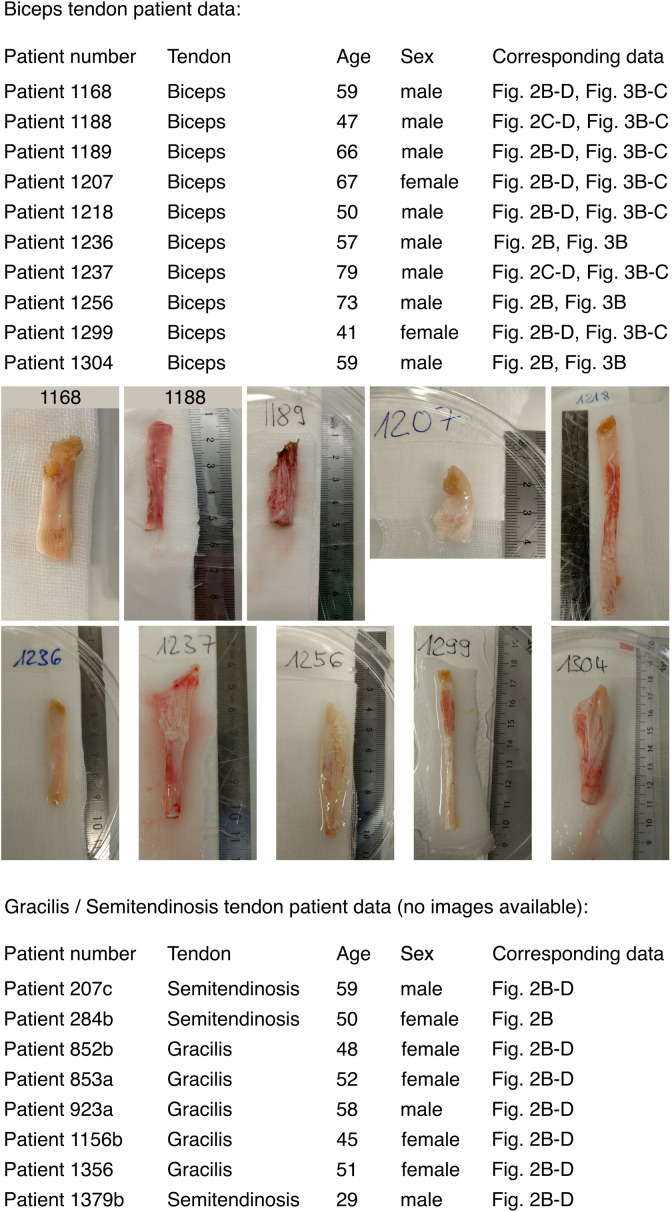
Metadata of the human patient-derived tissues analyzed with fluorescence microscopy. Tendinopathic tissues were gathered from a total of 10 patients with painful biceps tendons. The photographic images depict the tendons from which the sections were collected. Normal control tissues were gathered from the leftover semitendinosus or gracilis tendons of a total of eight patients undergoing anterior cruciate ligament (ACL) reconstruction surgery. No images were taken from the normal control tendons.

In normal control tendons, the fluorescent signal stemming from the IL-6 antibody (Figure 2B, left side, red) appeared to be confined to the extrinsic compartment, which we identified based on the clustering of cells with a roundish nucleus (blue). In tendinopathic tendons (Figure 2B, right side), it was challenging to identify the extrinsic compartment due to the characteristic change in cell shape from elongated to more roundish in both the extrinsic compartment and the load-bearing core tissue. While the signal of the IL-6 antibody was more evenly distributed over the tendinopathic tissue section and tendon compartments compared to the control, it was still more prominent around roundish than elongated cells. Using the nuclear staining as a mask, we attributed IL-6 secretion to cells based on spatial proximity. The percentage of IL-6 secreting cells was only slightly increased in tendinopathic compared to healthy control tendons (Table 2).

**Table 2.** Percentages of IL-6^+^, CD90^+^, and IL-6R^+^ cells of all cells in tendinopathic and normal control tissues derived from human patients. The values are given as median(IQR).

Condition	IL-6^+^ % all cells	CD90^+^ % all cells	IL-6R^+^ % all cells
**Tendinopathic**	33.3 (38.4)	45.6 (36.3)	37.5 (41.2)
**Normal control**	22.5 (17.2)	4.3 (9.0)	5.3 (10.2)

The cell surface protein CD90 is a common marker of reparative fibroblasts (Ho et al., 2019; Li et al., 2021). Here, we visually detected its signal on only a few cells in the normal control tendons (Figure 2C, left side, green) but on a large number of cells in the tendinopathic tendons (Figure 2C, right side). The subsequent spatial proximity-based quantification confirmed this initial visual impression by detecting a statistically significant difference in the percentage CD90^+^ in the normal control compared to the tendinopathic tendon (Table 2).

The IL-6 receptor (IL-6R) is another central part of the IL-6 signaling cascade. While some cells in the normal control tendons stained positively for IL-6R, many more seemed to be present in the tendinopathic tendons. We could confirm this again with spatial proximity-based quantification detecting a statistically significant difference in the percentage of IL-6R^+^ cells in normal control compared to tendinopathic tendons (Table 2).

### Both IL-6 and IL-6R appear in spatial proximity to CD90^+^ and CD68^+^ cells in non-sheathed human tendinopathic tendons

In another study conducted in mouse tendons, immune cells such as macrophages were reported as major sources of IL-6R during tendon growth (Bautista et al., 2023). We therefore co-stained cells with IL-6, IL-6R, and the established human macrophage surface marker CD68 to see whether this was also true in the context of human tendinopathic tendons. To further check whether (reparative) fibroblasts could indeed be involved in IL-6-IL-6R signaling as initially hypothesized, we also co-stained human tendinopathic tendons with CD90, IL-6, and IL-6R. We again used tendinopathic tissues extracted from diseased biceps tendons (Figure 3A and Figure 2—figure supplement 1).

**Figure 3.**
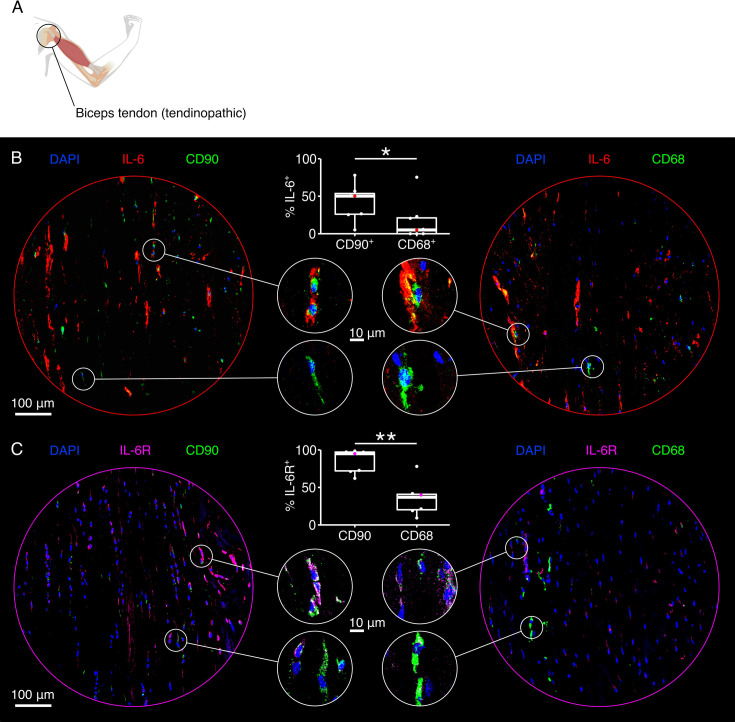
Co-localization of IL-6, IL-6R, CD90, and CD68 in tendinopathic human tendons (non-sheathed). (**A**) Illustrative depiction of the origin of the tendon used in this experiment (painful biceps tendons, Figure 2—figure supplement 1). (**B**) Representative fluorescence microscopy images of tendinopathic tendons stained with DAPI (blue), an IL-6 antibody (red), and either a CD90 antibody (left image, green) or a CD68 antibody (right image, green). Boxplots depict the quantified co-localization of DAPI, IL-6, and either CD90 (biological replicates: N=7) or CD68 (biological replicates: N=8) calculated as percentage of the number of DAPI^+^IL-6^+^ cells. (**C**) Representative fluorescence microscopy images of tendinopathic tendons stained with DAPI (blue), an IL-6R antibody (magenta), and either a CD90 antibody (left image, green) or a CD68 antibody (right image, green). Boxplots depict the quantified co-localization of DAPI, IL-6, and either CD90 or CD68 calculated as percentage of the number of DAPI^+^IL-6R^+^ cells (biological replicates: N=7). In all boxplots, each datapoint was calculated from eight representative fluorescence microscopy images taken from the same sample. The colored datapoint matches the presented fluorescence microscopy image. The upper and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. Results of the statistical analysis are indicated as follows: *p<0.05, **p<0.01. The applied statistical test was the Mann-Whitney-Wilcoxon test.

We found a high percentage of cells in close spatial proximity to fluorescent signals generated by the IL-6 antibodies (Figure 3B, left side, red) to be CD90^+^ (green and blue), identifying them as a likely source of IL-6. Again, IL-6 secreting, CD90^+^ cells assumed a more roundish phenotype in contrast to the CD90^+^ cells not secreting IL-6. The overlap between signals from CD68^+^ cells (Figure 3B, right side, green and blue) and the IL-6 antibodies (red) seemed less pronounced. Indeed, quantification of the spatial signal overlay showed a significantly higher percentage of cells in spatial proximity to IL-6 to be CD90^+^ rather than CD68^+^ cells (Table 3).

**Table 3.** CD90^+^ and CD68^+^ cells as percentages of IL-6^+^ and IL-6R^+^ cells in tendinopathic tissues derived from human patients. The values are given as median(IQR).

	CD90^+^ (median(IQR))	CD68^+^ (median(IQR))
% of IL-6^+^	50.2 (27.6)	5.02 (21.1)
% of IL-6R^+^	95.0 (25.1)	37.0 (20.6)

The presence of IL-6R on different cell populations could provide cues on the targets of IL-6 signaling in tendinopathic tendons. In the tendinopathic sections probed here, almost all cells that stained positively for IL-6R (Figure 3C, left side, magenta) were also CD90^+^ (green and blue) but less than half of them were CD68^+^ cells (Figure 3C, right side, green and blue). Quantifying the difference based on spatial proximity confirmed this impression (Table 3) and the statistical analysis judged it to be statistically significant. The staining antibody and quantification method deployed here likely cannot discriminate between IL-6R produced by the cell carrying it and IL-6R that was solubilized participates in trans-signaling.

We conclude from the above analysis that IL-6 signaling in non-sheathed tendinopathic tendons plausibly contributes to chronic tendinopathic hallmarks like hypercellularity and aberrant matrix turnover, potentially by activating reparative (CD90^+^) fibroblast populations through IL-6R. On this basis, we sought to directly test whether a causal relationship exists between the observed changes in IL-6 signaling and the associated disease processes. To this end, we harnessed an in vitro assembloid model of inter-compartmental crosstalk to better dissect the role of IL-6 in tendinopathy.

### IL-6 signaling by tendon core explants activates extrinsic fibroblasts

We have previously validated a hybrid explant // hydrogel assembloid model that reproduces the in vivo tissue compartment interface between the load-bearing tendon core and the extrinsic compartment (i.e. epitenon and paratenon) of non-sheathed tendons (Stauber et al., 2021; Stauber et al., 2024). We exploited this model to test whether IL-6 signaling across tissue compartments could activate fibroblast populations in the peritendinous space in a manner that mimics the IL-6 signaling signatures we uncovered in the human data analysis (Figure 4A). Briefly, we isolated and clamped mouse tail tendon fascicles to represent the tendon core while selecting (mainly Scx^+^ and CD146^+^) fibroblasts from digested Achilles tendons based on plastic adherence growth and surface marker expression as established previously and repeated here (Figure 4B, Figure 4—figure supplement 1, Figure 4—figure supplement 2; Stauber et al., 2021; Tarafder et al., 2017). To form the artificial extrinsic compartment, we encapsulated these fibroblast populations into a collagen hydrogel which we then let polymerize around the clamped core explants (Figure 4C).

**Figure 4.**
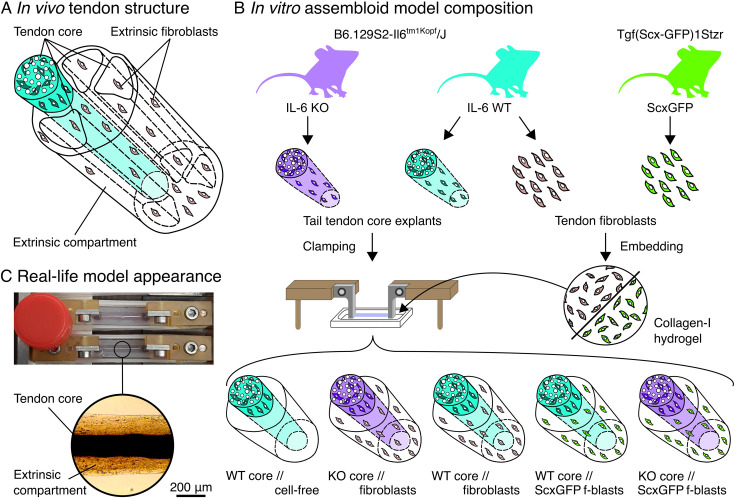
Concept behind the in vitro hybrid explant // hydrogel assembloid system. (**A**) Abstract representation of the in vivo load-bearing tendon core subunits (light blue/white) surrounded by the extrinsic compartment (white) containing, i.e., extrinsic fibroblasts (light brown). (**B**) Sources of the in vitro model system components with the IL-6 knock-out core (KO core) in violet, the IL-6 wildtype core (WT core) in light blue, the IL-6 wildtype fibroblasts in light brown, and the ScxGFP fibroblasts in green. Core explants were clamped, and the fibroblasts embedded in a (liquid) collagen solution before crosslinking the mixture into a hydrogel around the clamped core explants in various combinations. (**C**) Photographic and light microscopic images of the in vitro assembloid model system. Lid of a 15 ml Falcon tube (Ø: 17 mm) used for scale.

**Figure 4—figure supplement 1.**
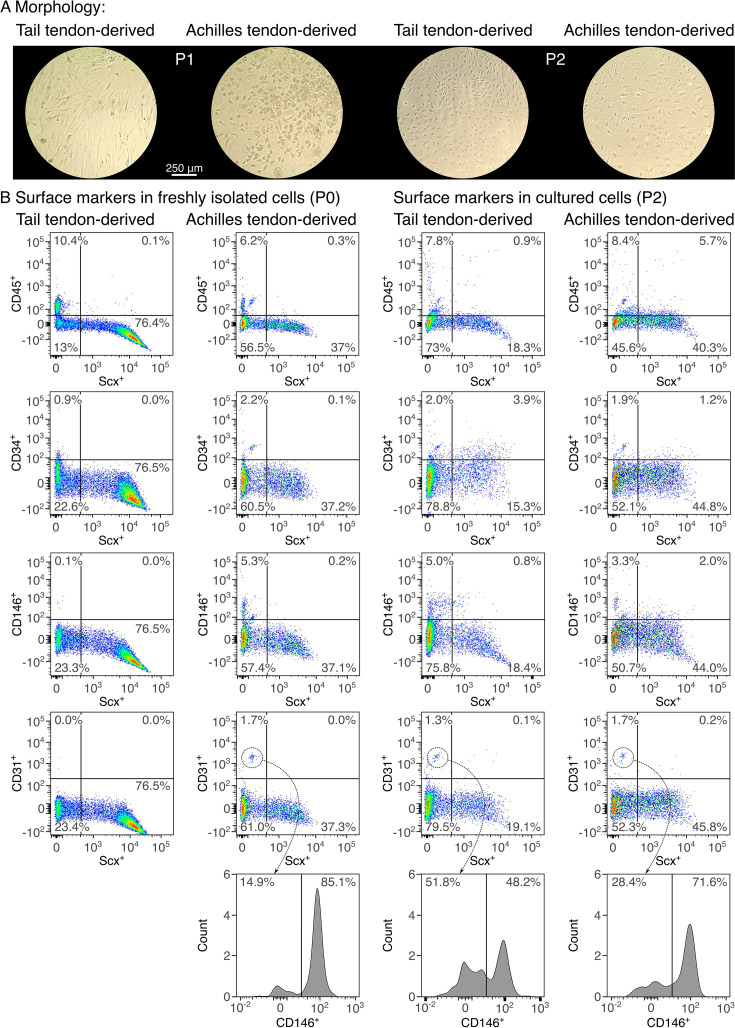
Characterization of cell populations derived from Achilles tendons and tail tendon fascicles of ScxGFP mice (morphology and surface markers). (**A**) Representative light microscopy images depicting tail tendon fascicle-derived fibroblasts and Achilles tendon-derived fibroblasts cultured on standard tissue culture plastic before being passaged for the first time (**P1**) or the second time (**P2**). The Achilles tendon-derived fibroblasts were embedded in the collagen hydrogels at P2. (**B**) Presence of a selection of cell surface markers on cell populations isolated from tail tendon fascicles or Achilles tendons immediately after the digestion (left) and after passaging them twice (P2, right). Using flow cytometry, the following markers were analyzed after excluding doublets and dead cells: Scx, CD45, CD34, CD31, and CD136.

**Figure 4—figure supplement 2.**
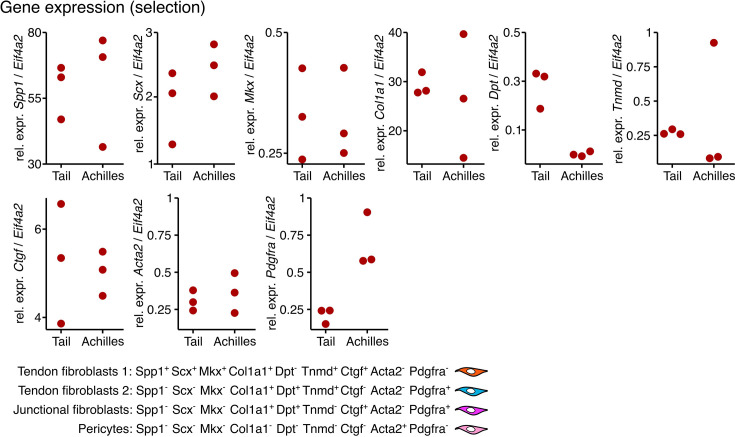
Characterization of cell populations derived from Achilles tendons and tail tendon fascicles of ScxGFP mice (gene transcripts). Presence of a selection of gene transcripts in cell populations isolated from tail tendon fascicles or Achilles tendons after passaging them twice. Using RT-qPCR, the following gene transcripts were measured: *Spp1*, *Scx*, *Mkx*, *Col1a1*, *Dpt*, *Tnmd*, *Ctgf*, *Acta2*, and *Pdgfra*. The dots indicate the relative expression values (dCt) of the transcripts normalized to that of Eif4a2, an established housekeeping gene, for a different animal each (biological replicates: N=3). The depicted gene transcripts and their typical expression levels in different cell populations were previously reported in mouse Achilles tendons analyzed with single-cell RNA-seq (De Micheli et al., 2020).

**Figure 4—figure supplement 3.**
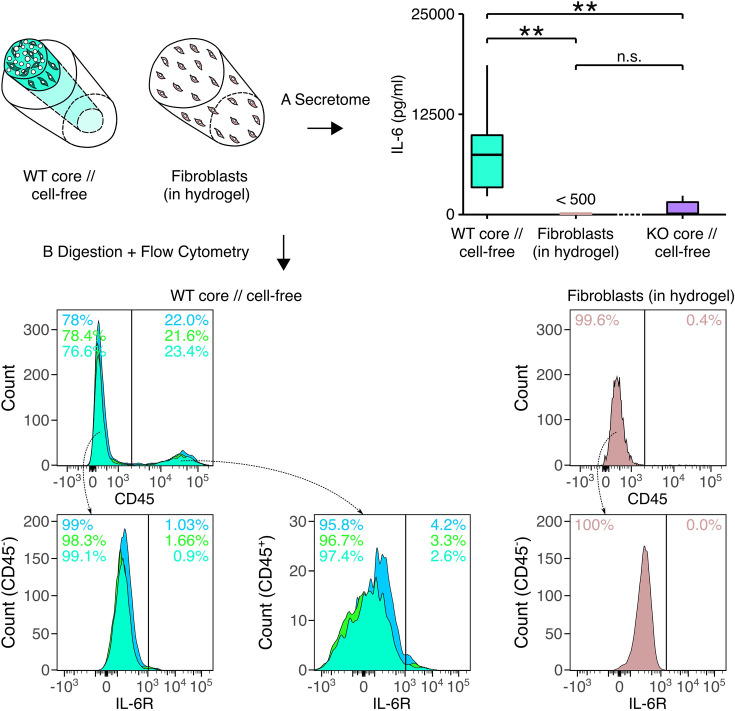
Identification of cellular IL-6 and IL-6R sources in mouse tendon assembloids using flow cytometry and analyzing the supernatant. (**A**) Detection of IL-6 protein level differences in the supernatants obtained from IL-6 wildtype core explant surrounded by a collagen hydrogel (WT core // cell-free, light blue), IL-6 knock-out core explants surrounded by a collagen hydrogel (KO core // cell-free, violet), and extrinsic, IL-6 wildtype fibroblasts seeded into a collagen hydrogel (fibroblasts [in hydrogel], light brown) after 7 days in culture (biological replicates: N=6). The upper and lower bounding boxes correspond to the first and third quartile (25th and 75th percentile) and the middle bar to the median. Whiskers extend from the upper/lower hinge to the largest/smallest value no further than 1.5 the interquartile range. Results of the statistical analysis are indicated as follows: **p<0.01, ^n.s.^p>=0.05. The applied statistical test was the Wilcoxon rank sum. (**B**) On the left side: Flow cytometric analysis of digested wildtype core explants (WT core // cell-free) surrounded by a collagen hydrogel after 7 days in culture. The different colors indicate different biological replicates (N=3). On the right side: Flow cytometric analysis of extrinsic fibroblast cultured on tissue culture plastic before being passaged for the second time (P2, biological replicates: N=1). Assessed markers include the hematopoietic lineage marker CD45 and the IL-6R.

In a separate experiment, we verified the presence and located the cellular sources of IL-6 and IL-6R using supernatant and flow cytometric analysis respectively (Figure 4—figure supplement 3). Both were present in the supernatant (IL-6) and on CD45^+^ cell populations (IL-6R) from core explants, but not in the supernatant or on the surface of extrinsic fibroblasts cultured in a collagen hydrogel. This indicates that the following described effects of IL-6 on extrinsic fibroblasts could be dominated by trans-signaling.

To dissect the effect of IL-6 signaling on the extrinsic target populations, we integrated either wildtype-derived (WT) or IL-6 knock-out-derived (KO) explants from the B6.129S2-Il6^tm1Kopf^/J (Kopf et al., 1994) mouse line (Figure 5A). We then performed bulk RNA-sequencing (RNA-seq) on the extrinsic populations after 1 week of co-culture in tendinopathic niche conditions (Stauber et al., 2021; Blache et al., 2021; Wunderli et al., 2020).

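At day 7, the hydrogel around the core explants was sequenced in 6 samples from assembloids with a WT core and in 6 from assembloids with a core labelled KO. Each sample was a pool of 2 hydrogels. It held the seeded fibroblasts, which were isolated from 6 mice and mixed, and the cells that had migrated out of the core explant by then. The authors depleted total RNA of ribosomal RNA, prepared stranded libraries and estimated the counts per gene with kallisto, version 0.46.1 in the submitters' processing notes, which also name the mouse assembly GRCm39. The annotation release is not given in the sources used here. The estimated counts were deposited as whole numbers without normalization. Their total per sample ranged from 25.1 to 59.9 M counts (median 44.2 M, where M stands for mega) around WT cores and from 26.1 to 50.2 M (median 32.8 M) around cores labelled KO. After edgeR's filter on low counts, 15227 genes were scaled by TMM (trimmed mean of M values) and compared between the groups with edgeR's quasi-likelihood test. As in the paper, genes with an unadjusted p-value under 0.05 and a log2 fold change beyond 0.5 in either direction were counted as changed. Fold changes are given as cores labelled KO over WT cores, and levels as CPM, counts scaled to a common library total by TMM unless stated otherwise.

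Il6 (ENSMUSG00000025746), the gene targeted in the KO mice, was counted in every one of these samples. As a share of the library total, its level was 9.47, 4.01, 9.13, 4.85, 7.81 and 7.95 CPM in WT replicates 1 to 6 and 14.3, 5.56, 14.5, 9.67, 5.56 and 36.7 CPM in the replicates labelled KO. The means were 7.20 ± 2.26 CPM (SD, n = 6) and 14.4 ± 11.6 CPM (SD, n = 6). The log2 fold change was 1.03 (standard error 0.44, unadjusted p of 0.0376 and adjusted p of 0.9997 from edgeR), and an exact permutation test (two-sided) gave p = 0.136. The unadjusted p was over 0.05 without WT replicate 2, 4, 5 or 6 or KO replicate 1, 3 or 6, with 0.151 as the highest value. It was also over 0.05 with the run code as a block (log2 fold change 0.96, unadjusted p of 0.0545) and with the sex of the core's mouse as a block, chosen after seeing the data (0.80, 0.0844). It stayed under 0.05 with the replicate number as a block, which pairs these samples (0.76, 0.0346), and in paired fits without pair 5 or without pairs 1 and 5, chosen after seeing the data (0.00375 and 0.00618). The exact permutation test leaves the pairing out. Because Il6 ran against the labels, these samples are called the libraries labelled KO throughout. In the paper's protein measurement, less IL-6 was found in the supernatant of KO than of WT core explants (Figure 4—figure supplement 3), which ran the other way and does not settle the labels. The legend of that figure describes the extrinsic fibroblasts as IL-6 wildtype.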

**Figure 5.**
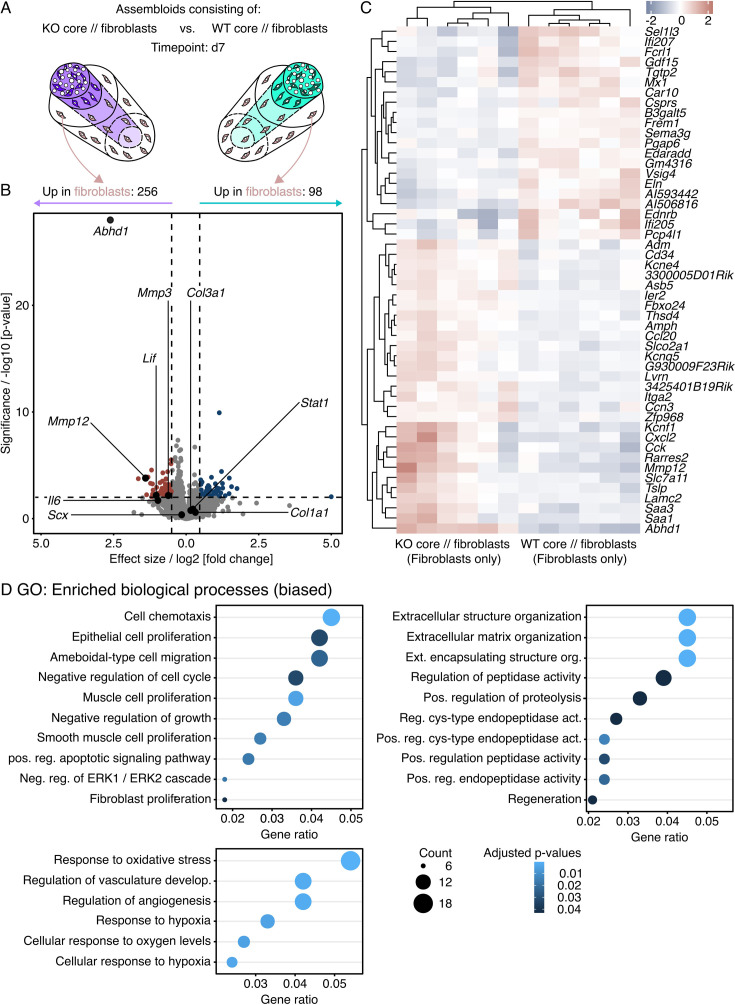
Transcript changes in hydrogel-embedded fibroblasts seeded around an IL-6 knock-out (KO) core explant compared to those seeded around a wildtype (WT) core. (**A**) Illustration of the assembloid combinations compared here (KO core // fibroblasts vs. WT core // fibroblasts), the assessed timepoint (**d7**), and the analyzed compartment (extrinsic fibroblasts only). (**B**) RNA-seq volcano plot of differentially expressed genes (DEGs). Genes colored in red have a log2 (fold change)>0.5, a p-value<0.05, and are considered to be significantly increased in the extrinsic compartment of KO core // fibroblast assembloids. Genes colored in blue have a log2 (fold change)<–0.5, a p-value<0.05, and are considered to be significantly increased in the extrinsic compartment of WT core // fibroblast assembloids. The log2 and p-value thresholds are represented by the dashed lines. (**C**) Unsupervised hierarchical clustering of the top 50 DEGs. Genes are clustered by color with positive (red) or negative (blue) row-scaled z-scores. Columns represent individual samples (biological replicates: N=6). (**D**) Dotplots depicting a selection of gene ontology (GO) annotations significantly enriched (adjusted p-value<0.05) by the DEGs. The selection was biased by GO biological process annotations enriched in the human dataset (Figure 1E). The color of the circles represents their adjusted p-value, the size the number of enriched genes (count), and the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

**Figure 5—figure supplement 1.**
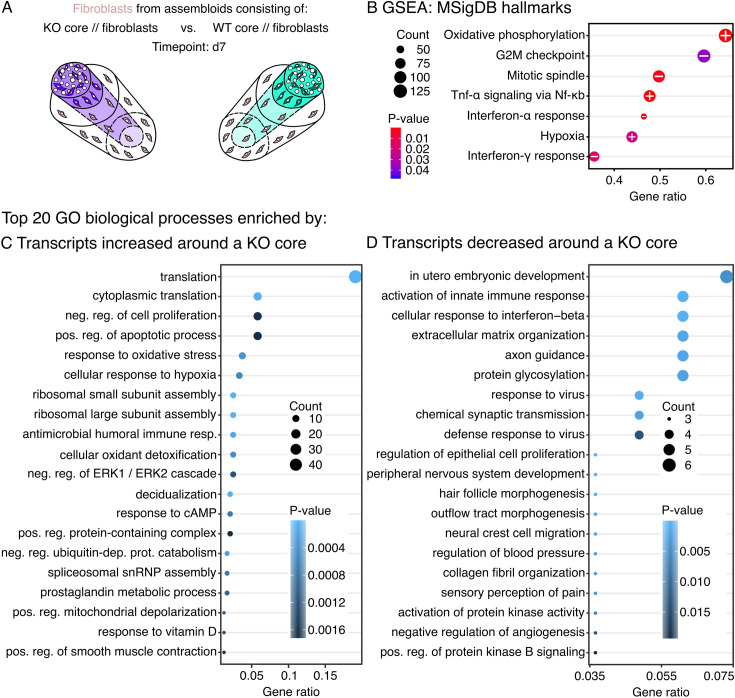
Detailed transcriptome analysis of genes up- and downregulated in hydrogel-embedded fibroblast seeded around an IL-6 knock-out (KO) core explant compared to those seeded around a wildtype (WT) core. (**A**) Illustration of the assembloid combinations compared here (KO core // fibroblasts vs. WT core // fibroblasts), the assessed timepoint (**d7**), and the analyzed compartment (extrinsic fibroblasts only). (**B**) Dotplot showing significantly enriched gene sets (p-value<0.05) as determined by gene set enrichment analysis (GSEA) based on the MSigDB mouse hallmark gene sets. The +/- signs indicate the direction of the enrichment in the extrinsic fibroblasts around a KO core compared to those around a WT core. (**C**) Dotplot showing the top 20 gene ontology (GO) gene sets for biological processes significantly enriched by transcripts increased in fibroblasts seeded around a KO core. (**D**) Dotplot showing the top 20 GO gene sets for biological processes significantly enriched by transcripts decreased in fibroblasts seeded around a KO core. In all the dotplots, the color of the circles represents their p-value, their size the number of enriched genes (count), and their position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

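In the hydrogel, 77 transcripts were increased around cores labelled KO compared to WT cores, 38 were decreased and 15112 did not pass the thresholds. Mmp12 (ENSMUSG00000049723), which encodes macrophage metalloelastase, was at 214 ± 174 CPM (SD, n = 6) around cores labelled KO and at 77.5 ± 24.9 CPM (SD, n = 6) around WT cores, and KO replicate 1 had 550 CPM against 247 CPM in the next library. The chemokine transcripts Cxcl2 and Ccl20 rose by log2 fold changes of 1.66 and 0.83. Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, rose from 51.2 ± 10.7 CPM to 88.7 ± 39.6 CPM (SD, n = 6 each), and Lif, a cytokine of the IL-6 family, from 6.33 ± 2.12 CPM to 12.9 ± 7.42 CPM (SD, n = 6 each). The stromelysin Mmp3 rose from 9283 ± 1429 CPM to 14040 ± 5790 CPM (SD, n = 6 each). Among the decreased transcripts were the interferon-induced antiviral genes Mx1 and Mx2, with log2 fold changes of −1.30 and −0.93, and elastin (Eln) with −0.92.

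The unadjusted p from edgeR was 0.00419 for Mmp12, 0.00492 for Cxcl2, 0.00534 for Ccl20, 0.00882 for Ptgs2, 0.0212 for Lif, 0.0327 for Mmp3, 0.0242 for Mx1, 0.0227 for Mx2 and 0.0379 for Eln. In exact permutation tests (two-sided), p was 0.0108 for Mmp12, 0.0173 for Cxcl2, 0.0022 for Ccl20, 0.0325 for Ptgs2, 0.0260 for Mx1 and 0.0346 for Mx2, while Lif (0.0779), Mmp3 (0.0628) and Eln (0.121) stayed above 0.05. These tests leave the pairing of the samples out. A block by replicate number in edgeR kept all 9 calls (unadjusted p up to 0.0299), with 0.0244 for Lif and 0.0279 for Mmp3. The tendon transcription factor Scx (log2 fold change 0.19, exact p = 0.656), Col3a1 (−0.17, 0.203) and Col1a1 (−0.27, 0.312) did not pass in either test. Abhd1 was not analysed here. In edgeR, Lif lost its call without KO replicate 6 (unadjusted p of 0.0626), and Mx1 and Mx2 lost theirs without WT replicate 1 (0.0718 and 0.0756). In paired fits chosen after seeing the data, Mx2 was lost without pair 5 (log2 fold change −0.75, unadjusted p of 0.0639), and without pairs 1 and 5 Mx1 (−0.72, 0.180) and Mx2 (−0.33, 0.233) were both lost, while the other 7 calls held in both fits. The call of Mmp3 was lost without WT replicate 3, 4 or 5 or KO replicate 1 or 6 (p up to 0.0870), and that of Eln without WT replicate 1 or 2 or KO replicate 1, 3, 4, 5 or 6 (p up to 0.133). Col1a1 was called without KO replicate 5 (log2 fold change −0.68, unadjusted p of 0.0309) and in the paired fit without pair 5 (−0.62, 0.0348).

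No gene passed an adjusted p under 0.05 in edgeR (lowest 0.9997), and 2 did in DESeq2. At an unadjusted p under 0.05 alone, 404 genes passed, where chance gives 761. With the replicate number as a block, which pairs these samples, 212 genes were called (88 increased and 124 decreased). Without KO replicate 5, in which the macrophage transcript Lyz2 was at 1497 CPM against 6536 to 19140 CPM in the other 11 libraries, 304 were called (140 increased and 164 decreased).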

Overall, integration of an IL-6 KO core increased transcripts of 256 genes in the surrounding extrinsic compartment, decreased transcripts of 98 genes, and left 15,295 unchanged (Figure 5B and C). After mapping the significant transcript changes to biological processes in the GO database, we conducted a biased search for processes matching those dysregulated in human tendinopathic tendons. 

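Genes of the ECM and of its turnover went both ways around cores labelled KO. Of 35 collagen and matrix synthesis genes, 25 were lower and 10 higher (median log2 fold change −0.06), and of 37 matrix proteases, 22 were lower and 15 higher (median −0.03, mean 0.05). Adamts1, a secreted protease, was at 224 ± 46.5 CPM (SD, n = 6) against 183 ± 10.4 CPM (SD, n = 6) around WT cores, and Adam12, a membrane-bound protease of activated fibroblasts, at 83.7 ± 17.2 CPM (SD, n = 6) against 107 ± 8.87 CPM (SD, n = 6). Their log2 fold changes of 0.29 (standard error 0.12, exact permutation test, two-sided, p = 0.0216) and −0.35 (standard error 0.13, exact p = 0.0130) stayed below the fold change threshold. Col6a2, a subunit of collagen VI, had a log2 fold change of −0.34 (standard error 0.18, exact p = 0.0671). For 13 protease inhibitors, such as the Timp genes, the median was 0.12, and for 34 genes of cell migration and chemotaxis, 21 of them higher, it was 0.02. The 16 tendon lineage genes had a median of 0.15, with 11 higher. With 1 library left out, each of these medians took both signs. The range was −0.16 to 0.013 for collagen and matrix synthesis, −0.085 to 0.024 for proteases and −0.00080 to 0.155 for inhibitors. For migration it was −0.014 to 0.11, and for tendon lineage −0.086 to 0.27.

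These lists are from a set of 28 tested gene lists, fixed before the data were examined, and were tested with camera, which asks whether the genes of a list moved more in one direction than all other genes. The adjusted p was 0.0663 for collagen and matrix synthesis, 0.761 for matrix proteases, 0.0597 for protease inhibitors, 0.0542 for migration and 0.0663 for tendon lineage. With the replicate number as a block, the adjusted p of the collagen list was 0.0299. Among genes with at least 10 counts in every sample, that of the protease inhibitors was 0.0201. With 1 library left out, the adjusted p came under 0.05 for collagen and matrix synthesis (without WT replicate 1, 3 or 4 or KO replicate 5 or 6, down to 7.31e-06), tendon lineage (without WT replicate 2 or 6 or KO replicate 1, 2 or 3, down to 0.00142), protease inhibitors (without WT replicate 2, 4 or 6 or KO replicate 1, down to 0.00561) and migration (without WT replicate 3 or 6 or KO replicate 2 or 5, down to 0.00832). In edgeR, 0 members of the 28 lists passed an adjusted p over all genes, and 1 passed when adjusted over the list alone, the immediate early gene Ier2. At an unadjusted p under 0.05, 1 member of the collagen list was lower, and 3 proteases were higher and 1 lower. The enrichment of gene ontology terms itself was not repeated, because no annotation of genes to such terms was used here.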

Out of the 195 significantly enriched biological processes (adjusted p-value<0.05) in the extrinsic compartment of KO core // fibroblast assembloids, 10 (5.1%) could be linked to changes in local cellularity and another 10 to ECM turnover (Figure 5D).

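Several lists outside the ECM were shifted around cores labelled KO in camera with a preset correlation between genes, but 0 of the 28 lists passed when the correlation was estimated from these samples. Of 28 genes of the hypoxia response, 26 were higher (median log2 fold change 0.29, camera adjusted p = 8.45e-17, and 0.214 with an estimated correlation). Adrenomedullin (Adm), a hypoxia-induced peptide, rose from 21.1 ± 3.89 CPM to 35.6 ± 14.0 CPM (SD, n = 6 each), a log2 fold change of 0.75 (standard error 0.22). Hilpda, a lipid droplet protein induced by hypoxia, had 0.41 (standard error 0.15), below the threshold. Glycolysis genes (17 of 18 higher, median 0.26, adjusted p = 6.59e-08), NF-kB and inflammatory genes (25 of 27 higher, median 0.22, adjusted p = 1.22e-08) and immediate early genes (20 of 22 higher, median 0.18, adjusted p = 2.56e-10) were shifted upward too, with 0.331, 0.331 and 0.138 with an estimated correlation. Ier2, an immediate early gene, was at 22.4 ± 3.06 CPM against 15.9 ± 0.788 CPM (SD, n = 6 each). Of 41 interferon-stimulated genes, 38 were lower (median −0.28, adjusted p = 7.89e-15, and 0.331 with an estimated correlation). Their median was −0.14 without KO replicate 5, −0.18 without KO replicate 6 and −0.46 without KO replicate 2. That of glycolysis was 0.16 without KO replicate 1 and 0.39 without KO replicate 5, and that of NF-kB genes 0.14, 0.38 and 0.10 without KO replicate 1, 5 and 6.

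Smaller shifts were called with the preset correlation alone for cytosolic ribosomal proteins (80 of 81 higher, median 0.15, adjusted p = 5.26e-33) and nuclear genes of oxidative phosphorylation (73 of 81 higher, median 0.08, adjusted p = 3.32e-13), with 0.331 for both with an estimated correlation. Without KO replicate 5 their medians were 0.098 and 0.13, and that of oxidative phosphorylation was 0.029 without KO replicate 1 and 0.044 without WT replicate 5. STAT3 targets and acute phase genes had a median of 0.16 (17 of 22 higher, adjusted p = 2.05e-06, and 0.331 with an estimated correlation), with 0.27 without KO replicate 5 and 0.066 without KO replicate 6. Oxidative stress genes had a median of 0.08 (17 of 26 higher, adjusted p = 0.0154, and 0.523 with an estimated correlation), and the call was lost without WT replicate 1 or 5 or KO replicate 1, 3 or 4 (adjusted p up to 0.251). Markers of chondrocytes (13 of 15 lower, median −0.25, adjusted p = 2.25e-05), of smooth muscle and pericytes (10 of 11 lower, median −0.21, adjusted p = 0.000726) and of myofibroblasts (12 of 17 lower, median −0.10, adjusted p = 0.0437) were shifted downward, with 0.331, 0.331 and 0.688 with an estimated correlation. Chondrocytes (0.0959) and smooth muscle (0.0674) were lost without KO replicate 1, and myofibroblasts without WT replicate 2, 4 or 6 or KO replicate 1, 2 or 3 (up to 0.961). Without KO replicate 5 the medians of these 3 lists were −0.54, −0.34 and −0.35, and without KO replicate 2 that of chondrocytes was −0.15. The 24 macrophage and leukocyte markers had a median of −0.03 (15 lower, adjusted p = 0.0437, and 0.714 with an estimated correlation), and their direction rested on single libraries. Without KO replicate 5 the median was 0.21, with 23 of 24 higher (adjusted p = 0.0267), and it was 0.054, 0.039, 0.038 and 0.077 without WT replicate 1 or 2 or KO replicate 4 or 6. It was −0.34 without KO replicate 1, and the call was lost without WT replicate 3 or 4 (up to 0.0771). The 16 ERK feedback genes (median 0.11, adjusted p = 0.0624), the 11 skeletal muscle markers (−0.19, 0.0663) and the 10 Schwann cell markers (−0.06, 0.380) did not pass, and had adjusted p-values of 0.0482, 0.0470 and 0.0437 with the replicate number as a block.

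The exact permutation p (two-sided) was 0.0130 for Adm, 0.0281 for Hilpda and 0.0022 for Ier2, and the unadjusted p from edgeR 0.00521, 0.0151 and 0.000108. Ier2 parted the groups in full (the smallest p that 6 against 6 allow), but its log2 fold change of 0.49 (standard error 0.09) was just short of the threshold. Ier2 passed it without WT replicate 1 or 3 or KO replicate 1, 3 or 5, with 0.56 as the highest log2 fold change, and was called by DESeq2 at an adjusted p of 0.00353. Adm was lost in a paired fit without pairs 1 and 5, chosen after seeing the data (log2 fold change 0.60, unadjusted p of 0.0772), and Hilpda passed in one without pair 5 (0.51).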

When stratifying the respective contribution of transcripts increased and decreased around a KO core compared to a WT core to the top 20 enriched GO biological processes and significantly enriched MSigDB mouse hallmarks, we found that IL-6 signaling by the core correlated positively with processes aimed at increasing cellularity and ECM turnover (Figure 5—figure supplement 1B–D), which are both hallmarks of tendinopathic tissues and indicators of an activated tissue state.

To verify the transcript-level differences connected to hypercellularity also on the tissue level, we next performed a proliferation and migration analysis in our assembloid model system.

### IL-6 signaling by tendon core explants stimulates cell proliferation and Scx^+^ cell recruitment to the signaling tendon core

Using the assembloid model, we investigated whether IL-6 signaling could play a causative role in the hypercellularity that is a major hallmark of tendinopathy. 

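Of 40 cell cycle genes, 38 were slightly lower around cores labelled KO and 2 higher, with a median log2 fold change of −0.10, but this direction rested on single libraries. Without KO replicate 5 the median was 0.026, with 25 of 40 higher (camera adjusted p = 0.596), and without WT replicate 1 it was 0.0098, with 22 higher (0.370). The call was lost without KO replicate 6 (−0.027, 0.190), and the median was −0.26, −0.22, −0.065 and −0.18 without KO replicate 1, 2 or 3 or WT replicate 4. Mki67, the gene of the proliferation marker Ki-67, was at 139 ± 68.3 CPM (SD, n = 6) around cores labelled KO and at 183 ± 57.9 CPM (SD, n = 6) around WT cores. The mitotic motor protein Cenpe was at 26.2 ± 10.6 CPM against 32.3 ± 8.53 CPM and the mitotic transcription factor Foxm1 at 14.0 ± 5.09 CPM against 16.9 ± 4.65 CPM (SD, n = 6 each). Tyms, which makes thymidylate for DNA synthesis, went the other way, at 18.5 ± 4.14 CPM against 14.5 ± 1.29 CPM (SD, n = 6 each).

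The adjusted p of the list was 0.00337 from camera and 0.714 with an estimated correlation. In edgeR, 0 of its genes passed at an adjusted p over all genes or adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. On the log2 scale, the changes were −0.39 (standard error 0.31, exact permutation test, two-sided, p = 0.208) for Mki67, −0.30 (standard error 0.26, exact p = 0.229) for Cenpe, −0.27 (standard error 0.26, exact p = 0.297) for Foxm1 and 0.36 (standard error 0.14, exact p = 0.0476) for Tyms. In a paired fit without pairs 1 and 5, chosen after seeing the data, Foxm1 was at 0.0042. From the direction in which gene ontology processes and hallmark sets were enriched, the paper concludes that IL-6 signaling by the core correlated positively with processes that increase cellularity and ECM turnover.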

Closely mimicking human tendinopathic tendons, we indeed found cellularity-increasing biological processes to be positively enriched in cell populations around WT compared to those around IL-6 KO tendon core explants. We then assessed whether these IL-6-dependent transcript-level changes would translate to an increased cell density. To do this, we seeded tendon fibroblast populations isolated from ScxGFP mice (co-expressing the tendon marker scleraxis [Scx] with a green fluorescent protein) into the hydrogel extrinsic compartment of our assembloids and incorporated either a WT or an IL-6 KO core into the center (Figure 6A, top panels).

**Figure 6.**
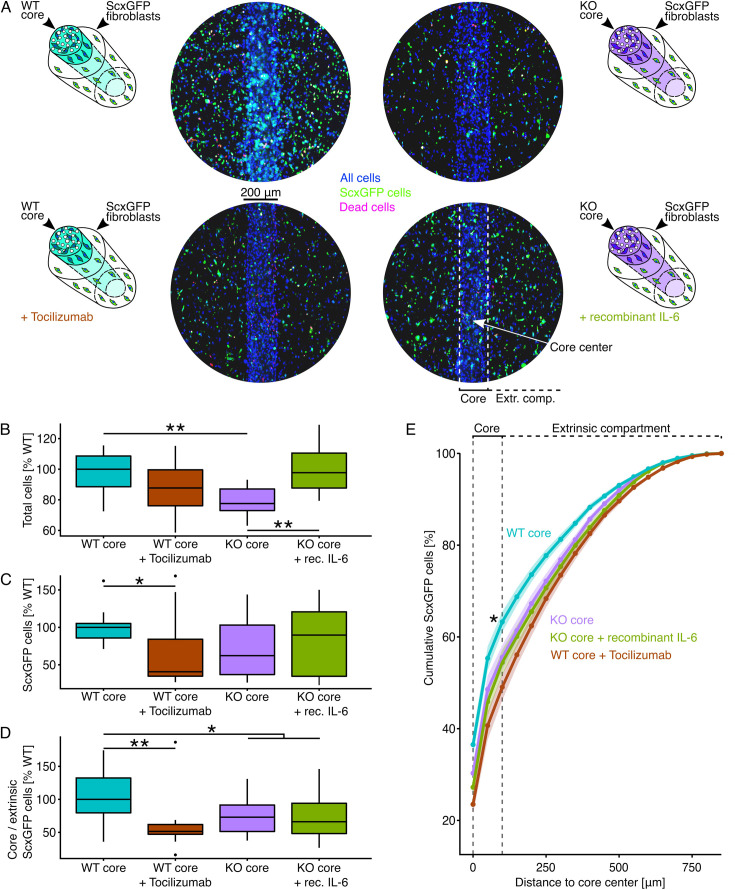
Cell proliferation around and ScxGFP fibroblast recruitment to core explants. (**A**) Illustrative depictions and representative fluorescence microscopy images of wildtype (WT) core explants surrounded by fibroblast populations from ScxGFP mice cultured with or without tocilizumab (10 µg/ml), and IL-6 knock-out (KO) explants cultured with or without recombinant IL-6 (25 ng/ml) for 7 days. All cells are colored in blue (NucBlue), ScxGFP fibroblasts in green (GFP), and dead cells in red (EthD). (**B, C, D**) Boxplots depicting the total number of cells, the number of ScxGFP cells, and the ratio between core-resident and extrinsic ScxGFP cells normalized to the WT median. Each datapoint was calculated from three representative fluorescence microscopy images taken from the same sample. The red datapoint matches the presented fluorescence microscopy image. The upper and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. (**E**) Lineplot depicting the cumulative percentage of ScxGFP cells depending on their distance from the center line of the core explant. The points and the line represent the mean cumulative percentages and the error bands the standard error of the mean (sem). The dashed line indicates locations inside the core area (biological replicates: N=12). Results of the statistical analysis are indicated as follows: *p<0.05, **p<0.01. The applied statistical test was the Mann-Whitney-Wilcoxon test, and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. (**E**) Lineplot depicting the cumulative percentage of ScxGFP cells depending on their distance from the center line of the core explant. The points and the line represent the mean cumulative percentages and the error bands the standard error of the mean (sem). The dashed line indicates locations inside the core area (biological replicates: N=12). Results of the statistical analysis are indicated as follows: *p<0.05, **p<0.01. The applied statistical test was the Mann-Whitney-Wilcoxon test.

Representative fluorescence microscopy images taken after 7 days in co-culture confirmed a higher total cell number in WT core // ScxGFP fibroblast assembloids compared to KO core // ScxGFP fibroblast assembloids. These cell number differences were not confined to ScxGFP fibroblasts (green) but extended to other populations (blue). In addition, ScxGFP fibroblasts only accumulated around the WT core in WT core // ScxGFP fibroblast assembloids, presumably either through increased core-directional migration or faster proliferation closer to the core. These observations are consistent with IL-6 being essential to increased cellularity and core (damage)-directed migration in this model (Stauber et al., 2021).

We went on to confirm these visual impressions using quantitative methods, finding a significantly increased total cell number in assembloids with a WT core compared to those with a KO core (Figure 6B, Table 4). The effect of IL-6 signaling on the proliferation of ScxGFP fibroblasts (Figure 6C, Table 4) was less pronounced compared to that on all populations, but the trend remained the same. To quantify migration, we analyzed the spatial distribution of ScxGFP fibroblasts by calculating the ratio between core-resident and extrinsic ScxGFP fibroblasts (Figure 6D, Table 4). The WT core // ScxGFP fibroblast assembloids exhibited the highest core-resident to extrinsic ScxGFP fibroblast ratio and KO core // ScxGFP fibroblast assembloids had a significantly lower core-resident to extrinsic ScxGFP fibroblast ratio. The cumulative spatial distribution of ScxGFP fibroblasts (Figure 6E, Table 4) supported these insights.

**Table 4.** Total cell numbers, ScxGFP cell numbers, and the ratios between core-resident and extrinsic ScxGFP cells in assembloids. The values were normalized to the wildtype (WT) median and are given as median(IQR).

Condition	Total cell number norm. to WT(median(IQR))	ScxGFP cell number norm. to WT(median(IQR))	Core/extrinsic ScxGFP ratio, norm. to WT (median(IQR))
WT core // ScxGFP fibroblasts	100 (20.1)%	100 (19.4)%	100 (52.3)%
WT core // ScxGFP fibroblasts+tocilizumab	87.7 (23.5)%	40.7 (49.3)%	51.5 (14.8)%
KO core // ScxGFP fibroblasts	77.6 (14.1)%	62.2 (66.1)%	73(40)%
KO core // ScxGFP fibroblasts+IL-6	97.7 (22.8)%	89.7 (86.1)%	66.1 (45.9)%

To further confirm the specific impact of IL-6 signaling on overall cell proliferation and core-directed migration of Scx^+^ fibroblasts, we desensitized the WT core // fibroblast assembloids to IL-6 by neutralizing IL-6R with tocilizumab and attempted to rescue the KO core // fibroblast assembloids by adding recombinant IL-6 to compensate for their reduced IL-6 levels (Figure 6A, bottom panels). In alignment with the previous results and the hypothesis, IL-6 desensitization decreased the total cell number in trend (Figure 6B, Table 4), the ScxGFP cell number significantly (Figure 6C, Table 4), and the ratio between core-resident and extrinsic ScxGFP fibroblasts significantly as well (Figure 6D, Table 4). The addition of recombinant IL-6 to KO core // fibroblast assembloids significantly increased the total cell number and the number of ScxGFP cells, rescuing the WT phenotype of IL-6 enhanced cell proliferation in the extrinsic compartment. However, core-directed migration was not rescued by recombinant IL-6.

Fully in line with transcript signature changes detected in the extrinsic compartment, these data suggest that IL-6 signaling increased local cellularity in at least one of two ways. First, IL-6 stimulated both overall and specific ScxGFP cell proliferation. Second, IL-6 gradient effects (i.e. IL-6 induced secondary gradients) caused core-directed ScxGFP cell migration.

### Disrupting IL-6 signaling does not detectably alter Scx^+^ cell proliferation or recruitment into an acutely damaged Achilles tendon in vivo

After clarifying the role of IL-6 in activating fibroblasts in the assembloid model of chronic tendon disease, we sought to assess whether IL-6 signaling also enhances overall cell proliferation and migration of Scx^+^ fibroblasts to acute tendon damage. To test this, we first bred IL-6 WT and IL-6 KO mice with ScxGFP mice. Then, we assessed the presence of ScxGFP cells in the Achilles tendons of four IL-6 WT mice compared to those of four IL-6 KO mice 14 days after Achilles tenotomy. In addition, we used an 5-ethynyl-2-deoxyuridine (EdU) staining to assess the proliferation of cells within the healing tendon (Figure 7A).

**Figure 7.**
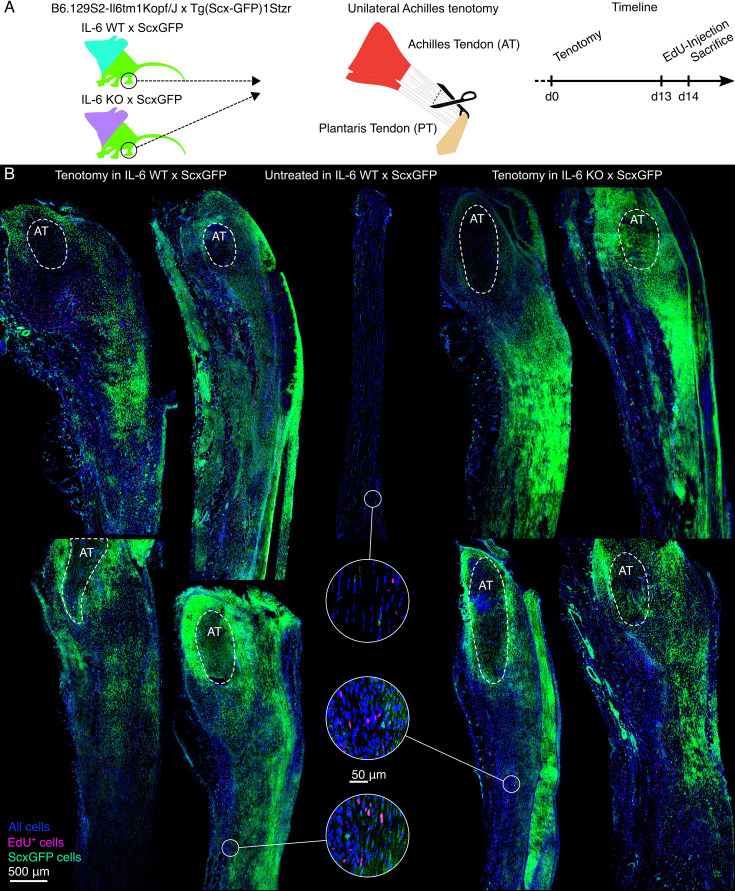
Cell proliferation around and Scx^+^ fibroblasts recruitment to acutely damaged mouse Achilles tendons 14 days after injury. (**A**) Illustrative depiction of the experimental setup and the time schedule. (**B**) Representative fluorescence microscopy images from all four mice assessed showing longitudinal mouse hindleg sections from IL-6 wildtype, ScxGFP (IL-6 WT x ScxGFP) Achilles tendons (AT) that underwent tenotomy (left), the contralateral untreated control (middle), as well as sections from IL-6 knock-out (IL-6 KO x ScxGFP) AT that underwent tenotomy (right). In addition to the signal provided by the ScxGFP cells (green), NucBlue was used to identify all cell nuclei (blue), and 5-ethynyl-2-deoxyuridine (EdU) was used to identify proliferating cells (magenta). The dashed circles indicate the remaining AT stump close to the calcaneus. The healing neo-tendon tissue surrounding the calcaneal AT stump bridges the gap to the AT stump connected to the calf muscles further down (not shown). In both compartments, ScxGFP cell distribution was highly variable across acutely damaged samples, with no observable trends or statistically detectable differences between the conditions (biological replicates: N=4).

**Figure 7—figure supplement 1.**
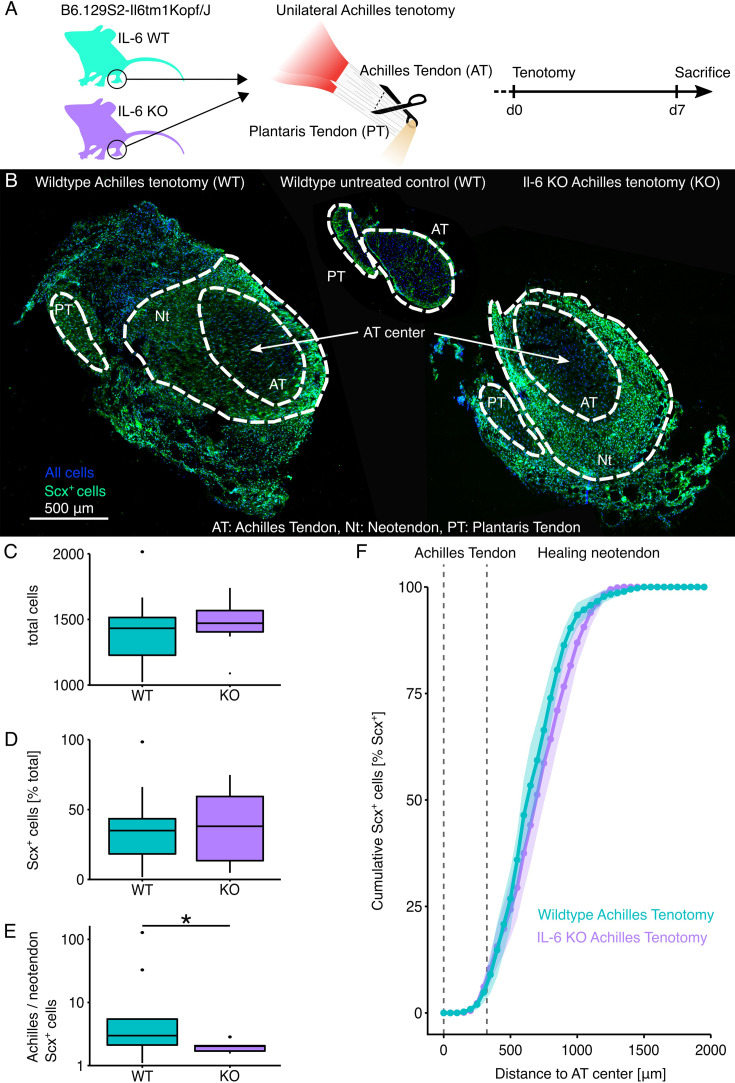
Cell proliferation around and Scx^+^ fibroblast recruitment to damaged mouse Achilles tendons. (**A**) Illustrative depiction of the experimental setup and the time schedule. (**B**) Representative fluorescence microscopy images of mouse hindleg cross-sections from wildtype (WT) Achilles tendons that underwent tenotomy (left), the contralateral untreated control (middle), as well as cross-sections from IL-6 knock-out (KO) Achilles tendons that underwent tenotomy (right). (**C**) Total number of cells stained with NucBlue. (**D**) Number of Scx^+^ cells. (**E**) Ratio between core-resident and extrinsic Scx^+^ cells depicted on a logarithmic y-axis (biological replicates: N=7). The upper and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. (**F**) Lineplot depicting the cumulative percentage of Scx^+^ cells depending on their distance from the Achilles tendon center. The points and the line represent the mean cumulative percentages and their error bands the standard error of the mean (sem). The dashed line indicates locations inside the Achilles tendon stump. Results of the statistical analysis are indicated as follows: *p<0.05. The applied statistical test was the Mann-Whitney-Wilcoxon test.

**Figure 7—figure supplement 2.**
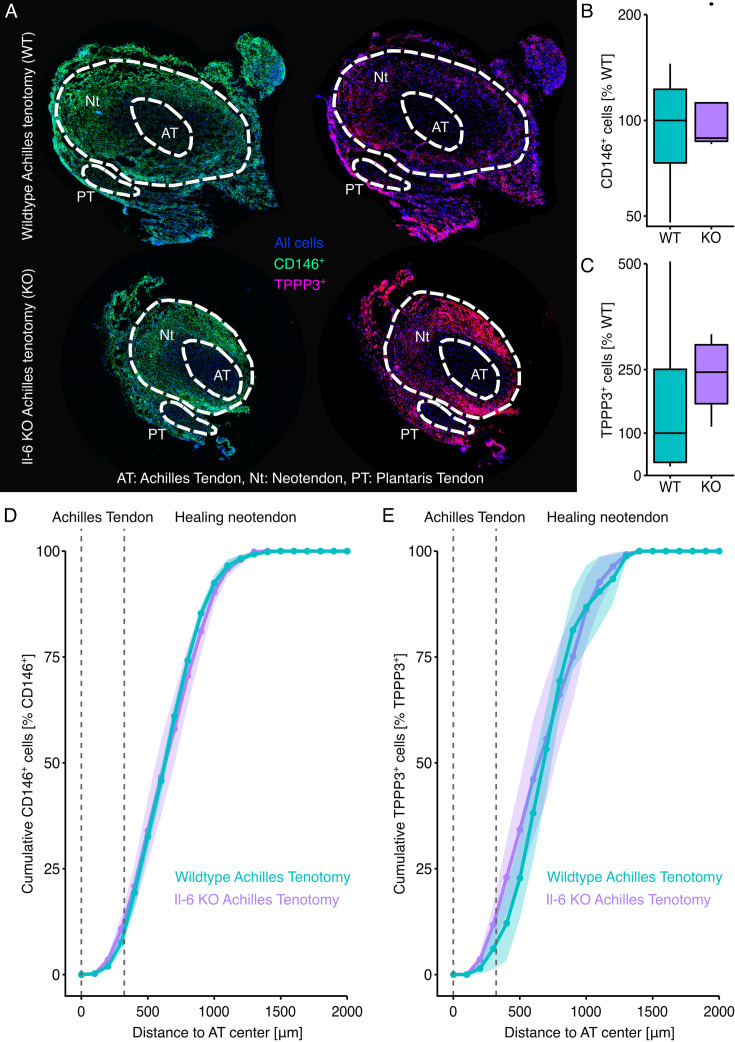
CD146^+^ and TPPP3^+^ fibroblast recruitment to damaged mouse Achilles tendons. (**A**) Representative fluorescence microscopy images of mouse hindleg sections from wildtype (WT) and IL-6 knock-out (KO) Achilles tendons that underwent unilateral tenotomy. (**B**) Boxplot reporting the number of CD146^+^ cells normalized to the WT median. (**C**) Boxplot reporting the number of TPPP3^+^ cells normalized to the WT median. In these boxplots, the upper and lower hinges correspond to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extend from the hinges no further than 1.5 times the interquartile range, and the points beyond the whiskers are treated as outliers. (**D, E**) Lineplots depicting the cumulative percentages of CD146^+^ and TPPP3^+^ cells depending on their distance from the Achilles tendon center. The points and the line represent the mean cumulative percentages and the error bands their standard error of the mean (sem). The dashed line indicates locations inside the Achilles tendon stump (biological replicates: N=4). The applied statistical test was the non-parametric Wilcoxon rank sum test and no significant differences were detected.

Overall, the fluorescence microscopy images revealed a strong presence of ScxGFP cells (green) and EdU^+^ cells (magenta) in the neo-tendon (Figure 7B, tissue around the dashed circles) formed around the calcaneal Achilles tendon stumps (Figure 7B, AT within the dashed circles) after tenotomy (Figure 7B, left), but not in undamaged hindleg tendons (Figure 7B, middle). Similar levels of overall cellularity and presence of ScxGFP and EdU^+^ cells were observed in the calcaneal Achilles tendon stump and the surrounding neo-tendon of IL-6 WT and IL-6 KO mice. No observable trends or statistically detectable differences in the highly variable and complex ScxGFP cell migration patterns were detected between IL-6 WT and IL-6 KO mice (Figure 7B, left and right).

### Activated, recruited, and proliferating extrinsic fibroblasts promote tendinopathy hallmarks in tendon core explants

Building upon the evidence that IL-6 potentiates tendon fibroblast activation and migration to damage in vitro, we then sought to clarify the nature of interactions between these recruited repair cells and the damaged tissue. We asked whether these activated fibroblasts might be capable of driving disease-relevant tissue processes. To assess this, we first looked at transcriptional changes induced in core explants when fibroblasts were present in the artificial extrinsic compartment by comparing them to explants cultured in an initially cell-free hydrogel (Figure 8A).

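Core explants were sequenced at day 7 from 4 WT core // fibroblast assembloids and 4 WT core // cell-free assembloids. Each sample pooled 20 to 24 core explants of 2 cm from a single mouse. Whether samples of different groups came from the same mouse is not stated. RNA, libraries and estimated counts were made by the authors in the same way as for the hydrogels. The total count ranged from 30.1 to 37.6 M (median 31.2 M) beside fibroblasts and from 20.6 to 34.2 M (median 27.0 M) beside cell-free hydrogels. After the filter on low counts, 16188 genes were compared with the same edgeR test, in a fit with only these 8 samples. As in the paper, genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.5 in either direction were counted as changed. Members of gene lists that rose or fell were counted at this adjusted p alone, without the fold change threshold. Fold changes are fibroblasts over cell-free. In simulated counts with the spread of these samples and 200 changed genes, 48.5% of genes with a log2 fold change of 0.5, 87.5% with one of 1 and 100% with one of 2 were recovered among the 16009 genes tested. Recovery was counted at an adjusted p without the fold change threshold (11 false calls). Il6 did not pass, with a log2 fold change of 0.39 (standard error 0.47, adjusted p = 0.680 from edgeR).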

**Figure 8.**
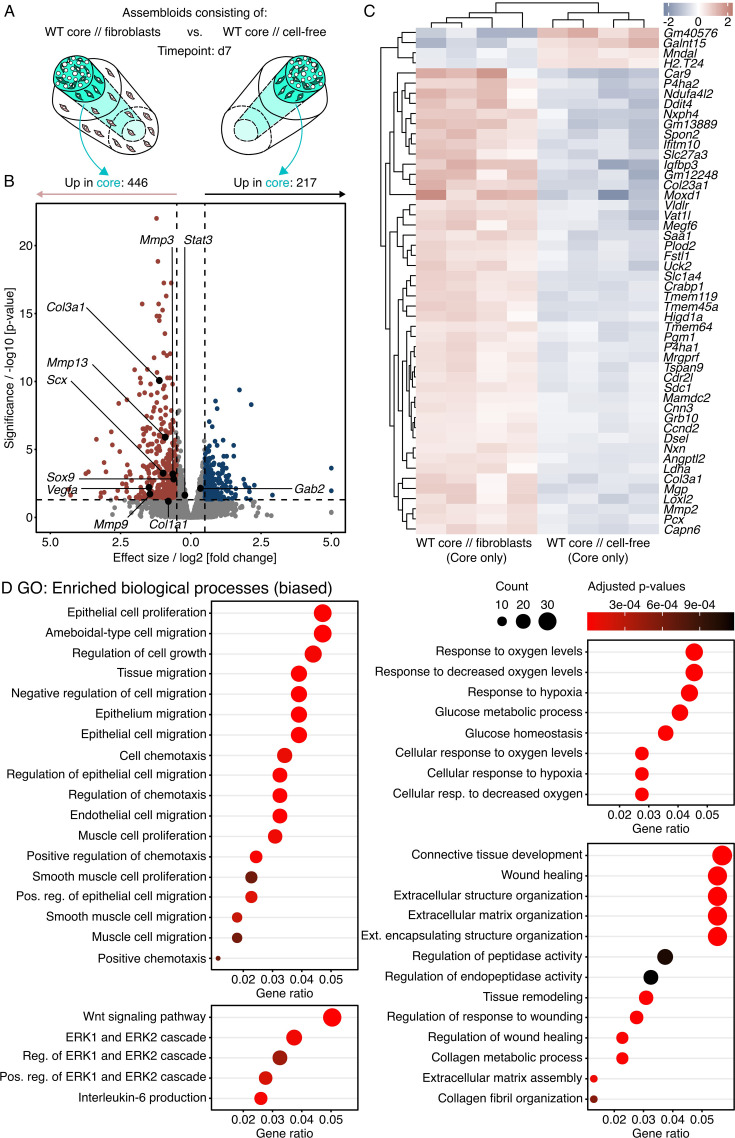
Transcript analysis of differentially regulated genes and pathways in wildtype (WT) core explants surrounded by a hydrogel seeded with fibroblasts compared to a WT core surrounded by a cell-free hydrogel. (**A**) Illustration depicting the assembloid combinations compared here (WT core // fibroblasts vs. WT core // cell-free), the assessed timepoint (**d7**), and the analyzed compartment (core only). (**B**) RNA-seq volcano plot of differentially expressed genes (DEGs). Genes colored in red have a log2 (fold change)>0.5, an adjusted p-value<0.05, and are considered to be significantly increased in the core of WT core // fibroblast assembloids. Genes colored in blue have a log2 (fold change)<–0.5, an adjusted p-value<0.05, and are considered to be significantly increased in the core of WT core // cell-free assembloids. The log2 and p-value thresholds are represented by the dashed lines. (**C**) Unsupervised hierarchical clustering of the top 50 DEGs. Genes are clustered by color with positive (red) or negative (blue) row-scaled z-scores. Columns represent individual samples (biological replicates: N=4). (**D**) Dotplots depicting a selection of gene ontology (GO) annotations significantly enriched (adjusted p-value<0.05) by the DEGs. The selection was biased by GO biological processes and gene set enrichment analysis (GSEA) hallmark annotations enriched in the human dataset (Figure 1C and E). The color of the circles represents their adjusted p-value, the size the number of enriched genes (count), and the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

**Figure 8—figure supplement 1.**
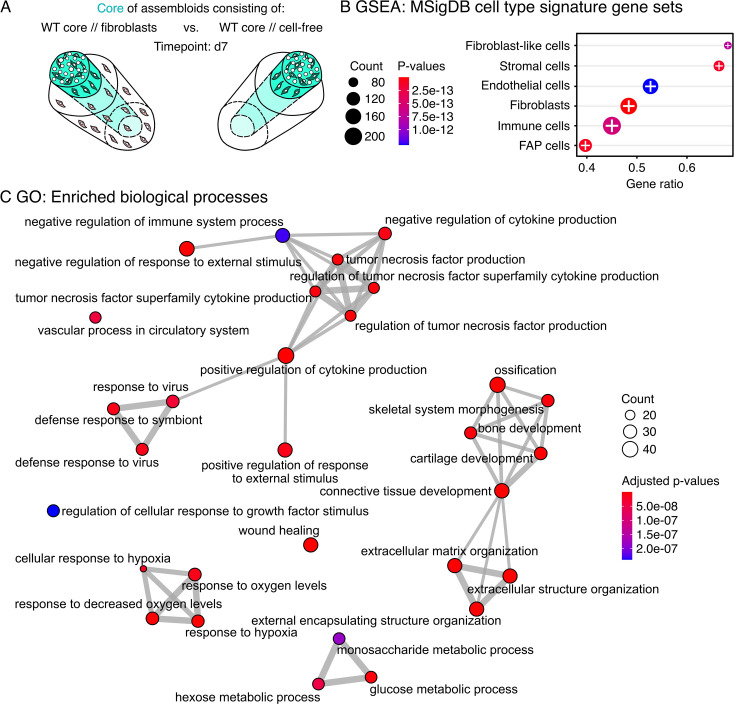
Detailed transcriptome analysis of genes up- and downregulated in wildtype (WT) core explants surrounded by a hydrogel seeded with extrinsic fibroblasts compared to a WT core surrounded by a cell-free hydrogel. (**A**) Illustration of the assembloid combinations compared here (WT core // fibroblasts vs. WT core // cell-free), the assessed timepoint (**d7**), and the analyzed compartment (core only). (**B**) Dotplot depicting the top 6 significantly enriched gene sets as determined by gene set enrichment analysis (GSEA) based on the MSigDB mouse cell-type signature gene sets. The color of the circles represents their p-value, the size the number of enriched genes (count), the position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio), and the +/- signs the direction of the enrichment in the WT core surrounded by fibroblasts compared to the WT core surrounded by a cell-free hydrogel. (**C**) Detailed annotation of the enrichment map plot clustering the top 30 biological processes significantly enriched by DEG sets. The color of the circles represents their adjusted p-values, the size represents the number of enriched genes (count), and the gray lines connect GO annotations that share the same gene subsets.

**Figure 8—figure supplement 2.**
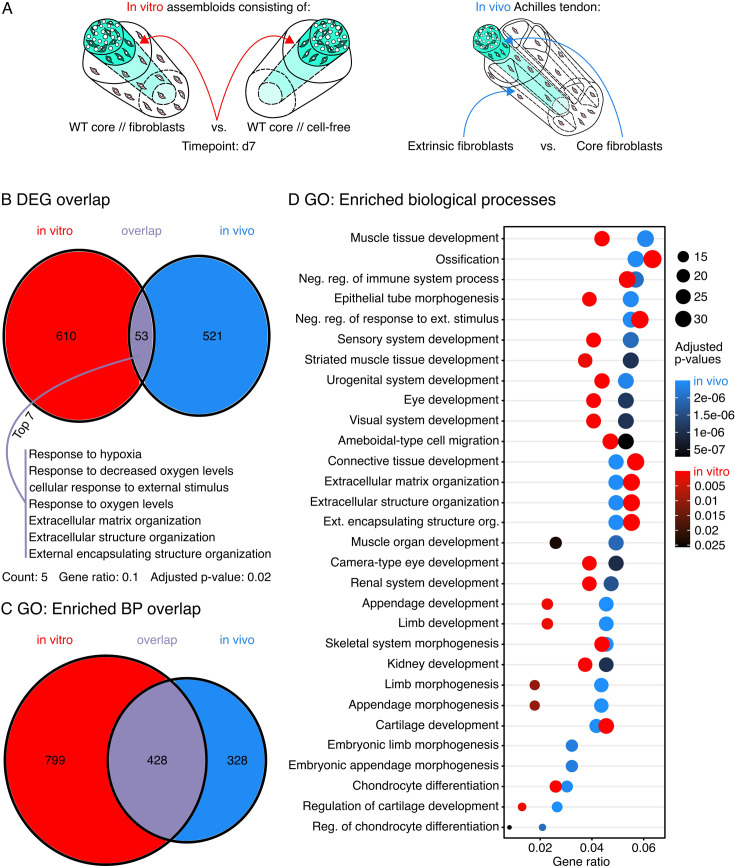
Overlap between differentially expressed transcripts in in vitro assembloids and differentially expressed transcripts between Achilles tendon fibroblasts from the extrinsic compartment and the tendon core in vivo. (**A**) Illustrative depiction of the comparisons whose overlap was investigated here: The core explants of wildtype (WT) core // fibroblast vs. the WT core // cell-free assembloids (in vitro, red) and the extrinsic (paratenon-derived) vs. the core (tendon proper-derived) fibroblasts (in vivo, blue). (**B**) Venn diagram depicting the number and the overlap (violet) of differentially expressed genes (DEGs) as well as the top 7 gene ontology (GO) gene sets for biological processes significantly enriched by the overlapping DEGs. (**C**) Venn diagram depicting the number and the overlap (violet) of significantly enriched GO annotations for biological processes. (**D**) Dotplot depicting the top 30 biological processes significantly enriched by DEGs in tendon fibroblasts derived from the extrinsic compartment (paratenon-derived) compared to those derived from the core compartment (tendon proper-derived) colored in a blue to black gradient. The plot is augmented by the data of matched biological processes also significantly enriched in the core of WT core // fibroblast compared to that of the WT core // cell-free assembloids colored in a red to black gradient. The color gradient of the circles represents their adjusted p-values, the size the number of enriched genes (count), and the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

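In core explants cultured beside fibroblasts, 244 transcripts were increased, 179 were decreased and 15765 of the 16188 tested did not pass. The lowest p-values among the increased transcripts belonged to Slc1a4 (ENSMUSG00000020142), a transporter of neutral amino acids, and Crabp1, a retinoic acid binding protein. Slc1a4 rose from 24.0 ± 1.05 CPM (SD, n = 4) beside cell-free hydrogels to 54.6 ± 7.09 CPM (SD, n = 4) beside fibroblasts, a log2 fold change of 1.18 (standard error 0.09). Crabp1 rose by 1.15 (standard error 0.09), the cell surface proteoglycan Sdc1 by 0.92 (standard error 0.08) and the membrane protein Tmem119 by 1.11 (standard error 0.10). The decreased transcripts included Galnt15, an enzyme of mucin-type O-glycosylation, at 33.7 ± 7.57 CPM beside cell-free hydrogels and 10.0 ± 3.12 CPM beside fibroblasts (SD, n = 4 each). Its log2 fold change was −1.75 (standard error 0.22). Itga4, an integrin subunit found on leukocytes, fell by 0.72 and the polycomb protein Cbx7 by 0.63.

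The adjusted p from edgeR was 0.00181 for Slc1a4 and Crabp1, 0.00260 for Sdc1 and Tmem119, 0.0106 for Galnt15, 0.00831 for Itga4 and 0.0110 for Cbx7. In each of these 7 genes, all 4 libraries of one group lay above all 4 of the other (exact permutation test, two-sided, p = 0.029, the smallest that 4 against 4 allow), and the call held with any of the 8 libraries left out. The 7 genes were picked for a low p in the same libraries, so that the permutation p adds no independent support. The number of calls depended on single libraries. It was 131 without cell-free replicate 1, 640 without cell-free replicate 4, and 49, 60 and 208 without fibroblast replicate 1, 3 and 4. DESeq2 called 784 genes, and a fit over all 5 core groups called 207.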

Exposing WT core explants to fibroblasts (WT core // fibroblasts) for 7 days increased 446 transcripts, decreased 217 transcripts, and left 19,694 transcripts unchanged (Figure 8B and C). In line with the previous paragraphs reporting fibroblast migration in vitro, some of the increased transcripts (i.e. Scx and Sox9) indicated an enrichment of Scx^+^ and/or Sox9^+^ fibroblasts in the WT core explants of WT core // fibroblast assembloids compared to those of WT core // cell-free assembloids. Similarly, GSEA on the full MSigDB cell-type signature gene sets proposed an amplified contribution of fibroblasts, fibroblast-like cells, and progenitor cells to the emerging assembloid phenotype (Figure 8—figure supplement 1B). 

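Scx (ENSMUSG00000034161), the transcription factor that marks the tendon lineage, rose from 11.8 ± 0.696 CPM (SD, n = 4) in cores beside cell-free hydrogels to 22.6 ± 7.29 CPM (SD, n = 4) in cores beside fibroblasts. Sox9 (ENSMUSG00000000567), a transcription factor of chondrocytes and of tendon progenitors, rose from 5.27 ± 0.208 CPM to 8.32 ± 1.07 CPM (SD, n = 4 each). Of 16 tendon lineage genes, Scx was the 1 that rose, 0 fell and 15 did not pass. Among these were the matrix protein Tnc (log2 fold change 0.73, adjusted p = 0.147), Six2 (0.44, adjusted p = 0.159) and Thbs4 (0.46, adjusted p = 0.269). Of 15 chondrocyte markers, 3 rose, 0 fell and 12 did not pass. Acan, the large cartilage proteoglycan, rose from 1.05 ± 0.599 CPM to 7.57 ± 4.37 CPM (SD, n = 4 each).

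From edgeR, the log2 fold change was 0.94 for Scx (standard error 0.20, adjusted p = 0.0373), 0.66 for Sox9 (standard error 0.12, adjusted p = 0.0206) and 2.89 for Acan (standard error 0.52, adjusted p = 0.0223). The calls rested on several libraries. Scx was lost without cell-free replicate 1, 2 or 3 or fibroblast replicate 1 or 3 (adjusted p up to 0.119). Sox9 was lost without cell-free replicate 1 or fibroblast replicate 1 or 3 (up to 0.0765) and in a fit over all 5 core groups (0.0546). Acan was lost without fibroblast replicate 1, 3 or 4 (up to 0.0647). DESeq2, but not edgeR, called Tnc (adjusted p = 0.0413). The tendon list (11 of 16 higher, median 0.23) had an adjusted p of 0.0292 from camera and of 0.418 with an estimated correlation, and was lost without fibroblast replicate 1 or 4 or cell-free replicate 3 (up to 0.0990). Its median was 0.13 without cell-free replicate 2 and 0.38 without fibroblast replicate 2. The chondrocyte list (11 of 15 higher, median 0.18) had 0.00898, and 0.244 with an estimated correlation, and its median was 0.29, 0.34 and 0.45 without fibroblast replicate 1 or 2 or cell-free replicate 4. When adjusted over the list alone, 1 tendon gene and 4 chondrocyte genes passed.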

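Markers of other cell types were examined in the same core explants. Of 24 macrophage and leukocyte markers, 6 fell beside fibroblasts, 0 rose and 18 did not pass, and the median log2 fold change was −0.39. Csf1r, the receptor of macrophage colony-stimulating factor, fell from 570 ± 113 CPM to 372 ± 28.5 CPM (SD, n = 4 each), and Cybb, a subunit of the phagocyte oxidase, from 401 ± 85.8 CPM to 244 ± 9.89 CPM (SD, n = 4 each). The macrophage transcript Lyz2 was at 8287 ± 999 CPM beside cell-free hydrogels and 6114 ± 472 CPM beside fibroblasts, by library total (SD, n = 4 each). Of 17 markers of myofibroblasts and repair fibroblasts, 14 were higher (median 0.32), but 0 passed over all genes in edgeR, 3 when adjusted over the list alone and 6 at an unadjusted p under 0.05. For 34 genes of cell migration and chemotaxis, 3 rose, 0 fell and 31 did not pass (median 0.11).

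camera gave an adjusted p of 3.28e-09 for the macrophage list (0.195 with an estimated correlation), 0.000136 for myofibroblasts (0.244 with an estimated correlation) and 0.0272 for migration (0.257 with an estimated correlation). The migration list was lost without cell-free replicate 1 or fibroblast replicate 2 or 4 (up to 0.116), with a median of 0.048 without cell-free replicate 2, and the median of the myofibroblast list was 0.21 without fibroblast replicate 4. When adjusted over the list alone, 13 macrophage markers and 4 migration genes passed. No shift was called for markers of endothelium (10 of 13 lower, median −0.33, adjusted p = 0.0747), smooth muscle and pericytes (median 0.17, 0.147), skeletal muscle (0.14, 0.560), keratinocytes (−0.31, 0.167), Schwann cells (−0.01, 0.838) or adipocytes (0.00, mean −0.03, 0.977). The mean log2 CPM over all Schwann cell markers, those with low counts included, was 0.42 higher beside fibroblasts (exact permutation p = 0.029, and 0.089 when adjusted over the lists). The endothelial list passed without cell-free replicate 1 or fibroblast replicate 2 or 4 (down to 0.0171). On the log2 scale, the changes were −0.61 for Csf1r (adjusted p = 0.0415 from edgeR) and −0.72 for Cybb (adjusted p = 0.0271). Cybb was lost without cell-free replicate 1 or fibroblast replicate 1, 3 or 4 (adjusted p up to 0.0983), and Csf1r without any of the 8 libraries other than cell-free replicate 3 (up to 0.135). A fit over all 5 core groups called neither (0.276 for Csf1r and 0.169 for Cybb). The cell-type signatures of MSigDB were not used here.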

In vivo, extrinsic (i.e. paratenon-derived) fibroblasts differentially express selected genes compared to tendon core (i.e. tendon proper-derived) fibroblasts (Mienaltowski et al., 2019). The GO gene sets annotated with these differentially expressed genes (DEGs) overlap with those enriched by DEGs between WT core // fibroblast and WT core // cell-free assembloids (Figure 8—figure supplement 2A–D). This could mean that the core explants exposed to extrinsic fibroblasts change into more paratenon-like tissue and again highlights the contribution of extrinsic fibroblast migration and accumulation to assembloid behavior.

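Of 22 markers of paratenon and adventitial fibroblasts, 2 rose in cores beside fibroblasts, 0 fell and 20 did not pass. Igfbp5, which binds insulin-like growth factors, rose from 2767 ± 944 CPM (SD, n = 4) beside cell-free hydrogels to 7861 ± 2135 CPM (SD, n = 4) beside fibroblasts. Ly6a, a surface marker of mesenchymal progenitors, rose from 189 ± 28.2 CPM to 287 ± 37.6 CPM (SD, n = 4 each). Dpt, a matrix protein of fascial fibroblasts, was at 302 ± 115 CPM against 118 ± 49.3 CPM (SD, n = 4 each), and Clec3b, another marker on the list, at 0.339 ± 0.0625 CPM against 0.796 ± 0.366 CPM (SD, n = 4 each). Over the list, 13 genes were higher and 9 lower, with a median log2 fold change of 0.27.

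The log2 fold changes were 1.51 for Igfbp5 (standard error 0.31, adjusted p = 0.0342 from edgeR), 0.61 for Ly6a (standard error 0.12, adjusted p = 0.0333), 1.35 for Dpt (adjusted p = 0.0607) and −1.18 for Clec3b (adjusted p = 0.0985). The list had an adjusted p of 0.0168 from camera, of 0.244 with an estimated correlation and of 0.0625 without cell-free replicate 4, and 3 genes passed when adjusted over the list alone. Igfbp5 was lost without any of the libraries other than cell-free replicate 4 and fibroblast replicate 2 (adjusted p up to 0.0993). Ly6a was lost without cell-free replicate 2 or 3 or fibroblast replicate 1, 3 or 4 (up to 0.108) and in a fit over all 5 core groups (0.228). Dpt was called without fibroblast replicate 2 (adjusted p = 0.0282), with the run code as a block (0.0298) and by DESeq2 (0.0114).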

To compare this phenotype to human tendinopathic tendons, we looked for ECM turnover-related transcripts that were enriched in human tendinopathic tendons compared to normal controls. Indeed, transcripts for *Col3a1*, *Col1a1*, *Mmp13*, *Mmp3*, and *Mmp9* were increased in core explants co-cultured with fibroblasts (Figure 8, Table 5). 

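Col3a1 (ENSMUSG00000026043), the collagen of early repair tissue, rose from 5305 ± 612 CPM (SD, n = 4) in cores beside cell-free hydrogels to 11320 ± 2110 CPM (SD, n = 4) in cores beside fibroblasts. Col1a1 (ENSMUSG00000001506), the main tendon collagen, was at 6979 ± 2268 CPM (SD, n = 4) and 11990 ± 4036 CPM (SD, n = 4). The collagenase Mmp13 (ENSMUSG00000050578) rose from 2662 ± 341 CPM to 4897 ± 895 CPM, and the gelatinase Mmp9 (ENSMUSG00000017737) from 32.4 ± 12.9 CPM to 87.6 ± 34.0 CPM (SD, n = 4 each). The stromelysin Mmp3 (ENSMUSG00000043613) was at 11000 ± 1449 CPM and 16790 ± 2538 CPM (SD, n = 4 each).

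From edgeR, the log2 fold change was 1.09 for Col3a1 (standard error 0.21, adjusted p = 0.0281), 0.88 for Mmp13 (standard error 0.18, adjusted p = 0.0326) and 1.43 for Mmp9 (standard error 0.35, adjusted p = 0.0488). Col1a1 (log2 fold change 0.78, standard error 0.33, adjusted p = 0.213) and Mmp3 (0.61, standard error 0.23, adjusted p = 0.160) did not pass after adjustment over all genes. Their unadjusted p-values were 0.0413 and 0.0239. All 4 cores beside fibroblasts had more Col3a1, Mmp13, Mmp3 and Mmp9 than all 4 beside cell-free hydrogels (exact permutation test, two-sided, p = 0.029 each). For Col1a1 the exact p was 0.0857.

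Col3a1 and Mmp13 lost their calls without cell-free replicate 1 or 2 or fibroblast replicate 1, 3 or 4 (adjusted p up to 0.0934 and 0.107). Mmp9 lost its call without any of the libraries other than cell-free replicate 4 (up to 0.130), with the run code as a block (0.0734) and with the sex of the core's mouse as a block, chosen after seeing the data (0.0611). In a fit over all 5 core groups, the adjusted p was 0.0585 for Col3a1 and 0.0759 for Mmp9, and DESeq2 called Mmp3 (0.000362).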

When combined through ORA, many of the top 30 biological processes enriched by significantly changed transcripts (adjusted p-value<0.01) were also enriched in human tendinopathic tendons (Figure 1—figure supplement 2). The curated list presented here (Figure 8D) pinpoints significantly enriched processes likely to be involved in tendinopathic hallmarks such as ECM turnover and tissue development, hypoxia and glucose metabolism, and hypercellularity.

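Most genes of the hypoxia response rose in cores beside fibroblasts. Of 29, 18 rose, 0 fell and 11 did not pass, with a median log2 fold change of 0.93. P4ha2 and Plod2, which hydroxylate proline and lysine in collagen and stand on the hypoxia list and on the collagen list, rose by 1.56 (standard error 0.21) and 1.08 (standard error 0.12). P4ha2 was at 13.2 ± 3.45 CPM (SD, n = 4) beside cell-free hydrogels and 38.8 ± 9.63 CPM (SD, n = 4) beside fibroblasts. The angiogenic factor Vegfa rose from 35.4 ± 16.2 CPM to 97.5 ± 30.4 CPM (SD, n = 4 each). Of 18 glycolysis genes, 7 rose, 0 fell and 11 did not pass (median 0.47), among them lactate dehydrogenase (Ldha), which rose from 257 ± 6.15 CPM to 470 ± 74.7 CPM (SD, n = 4 each). Of 35 genes of collagen and matrix synthesis, 11 rose, 0 fell and 24 did not pass (median 0.57). Loxl2, which cross-links collagen, rose by 1.19 (standard error 0.15) and the lysyl hydroxylase Plod1 by 0.70 (standard error 0.09). Nuclear genes of oxidative phosphorylation were slightly higher (74 of 81, median 0.11), and 2 of them rose. Their median was 0.069, 0.055 and 0.22 without cell-free replicate 2, 3 or 4 and 0.072 without fibroblast replicate 3.

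Genes of the cell cycle lay lower beside fibroblasts (39 of 40, median −0.50), a shift that passed in camera with the preset correlation (adjusted p = 2.03e-08) but not with an estimated one (0.481). The shift was smaller without cell-free replicate 4 (37 of 40, median −0.17, camera adjusted p = 0.00200). In edgeR without a block, 0 of them passed over all genes or adjusted over the list alone, and 15 were lower at an unadjusted p under 0.05. Mki67 was at 173 ± 49.0 CPM beside cell-free hydrogels and 111 ± 25.2 CPM beside fibroblasts (SD, n = 4 each, adjusted p = 0.132 from edgeR), and DESeq2 called it.

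The adjusted p from camera was 6.00e-28 for hypoxia, 6.82e-14 for glycolysis, 1.66e-25 for collagen and matrix synthesis and 6.90e-05 for oxidative phosphorylation. The adjusted p with an estimated correlation was 0.110 for hypoxia and for collagen, 0.195 for glycolysis and 0.642 for oxidative phosphorylation. Adjusted over the list alone, 24 hypoxia genes were higher and 1 lower, and 13 glycolysis genes and 19 collagen genes were higher. The adjusted p from edgeR was 0.0110 for P4ha2 and Ldha, 0.00626 for Plod2, 0.0102 for Loxl2, 0.0106 for Plod1 and 0.0427 for Vegfa. The call of Vegfa was lost without cell-free replicate 1 or 2 or fibroblast replicate 1, 2 or 3 (adjusted p up to 0.121), over all 5 core groups (0.0582) and with the sex of the core's mouse as a block, chosen after seeing the data (0.0526).

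**Figure D1:**
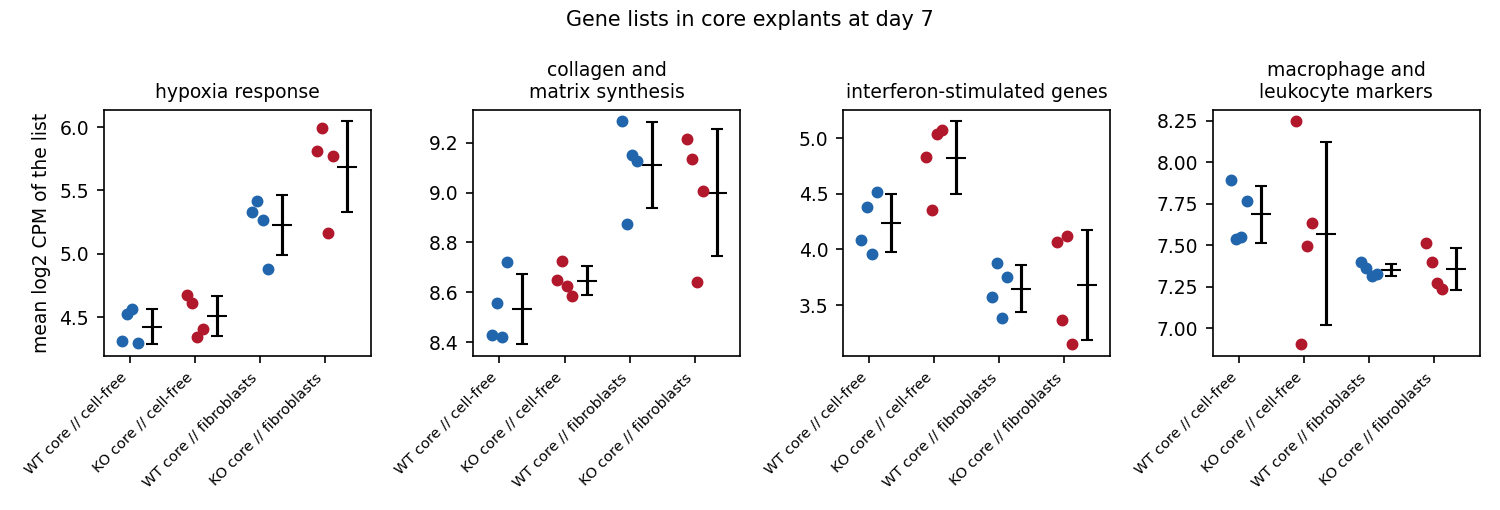
Mean log2 CPM of the genes of 4 lists (hypoxia response, collagen and matrix synthesis, interferon-stimulated genes, macrophage and leukocyte markers) in each core sample. Each dot is 1 sample, n = 4 per group, and lines give the mean ± SD. WT cores beside fibroblasts lie above WT cores beside cell-free hydrogels for hypoxia and collagen and below them for interferon-stimulated genes and macrophage markers.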

**Table 5.** Effect sizes and p-values for selected transcripts. The data describes differences in transcripts between the core explants from wildtype (WT) core // fibroblasts and those from WT core // cell-free assembloids.

Transcript	Effect size	p-Value
*Col3a1*	1.1	8.40E-11
*Col1a1*	0.8	0.06
*Mmp13*	0.91	1.20E-06
*Mmp3*	0.64	0.0006
*Mmp9*	1.45	0.019
*Scx*	0.98	0.00006
*Sox9*	0.6	0.001

Overall, it appears that extrinsic fibroblasts are sufficient to invoke several tendinopathic hallmarks in tendon core explants and accelerated catabolic matrix turnover in particular. 

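Proteases that degrade the matrix were among the increased transcripts in cores beside fibroblasts. Of 37 matrix proteases, 7 rose at an adjusted p without the fold change threshold, 0 fell and 30 did not pass, with a median log2 fold change of 0.27. The gelatinase Mmp2 rose from 744 ± 107 CPM (SD, n = 4) to 1462 ± 134 CPM (SD, n = 4), and the aggrecanase Adamts4 from 28.4 ± 3.77 CPM to 45.2 ± 2.07 CPM (SD, n = 4 each). Of 12 protease inhibitors, 1 rose, 0 fell and 11 did not pass (median 0.32). Of 22 STAT3 targets and acute phase genes, 3 rose, 0 fell and 19 did not pass (median 0.47). Serum amyloid A1 (Saa1), an acute phase protein, rose by 1.17 (standard error 0.15) and Socs3, the feedback inhibitor of IL-6 signaling, by 0.56 (standard error 0.12). Stat3 itself had a log2 fold change of 0.18 (adjusted p = 0.179) and the adaptor Gab2 one of −0.37 (adjusted p = 0.0369), below the fold change threshold. Of 42 interferon-stimulated genes, 14 fell, 0 rose and 28 did not pass (median −0.53). Ifit2, an antiviral protein, fell by 0.75 (standard error 0.14).

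camera gave adjusted p-values of 6.18e-05 for proteases, 0.000136 for inhibitors, 5.93e-07 for STAT3 targets and 1.70e-18 for interferon-stimulated genes. The adjusted p with an estimated correlation was 0.195 for proteases, inhibitors and interferon-stimulated genes and 0.153 for STAT3 targets. Adjusted over the list alone, 8 proteases were higher and 1 lower, 1 inhibitor and 4 STAT3 targets were higher, and 23 interferon-stimulated genes were lower. No shift was called for the IL-6 family and its receptors (28 genes, median 0.02, adjusted p = 0.719), ERK feedback genes (16 genes, −0.10, 0.763), immediate early genes (22 genes, 0.06, 0.763), NF-kB and inflammatory genes (27 genes, −0.26, 0.136) or ribosomal proteins (81 genes, −0.03, 0.719). Oxidative stress genes (18 of 26 lower, median −0.22) had an adjusted p of 0.0127, and of 0.612 with an estimated correlation, and were lost without fibroblast replicate 1 (0.0729) or cell-free replicate 4 (median −0.0063, 0.464). NF-kB genes passed without cell-free replicate 1 or 2 (0.00756 and 0.0357), and ribosomal proteins without cell-free replicate 3 (median −0.10, 0.0318) and, upward, without cell-free replicate 4 (0.13, 1.34e-05).

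The adjusted p from edgeR was 0.0110 for Mmp2 and Adamts4, 0.0106 for Saa1, 0.0348 for Socs3 and 0.0231 for Ifit2. Adamts4 was lost without fibroblast replicate 1 or 3 (adjusted p up to 0.0516) and Ifit2 without cell-free replicate 1 or fibroblast replicate 1 or 3 (up to 0.0870). Socs3 was lost without any of the libraries other than cell-free replicate 3 and fibroblast replicate 4 (up to 0.108). A fit over all 5 core groups called none of Saa1, Socs3 and Ifit2. From the processes enriched by the changed transcripts, the paper proposes that extrinsic fibroblasts are sufficient to bring about several hallmarks of tendinopathy in core explants, above all a faster catabolic turnover of the matrix.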

We have previously reported an increase of IL-6 in the supernatant of WT core // fibroblast assembloids that correlated with an increased catabolic breakdown of the core (Stauber et al., 2021). The insights gained here connect this catabolic breakdown to gene sets involved in ECM remodeling. Another set of previously published experiments suggests that the ERK1/2 signaling cascade enriched in the core of WT core // fibroblast favors tissue breakdown as well (Blache et al., 2021; Wunderli et al., 2020).

### Disrupting IL-6 signaling in core explants diminishes emergence of tendinopathic hallmarks

So far, our results have shown that IL-6 signaling enhances proliferation and migration of fibroblasts toward the tendon core and that the presence of fibroblasts invokes tendinopathy-like changes in the tendon core in vitro. Consequently, the last step was to see whether an IL-6 KO not only prevents the fibroblast migration and proliferation, but also reduces fibroblast-invoked tendinopathic hallmarks in the core. 

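For the comparison of genotypes in the core, explants were sequenced from 4 assembloids with a core labelled KO and seeded fibroblasts and set against the 4 WT core // fibroblast samples described above. The total count was 22.0 to 34.8 M (median 25.4 M) in the cores labelled KO. Preparation, counting and the edgeR test were the same as for the WT cores, now with 16088 genes and, as in the paper, an unadjusted p-value under 0.05 with a log2 fold change beyond 0.5. Fold changes are cores labelled KO over WT cores. In simulated counts with the spread of these samples, 52.2% of genes with a log2 fold change of 0.5 and 93.8% with one of 1 were recovered among 15942 genes. Recovery was counted at an adjusted p without the fold change threshold (7 false calls). It is therefore not the power of the calls at an unadjusted p.

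Il6 was counted in every core. As a share of the library total, it was at 10.6, 15.5, 18.4 and 35.1 CPM in the 4 cores labelled KO beside fibroblasts and at 5.93, 12.3, 4.88 and 8.91 CPM in the 4 WT cores. The means were 19.9 ± 10.6 CPM (SD, n = 4) and 8.01 ± 3.34 CPM (SD, n = 4). The log2 fold change of 1.30 (standard error 0.39) had an unadjusted p of 0.00762 and an adjusted p of 0.480 in edgeR, and the unadjusted p stayed at or below 0.0230 with any of the 8 libraries left out. An exact permutation test (two-sided) gave p = 0.0571. Cell-free cores labelled KO, which held no seeded fibroblasts, were at 10.9 ± 6.20 CPM (SD, n = 4) against 6.48 ± 4.60 CPM (SD, n = 4) in WT cell-free cores. The lowest Il6 count in any library labelled KO was 176. As in the hydrogel, the Il6 transcript ran against the labels. The directions below rest on the labels.

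**Figure D2:**
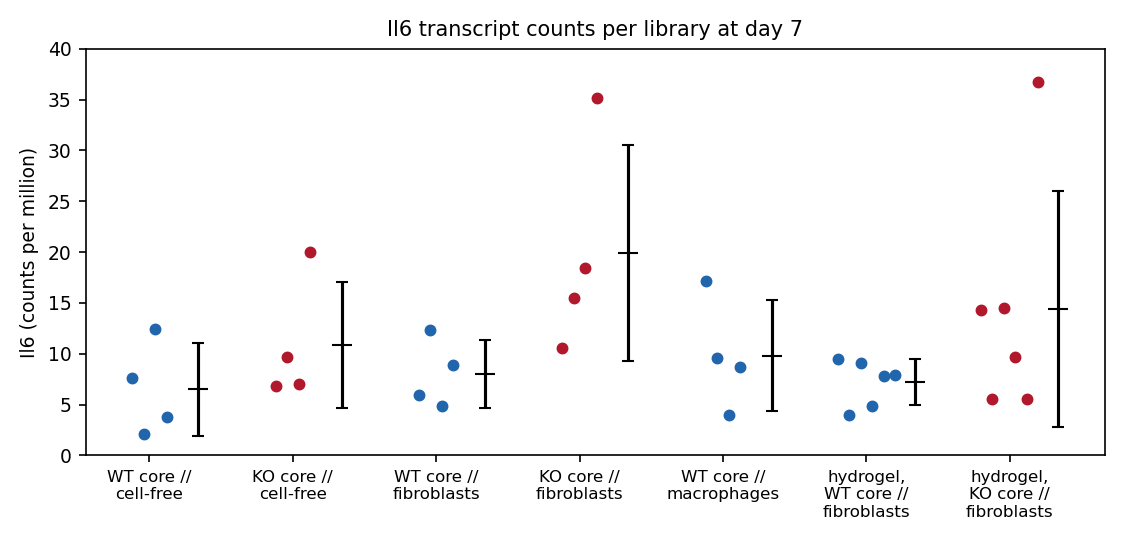
Il6 level in CPM of the library total in each of the 32 samples, by group. Each dot is 1 sample, n = 4 per core group and n = 6 per hydrogel group, and lines give the mean ± SD. The means of the 3 groups labelled KO (10.9, 19.9 and 14.4 CPM) lie above those of the WT groups with the same culture (6.48, 8.01 and 7.20 CPM), and single samples overlap.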

To assess this, we again studied assembloids containing an IL-6 KO core, but this time focused on biological processes emerging in the core by leveraging bulk RNA-seq (Figure 9A).

**Figure 9.**
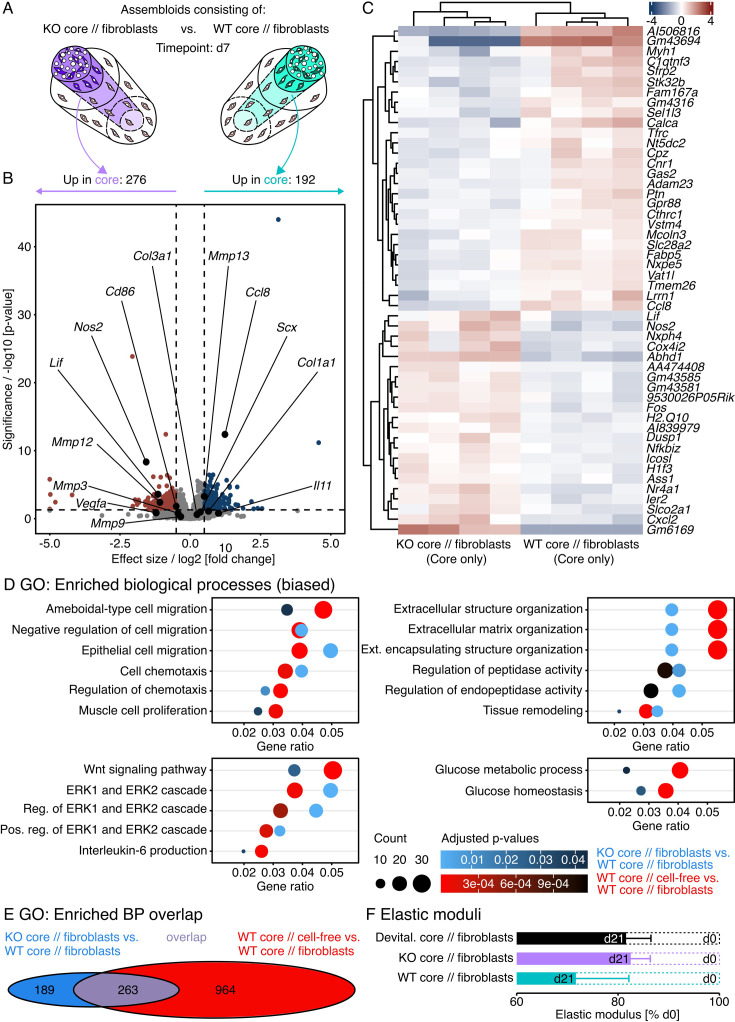
Transcript analysis of differentially regulated genes and pathways in IL-6 knock-out (KO) core explants surrounded by a hydrogel seeded with fibroblasts compared to a wildtype (WT) core surrounded by fibroblasts. (**A**) Illustration depicting the assembloid combinations compared here (KO core // fibroblasts vs. WT core // fibroblasts), the assessed timepoint (**d7**), and the analyzed compartment (core only). (**B**) RNA-seq volcano plot of differentially expressed genes (DEGs). Genes colored in red have a log2 (fold change)>0.5, a p-value<0.05, and are considered to be significantly increased in the core of KO core // fibroblast assembloids. Genes colored in blue have a log2 (fold change)<–0.5, a p-value<0.05, and are considered to be significantly increased in the core of WT core // fibroblast assembloids. The log2 and p-value thresholds are represented by the dashed lines. (**C**) Unsupervised hierarchical clustering of the top 50 DEGs. Genes are clustered by color with positive (red) or negative (blue) row-scaled z-scores. Columns represent individual samples (biological replicates: N=4). (**D**) Dotplots depicting a selection of gene ontology (GO) annotations significantly enriched (adjusted p-value<0.05) by the DEGs in both the WT core // cell-free vs. WT core // fibroblast assembloid comparison (red to black gradient) and the KO core // fibroblast vs. WT core // fibroblast assembloid comparison (light blue to black gradient). The selection was biased by enriched GO biological process and gene set enrichment analysis (GSEA) hallmark annotations in the human dataset (Figure 1C and E). The color gradient of the circles represents their adjusted p-value, the size the number of enriched genes (count), and the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio). (**E**) Venn diagram depicting the number and the overlap (violet) of significantly enriched GO annotations for biological processes between the WT core // cell-free vs. WT core // fibroblast assembloid comparison (red) and the KO core // fibroblast vs. WT core // fibroblast assembloid comparison (blue). (**F**) Linear elastic moduli of devitalized (Devital.), IL-6 knock-out (KO), and wildtype (WT) core explants surrounded by hydrogel-embedded fibroblast populations at day 21 normalized to day 0 (biological replicates: N=8). The data are displayed as barplots with mean ± standard error of the mean (sem). The applied statistical test was the Mann-Whitney-Wilcoxon test and yielded no significant differences.

**Figure 9—figure supplement 1.**
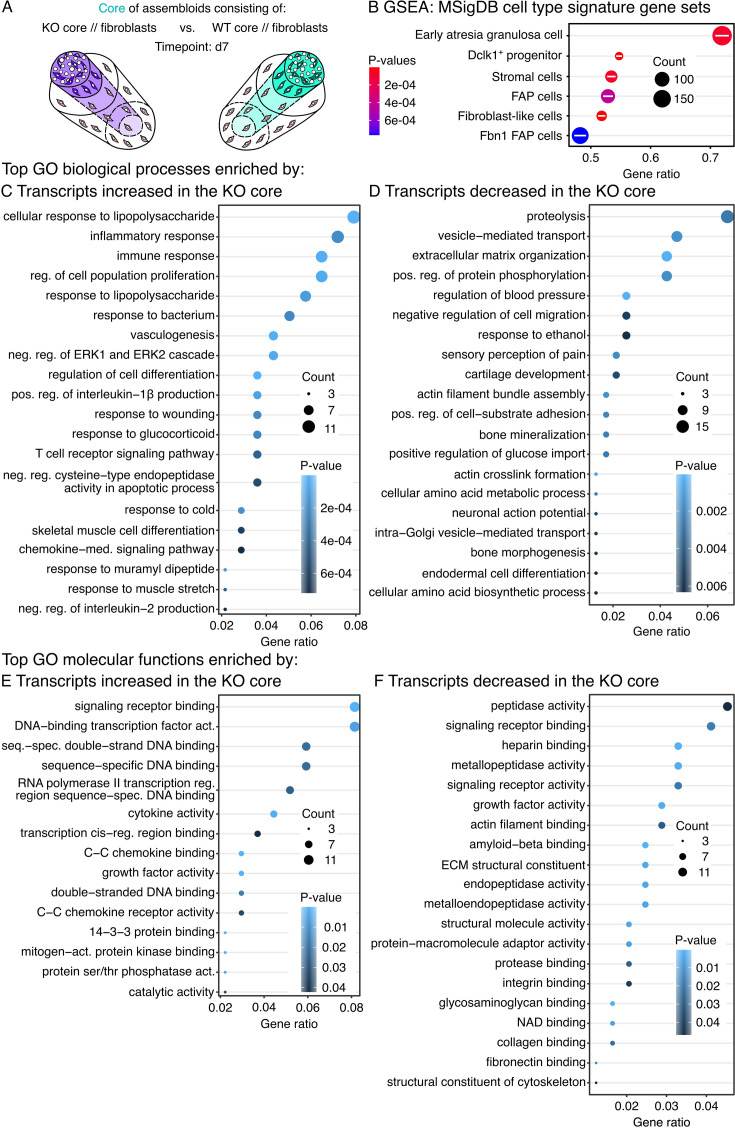
Detailed transcriptome analysis of genes up- and downregulated in knock-out (KO) core explants surrounded by a hydrogel seeded with fibroblasts compared to a wildtype (WT) core surrounded by a hydrogel seeded with fibroblasts. (**A**) Illustration depicting the assembloid combinations compared here (KO core // fibroblasts vs. WT core // fibroblasts), the assessed timepoint (**d7**), and the analyzed compartment (core only). (**B**) Dotplot depicting the top 6 significantly enriched gene sets as determined by gene set enrichment analysis (GSEA) based on the MSigDB mouse cell-type signature gene sets. The +/- signs indicate the direction of the enrichment in the KO core surrounded by fibroblasts compared to the WT core surrounded by fibroblasts. (**C**) Dotplot showing the top 20 gene ontology (GO) gene sets for biological processes significantly enriched by transcripts increased in the core of KO core // fibroblast assembloids. (**D**) Dotplot showing the top 20 GO gene sets for biological processes significantly enriched by transcripts decreased in the core of KO core // fibroblast assembloids. (**E**) Dotplot showing the top 20 GO gene sets for molecular functions significantly enriched by transcripts increased in the core of KO core // fibroblast assembloids. (**F**) Dotplot showing the top 20 GO gene sets for molecular functions significantly enriched by transcripts decreased in the core of KO core // fibroblast assembloids. In all the dotplots, the color of the circles represents their p-value, the size the number of enriched genes (count), and the position on the x-axis the number of enriched genes in ratio to the total number of genes annotated to the gene set (gene ratio).

On the transcript level, we found 276 upregulated, 192 downregulated, and 20,204 unchanged genes in the core of KO core // fibroblast assembloids compared to that of WT core // fibroblast assembloids (Figure 9B and C). 

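In cores labelled KO beside fibroblasts, 250 transcripts were increased, 142 were decreased and 15696 of the 16088 tested did not pass the same thresholds. Nos2 (ENSMUSG00000020826), the inducible nitric oxide synthase, rose from 2.75 ± 0.714 CPM (SD, n = 4) in WT cores to 8.09 ± 2.57 CPM (SD, n = 4) in cores labelled KO. Mmp12 rose from 146 ± 23.9 CPM to 319 ± 135 CPM and Lif from 2.63 ± 1.03 CPM to 6.32 ± 2.71 CPM (SD, n = 4 each). The hypoxia-induced carbonic anhydrase Car9 rose from 14.1 ± 5.95 CPM to 52.4 ± 30.1 CPM (SD, n = 4 each). Ccl8, a monocyte chemokine, fell from 42.8 ± 8.09 CPM to 18.5 ± 3.79 CPM (SD, n = 4 each).

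The log2 fold changes were 1.54 for Nos2 (standard error 0.25), 1.13 for Mmp12 (standard error 0.31), 1.25 for Lif (standard error 0.34), 1.89 for Car9 (standard error 0.49) and −1.21 for Ccl8 (standard error 0.17). The unadjusted p from edgeR was 0.000119, 0.00478, 0.00411, 0.00306 and 2.43e-05 in this order, and these 5 calls held with any of the 8 libraries left out. In exact permutation tests (two-sided), p was 0.029 for Nos2 and Ccl8, the smallest that 4 against 4 allow, and 0.114 for Mmp12, 0.0571 for Lif and 0.0857 for Car9. Cd86, a costimulatory receptor of macrophages, rose by 0.55 (unadjusted p of 0.0193, exact permutation p = 0.0571) and was lost without WT replicate 3 or KO replicate 4 (log2 fold change down to 0.38, unadjusted p up to 0.0529). Vegfa rose by 0.67 (unadjusted p of 0.0297, exact permutation p = 0.0857) and was lost without WT replicate 1, 3 or 4 or KO replicate 2 (unadjusted p up to 0.106), over all 5 core groups (0.0932) and in DESeq2 (0.0501).

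Mmp13 (log2 fold change −0.48, exact permutation p = 0.0571), Col1a1 (−0.64, 0.171), Il11 (−1.15, 0.171), Scx (−0.36, 0.314), Mmp3 (0.45, 0.257), Col3a1 (−0.23, 0.400) and Mmp9 (0.35, 0.714) did not pass both thresholds, with unadjusted p-values from edgeR of 0.0191 for Mmp13 and 0.0891 to 0.413 for the others. Mmp13 passed them without WT replicate 1 or 2 or KO replicate 4 (log2 fold change down to −0.58), Col1a1 without WT replicate 2 or KO replicate 1 (down to −0.91) and Il11 without KO replicate 3 (−2.07). With the run code as a block, Il11 (−1.13, unadjusted p of 0.0259) and Col1a1 (−0.66, 0.0363) passed them. No gene passed an adjusted p under 0.05 in edgeR, where the lowest was 0.0723 for Fos, while 34 did in DESeq2. At an unadjusted p under 0.05 alone, 1428 genes passed, where chance gives 804. Without the filter on low counts, 668 genes were called.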

To see whether an IL-6 KO would partially reverse fibroblast-invoked hallmarks, we matched the list of DEGs (p-value <0.01) to the signatures in the GO database and then compared the surfacing enriched biological processes with those enriched by DEGs between the core of a WT core // fibroblast assembloid and a WT core // cell-free assembloid. 

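Signaling genes were examined in the core explants through lists of direct targets and pathway members. Of 22 immediate early genes, which ERK signaling among other pathways switches on, every one was higher in cores labelled KO (median log2 fold change 0.48). Fos, a component of the transcription factor AP-1, rose from 22.0 ± 3.27 CPM (SD, n = 4) in WT cores to 41.1 ± 1.92 CPM (SD, n = 4) in cores labelled KO, Ier2 from 10.7 ± 2.03 CPM to 19.4 ± 3.36 CPM and Nr4a1 from 2.49 ± 0.467 CPM to 4.87 ± 1.32 CPM (SD, n = 4 each). Of 16 ERK feedback genes, 14 were higher (median 0.25), among them Spry2 (0.29) and the phosphatase Dusp6 (0.23), below the fold change threshold. Of 27 NF-kB and inflammatory genes, 25 were higher (median 0.29). Cxcl2 rose by 1.32 (standard error 0.25). STAT3 targets and acute phase genes had a median of 0.35 (19 of 22 higher), and the IL-6 family and its receptors one of 0.05 (19 of 28 higher).

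The adjusted p from camera was 9.42e-20 for immediate early genes and 0.0350 with an estimated correlation, so that this list passed both ways. It was 8.19e-13 for NF-kB (0.240 with an estimated correlation), 2.11e-07 for STAT3 targets (0.304 with an estimated correlation), 7.18e-07 for ERK feedback (0.240 with an estimated correlation) and 0.0809 for the IL-6 family, which passed without KO replicate 1 or 3 (0.0374 and 0.0358). The median of the NF-kB list was 0.15 without KO replicate 4. In edgeR, 0 members passed at an adjusted p over all genes. Adjusted over the list alone, 9 immediate early genes, 8 NF-kB genes and 2 ERK feedback genes passed. The unadjusted p was 4.50e-06 for Fos (log2 fold change 0.90), 0.000270 for Ier2 (0.84), 0.000917 for Nr4a1 (0.96), 0.000356 for Cxcl2, 0.00498 for Spry2 and 0.00415 for Dusp6, and the exact permutation p (two-sided) was 0.029 for each of these 6. They were picked as list members with a low p in the same libraries, so that the permutation p adds no independent support. The calls of Fos, Ier2, Nr4a1 and Cxcl2 held with any library left out. No list of Wnt genes was tested.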

The largest overlap lay in the signaling pathways (Wnt, ERK1/2, and IL-6), where 5/5 signatures for biological processes remained similarly enriched (Figure 9E). 

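In cores labelled KO, genes of matrix production and breakdown lay slightly lower than in WT cores. Of 37 matrix proteases, 24 were lower (median log2 fold change −0.11), and of 35 collagen and matrix synthesis genes, 25 were lower (median −0.13). Cell cycle genes showed no shift (27 of 40 higher, median 0.03), and neither did genes of cell migration and chemotaxis (median 0.07). Of 29 hypoxia genes, 27 were higher (median 0.40), and of 18 glycolysis genes, every one was (median 0.37). Both lists passed in camera with the preset correlation (adjusted p of 5.55e-15 and 7.50e-11) and neither did with an estimated one (0.240 for both). Ndufa4l2, a hypoxia-induced mitochondrial protein, rose from 62.1 ± 20.0 CPM (SD, n = 4) in WT cores to 154 ± 64.2 CPM (SD, n = 4) in cores labelled KO, and P4ha2, which hydroxylates collagen, from 38.0 ± 9.34 CPM to 64.0 ± 21.9 CPM (SD, n = 4 each). Nuclear genes of oxidative phosphorylation were slightly lower (71 of 82, median −0.10), as were ribosomal proteins (67 of 81, median −0.05).

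For the other lists, camera gave adjusted p-values of 8.58e-07 for oxidative phosphorylation, 0.00365 for ribosomal proteins, 0.0140 for matrix proteases, 0.04996 for collagen and matrix synthesis, 0.216 for the cell cycle and 0.501 for migration. The adjusted p with an estimated correlation was 0.591 for oxidative phosphorylation, 0.848 for ribosomal proteins and collagen and 0.381 for proteases. Among genes with at least 10 counts in every sample, the collagen list had an adjusted p of 0.0664. The collagen list was lost without WT replicate 1, 3 or 4 or KO replicate 3 (up to 0.474) and had a median of −0.25 without WT replicate 2. Matrix proteases were lost without KO replicate 1 or 3 or WT replicate 4 (up to 0.430, and median −0.063 without WT replicate 2) and ribosomal proteins without KO replicate 1 or 3 or WT replicate 4 (up to 0.474, and medians of −0.030 and −0.11 without WT replicate 3 and KO replicate 4). Oxidative phosphorylation had a median of −0.063 without WT replicate 3 and −0.064 without KO replicate 3. The cell cycle list passed, upward, without WT replicate 2 or KO replicate 2 (0.00153 and 0.0287), and migration without KO replicate 1 (0.0374). In edgeR, 0 genes of these lists passed at an adjusted p over all genes. Adjusted over the list alone, 1 migration gene was higher and 3 were lower. At an unadjusted p under 0.05, 16 hypoxia genes and 8 glycolysis genes were higher, and 2 proteases were higher and 7 lower. Ndufa4l2 had a log2 fold change of 1.31 (standard error 0.35, unadjusted p of 0.00404, exact permutation p = 0.0857) and P4ha2 one of 0.75 (standard error 0.25, unadjusted p of 0.0143, exact permutation p = 0.114), and both edgeR calls held with any library left out.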

We found slightly fewer overlapping signatures connected to ECM turnover (6/14) and cellularity (6/18) while there seemed to be a disconnect in hypoxia and glucose metabolism (2/8). Overall, about a third of all signatures enriched by the presence of fibroblasts were also enriched by the IL-6 KO (Figure 9E). In contrast to the signatures emerging from the presence of fibroblasts however, the respective contribution of transcripts increased and decreased by the IL-6 KO to the enriched GO biological processes and molecular functions indicates a decreasing cellularity and ECM turnover in the core (Figure 9—figure supplement 1), which could mean that IL-6 signaling contributes to the gene expression behind these tendinopathy hallmarks.

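The transcripts that fibroblasts changed in WT cores were followed into the comparison of cores labelled KO with WT cores. Of the 244 that rose beside fibroblasts, 163 were lower in cores labelled KO than in WT cores, with a median log2 fold change of −0.13 against 0.90 for the fibroblast effect. Among them, 25 were called lower and 14 higher in cores labelled KO. Of the 179 that fell, 175 were tested in both comparisons, 110 were higher in cores labelled KO (median 0.07 against −0.67), and 2 were called higher and 1 lower. In cores labelled KO themselves, where fibroblasts were compared with cell-free hydrogels in separate libraries, 237 of the genes that rose and 174 of those that fell went in the same direction as in WT cores, with medians of 0.67 and −0.59. Across the 419 genes, the log2 fold changes of the fibroblast effect in WT cores and in cores labelled KO had a correlation of 0.887, across genes that are not independent replicates. Over all 15857 genes the correlation was 0.64, with 65.7% of genes in the same direction.

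Both comparisons use the same 4 WT core // fibroblast libraries with opposite sign, so that opposite directions arise without any effect. Across 15996 genes, the correlation of the log2 fold changes was −0.273 with a covariance of −0.0208, and 64.6% of genes had opposite signs. In 20 simulated sets of unchanged groups with the shared libraries, the mean correlation was −0.499, the mean covariance −0.0215 (from −0.0224 to −0.0202) and the share of opposite signs 66.3%. With the shared libraries split, 2 for each comparison, the mean correlation was −0.0551 and the mean covariance −0.00564. For the 419 changed genes, the correlation was −0.219 with a covariance of −0.0831, and 65.2% had opposite signs. Split libraries gave a mean covariance of −0.0481 and 62.9% opposite signs, and simulated unchanged groups −0.0264 and 66.4%. Both of these were taken over all 423 called genes, not over the 419. By the calls, 25 transcripts rose beside fibroblasts and were lower in cores labelled KO (2.15 for independent lists of these sizes) and 2 fell and were higher (2.62 for independent lists), while 14 rose in both comparisons (3.65) and 1 fell in both (1.54). With split libraries the means were 0.833, 0, 4.00 and 0.167, from 49.0 transcripts that rose and 11.3 that fell. Simulated unchanged groups gave 0 calls for the fibroblast effect and thus no overlap. The simulation therefore sets no bound on the overlap of calls, and whether the excess of opposite calls goes beyond what the shared libraries give was not settled.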

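Some genes of repair fibroblasts and of the paratenon and adventitia fell in cores labelled KO, while members of their lists went both ways. Lrrc15, a marker of matrix-producing myofibroblasts, fell from 10.1 ± 5.01 CPM (SD, n = 4) to 4.01 ± 1.38 CPM (SD, n = 4), and Cthrc1, a protein secreted by repair fibroblasts, from 14.2 ± 1.94 CPM to 9.56 ± 1.04 CPM (SD, n = 4 each). Of the paratenon and adventitial markers, Sfrp2, a modulator of Wnt signaling, fell from 33.2 ± 10.5 CPM to 17.4 ± 2.42 CPM and the matrix protein Dpt from 296 ± 113 CPM to 146 ± 53.9 CPM (SD, n = 4 each). Over the lists, 11 of 17 myofibroblast markers (median log2 fold change −0.28), 12 of 21 paratenon markers (median −0.17, with 9 higher) and 13 of 16 chondrocyte markers (median −0.25) were lower. The mean log2 CPM of the paratenon list was not apart between the groups (exact permutation p = 0.200). Of 12 endothelial markers, 11 were higher (median 0.20).

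The adjusted p from camera was 0.00294 for myofibroblasts, 0.00460 for paratenon, 0.000979 for chondrocytes and 0.04996 for endothelium, and 0.240 for each of them with an estimated correlation. The endothelial list had 0.152 among genes with at least 10 counts in every sample and was lost without WT replicate 1, 2 or 3 or KO replicate 2, 3 or 4 (up to 0.200). The paratenon list was lost without KO replicate 3 (0.0513) and had medians of −0.059 and −0.069 without KO replicate 1 and WT replicate 4, and the myofibroblast list had −0.15 and −0.18 without WT replicate 4 and KO replicate 4. When adjusted over the list alone, 2 myofibroblast genes and 1 paratenon gene passed. No shift was called for macrophage markers (15 of 24 lower, median −0.07, mean 0.02, adjusted p = 0.374), tendon lineage (−0.05, 0.677), protease inhibitors (0.06, 0.677) or interferon-stimulated genes (0.12, 0.501), although tendon lineage passed without WT replicate 2 (−0.15, 0.0379) and interferon-stimulated genes without KO replicate 2 (0.22, 0.0169) or 4 (0.24, 0.000203). From edgeR, the log2 fold change was −1.32 for Lrrc15, −0.57 for Cthrc1, −0.93 for Sfrp2 and −1.02 for Dpt, with unadjusted p-values of 0.00462, 0.000541, 0.00166 and 0.0123. The exact permutation p (two-sided) was 0.029 for Lrrc15 and Cthrc1, 0.0571 for Sfrp2 and 0.0857 for Dpt. Cthrc1 fell short of the fold change threshold without WT replicate 3 (−0.47), and over all 5 core groups Lrrc15 (unadjusted p of 0.0501), Cthrc1 (0.0690) and Sfrp2 (0.112) were not called.

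Of the 392 genes called between the genotypes, 26 lie within 25 Mb of Il6 on its chromosome (6.63%, against 1.91% of the genes tested, Fisher's exact test, two-sided, p = 3.69e-08). Gene positions for this count came from the annotation of the assembly GRCm38. Il6 itself was called too but is not counted among the 26, and neither is any other gene named for this comparison. From the share of increased and decreased transcripts behind the enriched processes, the paper reasons that cellularity and ECM turnover decrease in KO cores, and it proposes that IL-6 signaling contributes to the gene expression behind these hallmarks.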

As we have already demonstrated the tissue-level effects of IL-6 signaling on cellularity (Figure 6), we next wanted to examine the tissue-level consequences of changed transcript signatures for ECM turnover on core biomechanics. To do so, we measured the assembloid’s linear elastic modulus as an indicator for their ability to resist longitudinal tension, which is one of the main functions of adult tendons (Figure 9F). In WT core // fibroblast assembloids, the linear elastic modulus decreased the most between the initial clamping of the core explant and 21 days of co-culture (light blue). The linear elastic modulus of assembloids containing a KO core (violet) or a WT core explant devitalized through multiple freeze-thaw cycles (black) decreased as well, but not as fast or as strongly. In connection with the bulk RNA-seq data, the changes in the assembloid’s ability to resist tension suggest that IL-6 signaling accelerates (catabolic) ECM turnover.

Normally, it would be hard to predict the effect of an accelerated catabolic ECM turnover in vitro on wound healing in vivo since both ECM degradation and synthesis are required to replace damaged tissue structures. However, previous studies have already reported a delayed wound healing response in IL-6 KO mice and our experiments here suggest that the decelerated catabolic ECM turnover could be responsible for this (Lin et al., 2006).

## Discussion

IL-6 is an attractive translational research target. Signaling cascades related to IL-6 are upregulated in tendon tissues after exercise, acute tissue damage, and in chronic tendon disease (Nakama et al., 2006; Legerlotz et al., 2012; Langberg et al., 2002). Little is currently understood of the precise role that IL-6 plays in these processes (Arvind and Huang, 2021). The goal of the present work was to clarify the role of IL-6 signaling in the tissues of non-sheathed tendons in the context of chronic damage, with a particular focus on inter-compartmental crosstalk between the damaged tendon core and extrinsic (reparative) fibroblasts populations targeted by it.

We first reanalyzed existing microarray data of (non-sheathed) tendinopathic tendons to verify a hypothesized (dys)functional role of IL-6 that seems to run partially via the JAK/STAT pathway enriched by transcripts increased in the tendinopathic samples. The JAK/STAT pathway interweaves with ERK1/2 downstream, which fits with recent data from our lab showing that ERK inhibition alone can prevent tendon matrix deterioration while reducing the secretion of IL-11, another member of the IL-6 cytokine family that was also upregulated in the tendinopathic tendons analyzed here (Blache et al., 2021; Wunderli et al., 2020). More generally, overactivation of JAK/STAT/ERK has been associated with autoimmune arthritis (Ernst and Jenkins, 2004; Eulenfeld et al., 2012).

While analysis of human samples indicated the expression of *IL6*, *IL6ST*, and *ADAM10* (known to transform membrane-bound IL-6R into soluble IL-6R) to be upregulated in tendinopathic tendons, the expression of *IL6RA* itself was downregulated. We speculate that this points toward increased trans-signaling aimed at stromal cells unable to express *IL6RA*, in this tendinopathic context particularly the stromal fibroblasts and fibroblast-like cell populations indicated to be enriched by the cell-type signatures (Nowell et al., 2003; Rose-John, 2012). This theory is supported by GO terms enriched in tendinopathic samples compared to controls relating to increased morphogenesis and wound healing, both processes supposedly powered by (reparative) fibroblasts (Dyment et al., 2014; Niu et al., 2020). Most of the remaining top 20 enriched GO terms pointed toward increased cell proliferation, potentially increasing the leverage of the proliferating fibroblasts. Indeed, staining human samples with CD90, an established marker of reparative fibroblasts typically present in healing tissues, Ho et al., 2019; Li et al., 2021, confirmed a higher percentage of CD90^+^ cells in (non-sheathed) tendinopathic compared to normal control tendons.

While beneficial in controlled dosages during normal wound healing, both excessive hypercellularity and imbalanced wound healing are hallmarks of tendinopathy (Li et al., 2007; Millar et al., 2021; Sharma and Maffulli, 2006; Harvey et al., 2019). To decipher their connections to IL-6 signaling, we investigated IL-6/IL-6R concentration gradients, sources, and targets in patient-derived tissue sections. In tendinopathic patients, the presence of IL-6 over the whole tissue was smaller than expected. However, while IL-6 seemed to be largely confined to the extrinsic compartment in normal control tendons, it was distributed across compartments in tendinopathic tendons. The resulting gradient differences could play a role in the emergence of disease hallmarks (Crowe et al., 2023). In contrast to the relative transcript-level decrease of *IL6RA* in tendinopathic tendons indicated by the microarray, its presence was increased on the protein level. Although we can only speculate on the clearance rate of both soluble and membrane-bound IL-6R as well as of the cells carrying them, the mismatch in its presence on the gene transcription and the protein expression levels could be a legacy from earlier disease stages.

To identify sources and targets of IL-6 and IL-6R, we co-stained the tendinopathic tissue sections with established markers for macrophages (CD68) and reparative fibroblasts (CD90). Presuming that IL-6 is more concentrated around its sources than its targets due to diffusion, it seems that although both CD68^+^ and CD90^+^ cells express IL-6, the contribution of CD90^+^ cells is significantly larger. This observation is in line with sources of IL-6 identified in growing mouse tendons (Bautista et al., 2023). The number of CD90^+^ cells among IL-6R^+^ cells was also significantly larger than that of CD68^+^ cells. Since it has yet to be shown that stromal fibroblasts express and translate IL-6R, a better explanation might be that the IL-6R on CD90^+^ cells were originally produced by, i.e., the CD68^+^ cells and ended up on CD90^+^ cells as part of a trans-signaling process. Why and how CD90^+^ cells are targeted by soluble IL-6R as part of IL-6 trans-signaling could be an interesting part of future research.

To dissect the specific effect of IL-6 signaling on reparative fibroblasts, we turned to tendon assembloids: hybrid explant // hydrogel models of core tendon damage and repair that were recently developed in our lab and which identified an underloaded core explant as a potentially biologically relevant source of IL-6 (Stauber et al., 2021). The simultaneously increased and imbalanced matrix tissue turnover perpetuated by the crosstalk between the core and an extrinsic fibroblast population seemed to put the system into a prime position to decipher the connections between IL-6, hypercellularity, and (catabolic) matrix turnover. Furthermore, their compartmentalized design adequately mimics the structure of non-sheathed tendons.

Replacing the WT core explant with an IL-6 KO core explant in our assembloids was sufficient to reduce the expression of genes in gene sets related to matrix turnover, proteolysis, cell proliferation, and cell migration in the extrinsic fibroblast population. We confirmed the IL-6-induced gene-level differences regarding cell migration by exploiting trackable ScxGFP fibroblasts and demonstrated effective manipulation of both recruitment and proliferation of ScxGFP cells through IL-6. We did so by using the IL-6 inhibitor tocilizumab to desensitize resident cell populations to IL-6 and recombinant IL-6 to replace the IL-6 not secreted by an IL-6 KO core. Recombinant IL-6 rescuing proliferation but not migration of ScxGFP cells highlights the necessity of an IL-6 gradient and/or the establishment of a secondary cytokine gradient (e.g. TGF-β) by IL-6 (Tan et al., 2021). Alternatively, IL-6 has also been described as an energy allocator in other musculoskeletal tissues and could in this function be accelerating a diverse range of processes (i.e. migration) by increasing the baseline cell metabolism (Kistner et al., 2022). Fittingly, the extrinsic cell populations around an IL-6 KO core upregulated biological processes related to oxidative stress and hypoxia, which indicates a disrupted energy allocation. Since we found similar biological processes to be positively enriched in human tendinopathic tendons compared to controls, future studies should more closely examine the role of hypoxic signaling in the pathogenesis of tendinopathy.

To transfer these insights from our in vitro experiments to an in vivo setup, we used an Achilles tenotomy model of the in vivo tendon damage response. Although the number of Scx^+^ fibroblasts did increase in injured tendons, the in vivo experiments did not detect an effect of IL-6 on activating Scx^+^ fibroblasts (Korcari et al., 2022) and making them migrate into or proliferate faster in the damaged and unloaded Achilles tendon stump. In addition, previous studies with mice subjected to a patellar punch procedure reported only marginally reduced mechanical properties in the healing patellar tendon of IL-6 KO mice compared to the WT after an acute injury (Lin et al., 2006). However, we are cautious in interpreting these in vivo results, mainly because 14 days after an Achilles tenotomy, the tendon niche condition represents an acute rather than a chronic tendon lesion (Jones et al., 2006; Sugg, 2014). Also, even with breeding a novel IL-6 KO x ScxGFP mouse line to alleviate widely known problems of Scx antibodies, the collagen matrix still caused considerable background noise in our images (Lin et al., 2006). Furthermore, the ablation of IL-6 might have led to the elevation of compensatory IL-6 superfamily ligands (or other attractant chemokines or cytokines) and one can currently only speculate on their in vivo distribution as well as the resulting patterns of fibroblast migration (Dyment et al., 2013; Langberg et al., 2002). To confirm this hypothesis, future in vivo studies could deploy IL-6 inhibitors targeting other members of the IL-6 superfamily as well.

Since the migrating Scx^+^ fibroblasts in vitro were apparently targeting the damaged core tissue (likely to support the limited intrinsic regenerative potential of the explanted tendon core secreting IL-6 in the first place) (Stauber et al., 2020), the next set of experiments we conducted in this work focused on the effects of the activated and recruited fibroblasts on the tendon core.

According to existing literature and results presented here, Scx^+^ fibroblasts are increasingly present in in vivo murine adult tendon lesions (Dyment et al., 2013; Tan et al., 2021) and depleting them alternately improves or impairs adult tendon healing depending on the timepoint of depletion (Korcari et al., 2022; Best et al., 2021). One underlying reason could be that adult, Scx^+^ fibroblasts hold a bi-fated potential that enables a cartilage-like differentiation when exposed to mechanical compression or tensile unloading (Howell et al., 2017; Kult et al., 2021). Our in vitro assembloid model captured these behaviors as well with increased Scx/Sox9 transcripts and enriched gene sets indicating a stronger presence of fibroblasts alongside cartilage development in a core surrounded by (migrating) fibroblasts compared to one embedded in a cell-free hydrogel. Besides, genes differentially expressed in a core explant surrounded by fibroblasts enriched gene sets related to hypercellularity, ERK1/2 signaling, oxygen/glucose metabolism, and ECM turnover. Most of these processes were reduced in an IL-6 KO core, speculatively because of the reduced presence of extrinsic fibroblasts resulting from the reduced migration and proliferation. On the tissue level, we also found signs for a decreased catabolic matrix turnover in the more stable mechanical properties of IL-6 KO core explants, a process likely linked to ERK1/2 signaling (Blache et al., 2021).

In summary, our data consistently point to IL-6 signaling targeting reparative fibroblasts being upregulated in chronic human (non-sheathed) tendon lesions in a manner that directly leads to fibroblast recruitment and proliferation as well as aberrant morphogenesis/matrix turnover. This activity contributes to typical hallmarks of tendinopathy including hypercellularity and loss of biomechanical tissue integrity.

## Materials and methods

### Human microarray data analysis

We reanalyzed a microarray dataset (GEO: GSE26051) from 2011 with contemporary methods (principal component analysis, volcano plots, heatmaps, GSEA, and ORA), focusing on the IL-6 signaling cascade. All steps from downloading the dataset to the differential expression computation were conducted in RStudio (‘Prairie Trillium’, https://github.com/rstudio/rstudio; rstudio, 2022) running R version 4.1.2. Overall, we closely followed the steps described here: https://sbc.shef.ac.uk/geo_tutorial/tutorial.nb.html (last visited: May 2, 2022). First, we log2-transformed the expression values and checked their distribution with boxplots. Since the original dataset was gathered from a wide variety of anatomical locations and differently aged patients (Supplementary file 1), we started with a principal component analysis to filter out outliers. Based on the clustering, we identified differences between sheathed and non-sheathed tendons (Figure 1—figure supplement 2). For the following analysis, we therefore excluded samples gathered from sheathed tendons:

GSM639749 (EDC), GSM639751 (Flexor-Pronator), GSM639756 (Flexor-Pronator), GSM639761 (ECRB), GSM639765 (ECRL), GSM639772 (ECRB), GSM639774 (Flexor-Pronator), GSM639779 (Flexor-Pronator), GSM639784 (ECRB), GSM639788 (ECRB).

To improve the power to detect DEGs, we filtered out genes with very low expression. We considered 50% of genes to not be expressed and therefore used the median expression as the cut-off. In addition, we only kept genes expressed in more than two samples for further analysis and calculated the average of replicated probes. Afterward, we applied the empirical Bayes’ step to receive the differential expression values and p-values. We plotted the DEGs as a volcano plot and annotated IL-6 signaling-related genes, other cytokines of the IL-6 family, their respective receptors, and genes involved in matrix turnover. Here, we considered genes with a p-value<0.05 to be differentially expressed. In addition, we plotted the row scaled z-scores of a selection of the annotated genes in a heatmap.

To produce the GO annotations, we fed the list of IDs from DEGs into the enrichGO function from the clusterProfiler package (version 3.0.4, here, last visited: October 31, 2022) using the org.Hs.eg.db as reference and the Benjamini-Hochberg method to calculate the false discovery rate (FDR)/adjust the p-values. To visualize the data, we used the dotplot function from the enrichPlot package (https://rdrr.io/bioc/enrichplot/, last visited: October 31, 2022). We also looked at the increased (logFC>0) and decreased (logFC<0) transcripts in isolation to estimate their contribution to the enrichment and give it directionality.

For the GSEA performed in RStudio with clusterProfiler, we used the human hallmark and the cell-type signature gene set annotations from the molecular signature database (MSigDB, https://www.gsea-msigdb.org/gsea/msigdb/, last visited: October 31, 2022) after ranking the genes according to their p-value. We used the following input parameters: pvalueCutoff = 1.00, minGSSize = 15, maxGSSize = 500, and eps = 0. Lastly, we used the gseaplot and dotplot functions from the enrichPlot package to plot the data and the sign of the enrichment score/NES to estimate the directionality. The exact code can be found in the supplementary material (Source code 1).

### Human immunohistological stainings

Tendon tissues from tendinopathic and normal control tendons were collected with informed consent including consent to publish from human patients undergoing treatment at the University Hospital Balgrist (ethical permission numbers 2016-02665 and 2020-0119 as approved by the institutional review board of the Canton of Zurich). Patient data and images are depicted in Figure 2—figure supplement 1. We cut transversal cryosections (10 µm thickness) using a low-profile microtome blade (DB80 LX, BioSys Laboratories), collected them on a glass slide, and let them dry for 1 hr before storing them at –80°C until further use. Prior to staining, sections were air-dried for 30 min at RT (room temperature) and washed 3× with PBS for 5 min each. Then, sections were permeabilized and blocked with 3% BSA (bovine serum albumin) in PBS-T (PBS+0.1% Triton X) for 1 hr at RT. We washed the sections again, added the primary antibody for CD90 (Abcam, ab181469, diluted 1:100 for the co-staining with IL-6R and GeneTex, GTX130072 diluted 1:200 for the co-staining with IL-6), CD68 (Abcam, ab955, diluted 1:50), IL-6 (R&D Systems, MAB2061R, diluted 1:200), and IL-6R (Absolute Antibody, ab00737-23.0, diluted 1:100) in PBS-T with 1% BSA. We covered them with parafilm and left them overnight in a humid chamber at 4°C. Afterward, we washed them again (3×5 min with PBS) before adding the matching secondary antibodies (diluted 1:200 in PBS with 1% BSA) to the samples as well as the secondary antibody controls.

The sections were then washed again (3×5 min with PBS+1×5 min with ultra-pure water) before mounting the coverslip with ROTIMount FluorCare DAPI (Roth). We used the Leica SP8 automated inverse confocal laser scanning microscope for acquiring the images, which we then processed with ImageJ 1.53q and RStudio (Source code 2 and Source code 3).

### Mouse tissue harvest

All animal experiments were approved by the responsible authorities (Canton Zurich license number ZH104-18 and ZH058-21).

We extracted tail tendon core explants and Achilles tendons from 12- to 15-week-old male and female Tgf(Scx-GFP)1Stzr and B6.129S2-Il6tm1Kopf/J mice (knock-out: KO, wildtype: WT) as described previously (Figure 4B and C; Stauber et al., 2021; Stauber et al., 2024). We isolated the core explants from the tail and only kept those with a mean diameter between 100 and 150 µm in standard culture medium (DMEM/F12 GlutaMAX with 10% fetal bovine serum, 1% penicillin/streptomycin, 1% amphotericin, 200 µM L-ascorbic acid) until clamping them. Meanwhile, we separated the Achilles tendon from the calcaneus and the calf muscle using a scalpel and washed them with PBS before starting the digestion process (Standard culture medium without L-ascorbic acid but 2 mg/ml collagenase for 24 hr at 37°C). After digestion, we cultured the cells on 2D tissue culture plastic in standard culture medium and used the resulting mixed fibroblast population between passage 2 and 4 (Figure 4—figure supplement 1, Figure 4—figure supplement 2). All medium components were purchased from Sigma-Aldrich, except for the ascorbic acid (Wako Chemicals) and the collagenase (Thermo Fisher).

### Collagen isolation

We isolated collagen-1 from rat tail tendon fascicles following an established protocol (Rajan et al., 2006). Briefly, tendon explants were extracted from the tail of adult (>8 weeks) female Sprague-Dawley rats with surgical clamps. Then, the collagen was dissolved by sequentially putting the core explants into acetone (5 min), 70% isopropanol (5 min), and finally 0.02 N acetic acid (48 hr). The resulting viscous solution was mixed in a house-ware blender and then frozen at –20°C. Lyophilization at –20°C turned the viscous solution into a dry collagen sponge, which was stored at –80°C and aliquots thawed when needed. Upon thawing, the collagen aliquot was mixed with 0.02 N acetic acid and then centrifuged (15,000 rpm for 45 min) at 4°C. The supernatant was then sterilized with SPECTRAPOR dialysis bags first in non-sterile acetic acid (1 hr), then 1% chloroform in ddH_2_O (1 hr), and finally sterile acetic acid (three times for 2 days each). The concentration of the resulting solution was determined with a hydroxyproline assay (Sigma-Aldrich, MAK008), the purity was assessed with SDS-PAGE and western blots, and the solution itself was stored at 4°C until usage in the experiments.

### Hydrogel preparation, core explant embedding, and assembloid culture

As described previously (Stauber et al., 2021; Stauber et al., 2024), core explants were fixated with clamps, placed into molds lining silicone chambers, and tensioned. These molds were then filled with cell-free or extrinsic fibroblast-laden collagen hydrogels. One hydrogel consisted of 10 µl PBS (20×), 1.28 µl of 1 M NaOH (125×), 8.72 µl double-distilled water (ddH_2_O, 23×), 80 µl collagen-1 (2.5× or 1.6 mg/ml) and 100 µl culture media or cell suspension (2×). All hydrogel components were kept on ice to prevent pre-mature crosslinking. Co-culture medium (DMEM/F12 high glucose, 10% FBS, 1% non-essential amino acids, 1% penicillin/streptomycin, 1% amphotericin, 200 µM L-ascorbic acid, 20 ng/ml macrophage-colony stimulating factor) was added to stable hydrogels after 50 min of polymerization at 37°C and tension was released. The assembloids were then cultured under tendinopathic niche conditions (37°C, 20% O_2_) with two media changes per week until the determined timepoint (Wunderli et al., 2020). We used a final concentration of 25 ng/ml recombinant IL-6 (PeproTech, 216-16) in those assembloids to be stimulated by it, and a final concentration of 10 µg/ml tocilizumab (TargetMol, T9911) in those assembloids to be inhibited by it.

### RNA isolation for genome-wide RNA-seq (bulk RNA-seq)

We pooled 20–24× 2 cm core explants and 2 extrinsic fibroblast-laden collagen hydrogels separate from each other and snap-froze them in liquid nitrogen. The core explant pools were generated from a single mouse and represent one biological replicate each. The collagen hydrogel pools contained a mixed population comprising migratory cells from the embedded core (same mouse) and the initially seeded mixed fibroblast population (cells pooled from six mice). The frozen samples were pulverized by cryogenic grinding (FreezerMill 6870, SPEX SamplePrep) and further processed with the RNeasy micro kit (QIAGEN) according to the manufacturer’s instructions. We used the NanoDrop 1000 spectrophotometer 3.7.1 (Thermo Fisher) to measure RNA concentration and purity, and the 4200 TapeStation System (Agilent) to measure RNA quality. For each condition (WT core // cell-free, WT core // fibroblasts, KO core // fibroblasts), all six of the collagen hydrogels pools but only four of the core explant pools passed both integrity control (RIN≥2) and had a sufficiently high RNA concentration (30–100 ng/µl) for genome-wide RNA-seq.

We submitted those pools to the functional genomics center Zurich (https://fgcz.ch/, last visited May 6, 2022) for the Illumina (NovaSeq 6000) TruSeq TotalRNA stranded sequencing protocol including library construction from total RNA using ribo-depletion, library QC, sequencing, and data delivery.

### RNA-seq data processing and bioinformatic analysis

We used the R-based SUSHI framework of the Functional Genomics Center Zurich (ETH Zurich and University of Zurich) to perform primary level bioinformatics. Specifically, we used the FastqcApp, the FastqScreenApp, and the RnaBamStatsApp for quality control, the KallistoApp (sleuth) to calculate transcript abundance after pseudoalignment, the CountQCApp to quality control after counting reads, and the DESeq2App for differential expression analysis. We then used the shiny toolset developed by the Functional Genomics Center Zurich (https://github.com/fgcz/bfabricShiny, copy archived at Functional Genomics Center Zurich ETHZ | UZH, 2022, last visited May 6, 2022) based on b-fabric and R to generate the annotated volcano plots, heatmaps, and gene set functional enrichment by applying the hypergeometric ORA with the following settings:

#### Volcano plot

**Table:** 

Comparison	p-Value	p-Value threshold	Log2FC threshold
Core of WT core // cell-free – Core of WT core // fibroblasts	FDR-adjusted	0.05	0.5
Core of WT core // fibroblasts – Core of KO core // fibroblasts	Raw	0.05	0.5
Fibroblasts from WT core // fibroblasts – Fibroblasts from KO core // fibroblasts	Raw	0.05	0.5

#### Heatmap

**Table:** 

Comparison	#Genes	Scale	Count method
WT core // cell-free – WT core // fibroblasts	Top 50 up and down	Diverging	Normalized+Log2
Core of WT core // fibroblasts – Core of KO core // fibroblasts	Top 50 up and down	Diverging	Normalized+Log2
Fibroblasts from WT core // fibroblasts – Fibroblasts from KO core // fibroblasts	Top 50 up and down	Diverging	Normalized+Log2

#### Overrepresentation analysis

**Table:** 

Comparison	Input p-value	Output p-value
WT core // cell-free – WT core // fibroblasts	FDR-adjusted<0.01	FDR-adjusted<0.05
Core of WT core // fibroblasts – Core of KO core // fibroblasts	Raw<0.01	FDR-adjusted<0.05
Fibroblasts from WT core // fibroblasts – Fibroblasts from KO core // fibroblasts	Raw<0.01	FDR-adjusted<0.05

We also looked at the increased (logFC>0) and decreased (logFC<0) transcripts in isolation to estimate their contribution to the enrichment and give it directionality. The emapplot of enriched biological processes independent of increased and decreased transcripts was generated in RStudio using the enrichPlot package.

We again used RStudio and the clusterProfiler package to perform the GSEA, taking the mouse hallmark and the cell-type signature gene set annotations from the molecular signature database (MSigDB, https://www.gsea-msigdb.org/gsea/msigdb/, last visited: October 31, 2022) as reference after ranking the genes according to their signed log2 ratio. We used the following input parameters: pvalueCutoff = 1.00, minGSSize = 15, maxGSSize = 500, and eps = 0. Lastly, we used the gseaplot and dotplot functions from the enrichPlot package to plot the data and the sign of the enrichment score/NES to estimate the directionality.

The RNA-seq data gathered from assembloids as discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO series accession number GSE214015 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214015).

The in vivo mouse RNA-seq data comparing paratenon-derived to tendon proper-derived fibroblasts have previously been published in an open-access database (PRJNA399554) (Mienaltowski et al., 2013). To reanalyze this data, we used the same tools and parameters as for the assembloid analysis (GO input: FDR-adjusted p-value<0.01). The overlapping DEGs and GO terms were calculated and the resulting Venn diagrams plotted with basic RStudio functions (i.e. intersect & draw.pairwise.venn).

### Quantifying total cell proliferation, ScxGFP cell proliferation, and ScxGFP cell recruitment to WT and KO core explants

In the assembloids used here, core explants from WT and homozygous IL-6 KO B6.129S2-Il6tm1Kopf/J mice were embedded with ScxGFP fibroblasts from homo- and heterozygous Tgf(Scx-GFP)1Stzr mice. After 7 days, the assembloids were removed from the clamps and washed with PBS before staining them with ethidium homodimer (EthD-1, Sigma-Aldrich, 2 mM stock in DMSO) diluted to 4 µM with PBS (20 min, 37°C). They were then again washed with PBS, fixated with 4% formaldehyde (Roti-Histofix, Karlsruhe) for 1 hr at RT, washed again with PBS, and stored in PBS at 4°C. Immediately before the imaging, nuclei were stained with NucBlue Live Ready Probes Reagent (R37605, Thermo Fisher) for 1 hr at RT. We used the Nikon Eclipse T*i*2 confocal scanning microscope controlled by NIS-Elements to acquire the images (three per sample), which we then processed with ImageJ 1.53q. Briefly, we first registered all cell locations by creating a mask from the NucBlue channel. Then, we put this mask over the ScxGFP channel and measured the fluorescence intensity at the identified cell locations. We then transferred the signal intensity per location data to RStudio, where we first calculated the total cell numbers of all the images of one sample combined and normalized them to the WT median. Afterward, we determined the fluorescence threshold for the ScxGFP-signal (using density plots and a negative control image) and applied this threshold to the dataset. We then calculated the total ScxGFP cell numbers for each sample and normalized them to the WT median. Finally, we combined the cell location with the fluorescence intensity data to find the distance from the core where most of the ScxGFP cells were located and to calculate the ratio between ScxGFP present at the core and those present in the surrounding extrinsic hydrogel (Source code 4, Source code 5).

### Quantifying mechanical properties of assembloids

We mounted the assembloids to a custom-made uniaxial stretching device equipped with a load cell as described previously (Stauber et al., 2021). After five cycles of pre-conditioning to 1% L_0_, the assembloids were then stretched up to 2% L_0_ to measure the linear elastic modulus (Emod) with a pre-load of 0.03 N. This measurement was repeated after 21 days (d21) of culture. We used MATLAB R2017a and RStudio to read out the linear elastic modulus and normalize it to the measurement immediately after assembloid fabrication (d0). Media was changed every 2–3 days. For the corresponding condition, the core explants were devitalized by snap-freezing them repeatedly in liquid nitrogen.

### Achilles tenotomy

Adult WT and homozygous IL-6 KO *B6.129S2-Il6tm1Kopf/J* (Kopf et al., 1994) x Tg(Scx-GFP)1Stzr mice (between 12 and 15 weeks of age) of both genders were anesthetized by isoflurane inhalation. While the mice were anesthetized, we transected the Achilles tendon of the right hindlimb by creating a small incision in the tendon midsubstance (Figure 7A). The contralateral hindlimb was used as the undamaged control. After the surgical intervention, we closed the skin wound with an 8/O prolene suture (Ethicon, W8703) and administered an analgesic (buprenorphine, 0.1 mg/kg s.c., 26 G needle). At 1 week (Figure 7—figure supplements 1 and 2) and 2 weeks (Figure 7) post-tenotomy, we injected 10 µl/g of EdU into each mouse of the 3 weeks group and euthanized them 24 hr later with CO_2_. We collected the plantaris and Achilles tendon/neotendon from both hindlegs for histology. The isolated tissues were placed in OCT (TissueTek), cooled down on dry ice, and then stored at –80°C until further use.

### Immunofluorescence microscopy of mouse Achilles tendon sections

We cut transversal (1 week) and longitudinal (3 weeks) cryosections (10 µm thickness) using a low-profile microtome blade (DB80 LX, BioSys Laboratories), collected them on a glass slide, and let them dry for 1 hr before storing them at –80°C until further use. Prior to staining, sections were air-dried for 30 min at RT and washed 3× with PBS for 5 min each. Then, sections were permeabilized and blocked with 3% BSA in PBS-T (PBS+0.1% Triton X) for 1 hr at RT. We then washed the sections again and incubated the sections that were previously stained with EdU with a reaction cocktail (Jena Bioscience, CLK-074, CuAAC Cell Reaction Buffer Kit [THPTA based]) prepared according to the manufacturer’s instructions (440 µl reaction buffer, 10 µl CuSO_4_, 1 µl (2 µM) Alexa Fluor azide 647, and 50 µl reducing agent) at RT for 45 min. We washed the sections again, added the primary antibody for Scx (abcam, ab58655, diluted 1:200 in PBS-T with 1% BSA), TPPP3 (Invitrogen, PA5-24925, 1:200), or CD146 (BIOSS, bs-1618R, 1:200) to the sections from the 1-week timepoint, and a GFP-antibody (Abcam, ab290, 1:500 in PBS-T with 1% BSA) to those from the 3-week timepoint. We covered all the sections with parafilm and left them overnight in a humid chamber at 4°C. Afterward, we washed them again (3×5 min with PBS) before adding the matching secondary antibodies (diluted 1:200 in PBS with 1% BSA) to the samples as well as the secondary antibody controls.

The sections were then washed again (3×5 min with PBS+1×5 min with ultra-pure water) before mounting the coverslip with ROTIMount FluorCare DAPI (Roth). We used the Nikon Eclipse T*i*2 confocal scanning microscope controlled by NIS-Elements for acquiring the images, which we then processed with ImageJ 1.53q and RStudio as described previously (see ‘Quantifying total cell proliferation, ScxGFP cell proliferation, and ScxGFP cell recruitment to WT and KO core explants’). To quantify the migration through the location of Scx^+^/TPPP^+^/CD146^+^ cells in Figure 7—figure supplements 1 and 2, we defined the lesional Achilles tendon area as a circle with a 480 μm radius set in the center of the Achilles tendon.

The researcher performing the staining, imaging, and analysis of the Achilles tendon sections was blinded to the conditions by marking the samples with numbers only.

### Secretome analysis

Culture medium was enriched with the secretome of the different assembloids (WT core // cell-free, KO core // cell-free, WT fibroblasts in a hydrogel) for 3 days and until day 7 of the assembloid/hydrogel culture. IL-6 was quantified using a custom-made multiplex U-PLEX for mouse biomarkers (Meso Scale Discovery) according to the manufacturer’s instruction. Plates were read with the MESO Quickplex SQ120 (Meso Scale Discovery) and analyzed with Discovery Workbench 4.0.13 (https://www.mesoscale.com/en/products_and_services/software). The plate was read with the Epoch Microplate Spectrophotometer (Biotek), and the data were analyzed with RStudio.

### Statistical analysis and graph design

Data curation, statistical analysis, and plotting was done in RStudio (‘Prairie Trillium’, 9f796939, February 16, 2022, https://github.com/rstudio/rstudio, copy archived at rstudio, 2022) running R version 4.1.2. For normally distributed datasets, statistical information was obtained by ANOVA followed by Tukey’s post hoc tests for pairwise comparisons. Else, the non-parametric Wilcoxon rank sum test was applied, directionally matching the data (less, greater, two-sided). For all tests, we tested the level of p-values. The mean and the standard error of the mean (sem) were reported for the following data: cumulative percentages of ScxGFP fibroblasts in assembloids, elastic modulus of the assembloids, and cumulative percentages of Scx^+^/TPPP^+^/CD146^+^ cells in the in vivo tenotomy model. We used bar and/or point plots to depict the mean and error bars/bands to depict the sem. We reported the median and interquartile range (IQR) in assembloids for the total cell number, the number of ScxGFP cells, and the ratio between core-resident and extrinsic ScxGFP cells, as well as for the total cell number, the number of Scx^+^ cells, and the ratio between Achilles and neotendon-resident Scx^+^/ TPPP^+^/CD146^+^ cells in the in vivo tenotomy. These values were depicted as boxplots with the upper and lower hinges corresponding to the first and third quartile (25th and 75th percentile), the middle one to the median, the whiskers extending from the upper/lower hinge to the largest/smallest value no further than 1.5 times the IQR, and dots representing data beyond the whiskers. Results of the statistical analysis are indicated as follows: *p<0.05, **p<0.01, ***p<0.01.

The open-source graphics software Inkscape 0.92.3 (https://inkscape.org/, last visited May 9, 2022) was used to finalize the graph design.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE214015. The image and sequencing data analysis code (R and ImageJ) is included in the supporting files (Source code 1–5). Metadata on the human patients is included in the supporting files (Figure 2—figure supplement 1). The following dataset was generated: StauberT MoschiniG HussienAA JaegerPK de BockK SnedekerJG 2023Il-6 signaling exacerbates hallmarks of tendon lesions by stimulating progenitor proliferation & migration to damageNCBI Gene Expression OmnibusGSE214015 The following previously published dataset was used: JelinskySA 2010Analysis of Human Tendinopathy Gene ExpressionNCBI Gene Expression OmnibusGSE26051

# Supplementary material for: Il-6 signaling exacerbates hallmarks of chronic tendon disease by stimulating reparative fibroblasts
**Source:** eLife. 2025 Feb 7;12:RP87092. doi: 10.7554/eLife.87092
**Supplement:** Supplementary file 1. — GEO accession number, patient sex, source tissue, patient age, donor number, and disease state of the isolated tissue ordered by GEO accession number. Samples from sheathed tendons are strikethrough and were excluded from further analysis.

# Supplementary material for: Il-6 signaling exacerbates hallmarks of chronic tendon disease by stimulating reparative fibroblasts
**Source:** eLife. 2025 Feb 7;12:RP87092. doi: 10.7554/eLife.87092
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | No materials were newly created |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods:  - Human immunohistological stainings  - Quantifying total cell proliferation, ScxGFP+ cell proliferation, and ScxGFP+ cell recruitment to WT and KO core explants  - Achilles tenotomy  - Immunofluorescence microscopy of mouse Achilles tendon sections |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | No novel DNA or RNA sequences were created |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | No cell lines were used in this study |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods:  - Mouse tissue harvest |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods:  - Mouse tissue harvest  - Collagen isolation  - Achilles tenotomy |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | No animals were captured from or observed in the field |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | No plants were used |
| Microbes: provide species and strain, unique accession number if available, and source. |  | No microbes were used |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Materials and Methods:  - Human immunohistological stainings  - Figure 2-figure supplement 1 |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | The study protocol has not been pre-registered. The study was not a clinical trial. |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and methods:  - Mouse tissue harvest  - Collagen isolation  - Hydrogel preparation, core explant embedding, and assembloid culture |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | The in vivo experiment was qualitative. |
| Randomisation |  | Animals were assigned to the control or experimental group depending on their genotype. |
| Blinding | Materials and Methods:  - Immunofluorescence microscopy of mouse Achilles tendon sections |  |
| Inclusion/exclusion criteria | Materials and Methods:  - Achilles tenotomy |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends:  - Figure 1  - Figure 2  - Figure 2-figure supplement 1  - Figure 3  - Figure 4-figure supplement 1  - Figure 5  - Figure 6  - Figure 7  - Figure 7-figure supplement 1  - Figure 7-figure supplement 2  - Figure 8  - Figure 9 |  |
| Define whether data describe technical or biological replicates. | Figure legends:  - Figure 1  - Figure 2  - Figure 2-figure supplement 1  - Figure 3  - Figure 4-figure supplement 1  - Figure 5  - Figure 6  - Figure 7  - Figure 7-figure supplement 1  - Figure 7-figure supplement 2  - Figure 8  - Figure 9 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods:  - Human immunohistological stainings |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods:  - Mouse tissue harvest |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | The study did not involve specimens or field samples. |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | The study is not subject to dual use research of concern regulations |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and methods:  - Human microarray data analysis |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods:  - Human microarray data analysis  - RNA-seq data processing and bioinformatic analysis  - Statistical analysis and graph design  - Source Code File 1  - Source Code File 3  - Source Code File 5 |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods:  - Human microarray data analysis  - RNA-seq data processing and bioinformatic analysis |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and methods:  - RNA-seq data processing and bioinformatic analysis |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and methods:  - Human microarray data analysis |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Source Code File 1  Source Code File 2  Source Code File 3  Source Code File 4  Source Code File 5  Materials and methods:  - Human microarray data analysis  - RNA-seq data processing and bioinformatic analysis  - Quantifying total cell proliferation, ScxGFP+ cell proliferation, and ScxGFP+ cell recruitment to WT and KO core explants  - Quantifying mechanical properties of assembloids  - Secretome Analysis  - Statistical analysis and graph design |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Source Code File 1  Source Code File 2  Source Code File 3  Source Code File 4  Source Code File 5 |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods:  - Human microarray data analysis  - RNA-seq data processing and bioinformatic analysis  - Secretome Analysis  - Statistical analysis and graph design |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | No other checklist is provided with the manuscript. |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

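RNA sequencing of 32 samples was used: the hydrogel of assembloids with a WT core (n = 6) or a core labelled KO (n = 6), and core explants labelled WT beside cell-free hydrogels, beside fibroblasts and beside macrophages, and labelled KO beside cell-free hydrogels and beside fibroblasts (n = 4 each). The paper reports on the hydrogels and on 3 of the core groups. The authors estimated counts per gene with kallisto (version 0.46.1) in the SUSHI framework, and the submitters' notes name the mouse assembly GRCm39 without an annotation release. The deposited values are estimated counts per Ensembl gene, written as whole numbers and not normalized, for the same 25700 genes in every sample. Of these IDs, 25587 had a gene symbol in the annotation used here, which belongs to the assembly GRCm38 and served only for names and for which genes lie near each other. Abhd1 was not analysed here.

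The total count per sample was 20.4 to 59.9 M counts, so that 1 CPM stands for 20.4 counts or more. Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with the quasi-likelihood F-test of edgeR (version 4.0.16, R version 4.3.3) on the samples of the groups compared, without a block. Log2 CPM values used a prior count of 2. Log2 fold changes are those of the edgeR fit, and their standard error is the absolute log2 fold change divided by the square root of F. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison. The paper's thresholds were kept for its own comparisons, and an adjusted p under 0.05 with a log2 fold change beyond 0.5 was used for the others. Single genes were also compared between groups with an exact permutation test, two-sided, where stated, since the unadjusted p of edgeR leans on a model of the spread. For genes named for a low p, this test uses the libraries that chose them and is not independent.

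Of 29 gene lists, 28 had at least 3 members that could be tested. They were tested with camera from limma (version 3.58.1) with a preset correlation of 0.01, adjusted over the lists of a comparison, and members were adjusted over all genes and over the list alone. Counts of members that rose, fell or passed use no fold change threshold. The paper's gene ontology and hallmark sets were not used here.

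Genes were named by a rule: in each comparison, the 8 that rose and the 8 that fell with the lowest p among those with an adjusted p under 0.05, a log2 fold change beyond 0.5 and a mean log2 CPM of at least 1, leaving out gene models without a proper name; each gene that the paper names, whose values in the paper had been seen; Il6; and up to 4 members of each list described, those with the lowest p.

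The alternatives were DESeq2 (version 1.42.0), RLE factors in place of TMM, no filter, at least 10 counts in every sample, no fold change threshold, the other p threshold, the replicate number or the run code of the sample titles as a block, all 5 core groups in 1 fit, each sample left out in turn, and for the lists an estimated correlation and fry. After seeing the data, the sex of the core's mouse as a block and paired fits of the hydrogel samples without 1 or 2 pairs were added, as were the list tests with each sample left out in turn. Replicate numbers were taken to pair samples where the residual correlation of samples with the same number was at least 0.1 in every pair, as in the hydrogels (0.26 to 0.60). The pipeline was tested on simulated counts with 200 changed genes, and on 20 sets of unchanged groups.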

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

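Among the tests in this part, those on other groupings of the samples, on neighbouring genes, on labels, on genes lower in the hydrogel, on female cores, on lists with 1 library left out and on macrophages were chosen only after the result was seen, while the tests of calls near Il6 and of the paratenon list were set before.

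Single samples stood far from the others of their group in 7 of 137 groups tested with Dixon's ratio, where chance gives about 1 in 20. WT fibroblast core replicate 1 had a total count of 37.6 M against 31.3 M in the next (ratio 0.849). In WT macrophage core replicate 1, the 20 most abundant genes took 11.7% of counts against 14.0% (0.858). WT cell-free core replicate 1 had the lowest Sox9, 4.96 CPM against 5.34 CPM (0.871). In the hydrogels labelled KO, replicate 6 had 36.7 CPM of Il6 against 14.5 CPM (0.713), replicate 1 had 550 CPM of Mmp12 against 247 CPM (0.648), and replicate 5 had 21500 CPM of Col1a1 against 9270 CPM (0.693) and the lowest mean log2 CPM of immediate early genes, 4.54 against 4.87 (0.756).

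The fibroblast effect differed between cores labelled KO and WT cores for 15 of 28 gene lists by the interaction term. The median difference in log2 fold change was −0.53 for interferon-stimulated genes, −0.24 for ribosomal proteins, −0.25 for oxidative phosphorylation, 0.31 for hypoxia, −0.52 for myofibroblast markers, −0.21 for collagen and matrix synthesis, 0.33 for ERK feedback, −0.33 for skeletal muscle markers, 0.23 for glycolysis, −0.42 for chondrocyte markers, 0.17 for immediate early genes, −0.31 for protease inhibitors, −0.32 for paratenon markers, −0.12 for matrix proteases and −0.10 for tendon lineage. Some of these medians depended on single libraries. With 1 library left out, they ranged from −0.38 to −0.0029 for ribosomal proteins and from −0.37 to −0.011 for oxidative phosphorylation. For immediate early genes the range was 0.027 to 0.28, and for tendon lineage −0.26 to −0.016. With an estimated correlation, 0 of the 15 passed (adjusted p from 0.245 to 0.615), and 10 of the 15 lost their call without 1 or more of the 16 libraries (adjusted p up to 0.946, for oxidative phosphorylation). Counting the real grouping here and below, 9 of 100 gave as many lists (highest other 17), so that chance cannot be excluded. For single genes, edgeR called 0 at an adjusted p, DESeq2 1, and edgeR 294 at an unadjusted p, a count that 59 of 100 groupings reached (highest other 2509, several times the real count, which points to a structure of the samples).

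The paper does not report on 3 comparisons: WT cores beside macrophages against cell-free (757 genes), cores labelled KO beside fibroblasts against cell-free (69 genes) and cell-free cores labelled KO against WT (199 genes at an unadjusted p). In the first, 1 of 35 groupings reached 757 (highest other 0), and in the second 1 of 35 reached 69 (highest other 6). The replicate numbers pair the samples in both, and the 7 other groupings that part all 4 pairs, with 0 calls at most, are too few for a share under 0.05. In the third, 21 of 35 groupings gave as many (highest other 1882, several times the real count, which points to a structure of the samples), and chance cannot be excluded. Of the paper's own comparisons, 1 of 35 groupings reached the 423 genes of the fibroblast effect in WT cores (highest other 12). Cores of the same code match in sex (8 of 8 codes), which leaves open that a code marks 1 mouse, and the 7 other groupings that part all 4 codes, with 0 calls at most, are too few for a share under 0.05. Chance cannot be excluded for the 392 between the genotypes beside fibroblasts (3 of 35, highest other 499) or the 115 in the hydrogel (52 of 100, highest other 1578, several times the real count, which points to a structure of the samples). The replicate numbers pair the hydrogels, and of the 7 other groupings drawn that part all 6 pairs, the highest gave 114 genes. The count of 115 is the largest of these, but too few of them were drawn to exclude chance. For the number of lists called, chance can be excluded in none: hydrogel 14 (35 of 100, highest other 21), fibroblast effect in WT cores 16 (5 of 35, highest other 17), genotypes beside fibroblasts 14 (8 of 35, highest other 17), genotypes in cell-free cores 13 (8 of 35, highest other 15), macrophages 11 (17 of 35, highest other 19) and fibroblast effect in cores labelled KO 12 (12 of 35, highest other 15).

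Il6 was not lower in the libraries labelled KO, and calls between the genotypes beside fibroblasts were enriched near Il6 (ratio 3.48), while those in the hydrogel were not (0.483). Within 25 Mb of Il6, 3 genes separate the 8 cores labelled KO from the 8 labelled WT, by narrow margins. Galnt11 was at 56.3 CPM or more in KO and 56 CPM or less in WT. Sel1l3 was at 10.26 CPM or less in KO and 10.3 CPM or more in WT. Gm43852, with a mean under 1 CPM, was at 0.561 CPM or less in KO and 0.643 CPM or more in WT. Chance gives 0.05 such genes for independent cores. On that basis they argue against single wrong labels, though the margins weaken this. If cores of the same code come from 1 mouse, chance gives more than 0.05, and the 3 genes do not settle it. Sequence of the strain that gave the embryonic stem cells, around the targeted gene, may explain both these genes (Fisher's exact test, p = 2.76e-05) and the 26 calls, although in cell-free cores the share near Il6 did not pass (p = 0.285). Genes that move together on any stretch of a chromosome are argued against for the cores beside fibroblasts alone, where 0 of 485 other windows reached the ratio of 3.48 (highest 2.74). The windows were set every 5 Mb and overlap, so that far fewer than 485 are independent and the argument is weaker than this number looks. In the other comparisons of genotypes, other windows had ratios of up to 4.24 in the hydrogel and 4.22 in cell-free cores, and 80 of 485 reached the ratio of 1.58 that cell-free cores had near Il6. The lowest Il6 count of 176 leaves open whether the altered allele keeps a counted transcript, and an exchange of all labels was not tested in the counts. The paper's IL-6 protein in the supernatant of cores, its cell numbers around KO cores and their rescue by added IL-6 run as the labels say, and were not measured in these libraries.

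Genes changed in the core beside fibroblasts could come from hydrogel cells carried into the sample. The paratenon list, set as the test, had a median of 0.27, between the bounds named for and against, and decides nothing. For 26.6% of the genes that rose (65 of 244), every WT hydrogel lay below every WT core beside fibroblasts. The genes were chosen for high values in the same 4 cores, and hydrogel and core are different tissues, so that this share decides nothing. In the 2 WT cores of female mice, Y-linked genes allow at most 8.02% of hydrogel RNA, and 86.5% of the genes that rose (211 of 244) lay in both cores above what this share and the highest cell-free core give. This argues against carried-over hydrogel as the source of the rise of these genes in these 2 cores. Open are the other genes, the male cores, where Y-linked genes cannot tell, cells that had left the same core and carry its sex, and a response of the core cells.

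In WT cores beside fibroblasts, most hypoxia genes rose, while some macrophage markers fell and none rose. A loss of macrophages would raise the markers of every other cell type alike, but the hypoxia list rose by 0.678 more than the lists of other cell types (exact permutation p = 0.029, the smallest that 4 against 4 allow). This argues against it as the whole cause for the hypoxia genes. In the same test, the collagen list rose by 0.457 more (exact permutation p = 0.086), which leaves a loss of macrophages open for that list. For the hypoxia genes, oxygen use by the added cells is a biological candidate source that may apply, and it was not tested.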

How the results depend on the processing

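Chosen only after the result was seen were the block by the sex of the core's mouse, the list tests with each library left out and the paired hydrogel fits without pair 5 and without pairs 1 and 5; the other alternatives were planned.

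The 115 hydrogel calls became 216 in DESeq2, 296 with no filter, 404 with no fold change threshold, 200 with the run code as a block and 0 with an adjusted p. With the replicate number as a block, pairing the samples, there were 212, and 428 without pair 5 and 319 without pairs 1 and 5. Leaving out 1 library gave 85 to 304 calls. Scx (0.19) changed sign to −0.045 in the paired fit without pair 5 and to −0.0049 without KO replicate 5 (0.33 as the highest without 1 library), and Foxm1 (−0.27) to 0.0042 in the paired fit without pairs 1 and 5. None of these values passed a threshold, and the cause was not tested.

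The 423 calls of the fibroblast effect in WT cores became 784 in DESeq2, 695 with no fold change threshold, 207 in a fit over all 5 core groups, 1221 at an unadjusted p and 49 to 640 without 1 library. They stayed within 1.5 times with the other settings. Samples of the same number also share run code, N code and sex, but were not taken as paired, as the lowest residual correlation of a pair was 0.067. In a fit with the replicate block, Mmp9 was not called (adjusted p = 0.0939), while Mki67 (0.0155), Cenpe (0.0363), Dpt (0.0372) and Il4ra (0.0479) were. The 392 calls between the genotypes beside fibroblasts became 668 with no filter, 1428 with no fold change threshold and 0 with an adjusted p, and were 270 to 570 without 1 library. With the replicate number as a block, Il11 passed (log2 fold change −1.16, unadjusted p of 0.0355).

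For cell-free cores by genotype, edgeR's 0 calls became 14 in DESeq2, 199 at an unadjusted p, and 1 with the replicate block, with the run block and over all 5 core groups, and stayed at 0 to 0 without 1 library. The 757 calls beside macrophages became 1196 in DESeq2, 1694 at an unadjusted p and 291 to 1055 without 1 library. The 69 calls of the fibroblast effect in cores labelled KO became 498 in DESeq2, 140 with no filter, 408 with the replicate block that pairs them, 246 with the run block, 328 over all 5 core groups, 1140 at an unadjusted p, 170 with the sex block and 4 to 497 without 1 library. The interaction had 0 calls in edgeR, with any library left out too, and 1 in DESeq2.

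With an estimated correlation, the lists called fell from 14, 16, 14, 13, 11, 12 and 15 to 0 in each comparison except that between genotypes beside fibroblasts, which kept 1. With fry they were 0 in the hydrogel, 10 and 1 for the fibroblast effect in WT cores and the genotypes beside fibroblasts, 0 for cell-free genotypes and macrophages, 3 for the fibroblast effect in cores labelled KO and 0 for the interaction. Without 1 library they were 12 to 20, 14 to 17, 10 to 15, 10 to 16, 10 to 13, 10 to 14 and 11 to 17, and 8, 12, 9, 4, 8, 6 and 5 of the lists held with any library left out. The correlation of −0.273 between the fibroblast and the genotype effect was −0.219 over the called genes and −0.0551 with the shared libraries split, where no library is shared and the WT fibroblast group falls from 4 to 2 libraries, so that sharing and group size changed together. Calls near Il6 were enriched in the comparison of genotypes beside fibroblasts with each window (ratio 3.48 within 25 Mb, 3.03 within 10 Mb and 2.86 within 50 Mb). At an adjusted p there were no calls and thus no ratio.

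Of 3653 values of 172 named genes under these settings, 3262 kept their side of the threshold, 283 lost it, 105 gained it and 3 changed sign. Where a cause is not named, it was not tested. Depth limits genes under about 1 CPM, which stands for 20.4 counts in the smallest library.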

Differences from the paper's values

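The paper names DESeq2 for differential expression, while values here are from edgeR unless stated, so that the tests differ as well. The alternatives named here were set before the data were examined. Only the look at unadjusted p-values for the paper's Table 5 was chosen after the result was seen.

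In the hydrogel, the paper gives 256 increased and 98 decreased transcripts, against 77 and 38 here at its thresholds. Counts and p-values are taken as within the paper's, or as not differing, where the larger is at most 1.5 times the smaller. The increased count was within the paper's only with no fold change threshold (272). The decreased count was with DESeq2 (87), no filter (136), no fold change threshold (132), the replicate block (124), the run block (108) and without hydrogel KO replicate 2 (68). The other alternatives differ.

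For WT cores beside fibroblasts, the paper gives 446 increased transcripts, against 244 here. The count was within the paper's with DESeq2 (460), no filter (314), no fold change threshold (398), the run block (330), an unadjusted p (580) and without WT cell-free replicate 4 (380), and not with the others.

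The log2 fold changes of the paper's Table 5 did not differ, but its p-values differed from those of edgeR. For each gene of that table, the adjusted p from DESeq2 was nearer to the paper's value (0.140 for Col1a1, the others below). The paper does not say there whether they are adjusted, and they are set against adjusted p-values from edgeR. For Col3a1 the paper has 8.40E-11, against 0.0281 (DESeq2, 6.34e-11, did not differ). For Mmp9 it has 0.019, against 0.0488 (DESeq2, 0.0133, did not differ). For Col1a1 it has 0.06, against 0.213 (without WT cell-free replicate 4, 0.0859, and without WT fibroblast replicate 2, 0.0882, did not differ). Among adjusted p-values, no alternative was within the paper's for Mmp13 (the paper's 1.20E-06, against 0.0326, and 4.70e-07 in DESeq2), Mmp3 (the paper's 0.0006, against 0.160, and 0.000362 in DESeq2, which calls it), Scx (the paper's 0.00006, against 0.0373, and 0.000336 in DESeq2) or Sox9 (the paper's 0.001, against 0.0206, and 0.000108 in DESeq2). Some unadjusted p-values from edgeR did not differ from the paper's. For Col1a1 this was 0.0413 without a block. For Sox9 it was 0.000959 over all 5 core groups and 0.00116 with the replicate block, but not 0.000203 without a block.

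For cores labelled KO against WT cores beside fibroblasts, the paper labels Mmp3 and Mmp9 as higher in KO and Mmp13, Scx, Col1a1, Il11 and Col3a1 as higher in WT. The signs here are the same, but these 7 did not pass both thresholds (log2 fold change 0.45, 0.35, −0.48, −0.36, −0.64, −1.15 and −0.23). Nos2 (1.54), Cd86 (0.55), Lif (1.25), Mmp12 (1.13), Vegfa (0.67) and Ccl8 (−1.21) passed, in the paper's direction. The paper's KO mice lack functional Il6, while the Il6 transcript was higher in the libraries labelled KO than in WT in the hydrogel (1.03) and in cores beside fibroblasts (1.30).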

Other observations

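The values in this part come from comparisons that were planned, except those on Y-linked genes, on the share of hydrogel RNA and on lists with 1 library left out, which were chosen only after the result was seen.

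In WT cores beside macrophages, 124 genes rose and 633 fell against cell-free hydrogels among 16441 tested, and DESeq2 called 1196. Macrophage and leukocyte markers lay lower beside the added macrophages: of 24, 18 were lower, 4 fell and 0 rose (median −0.42, −0.73 without macrophage replicate 4, camera adjusted p = 0.000517, and 0.905 with an estimated correlation), and Lyz2 was at 5502 ± 1609 CPM against 8287 ± 999 CPM (SD, n = 4 each). Against this direction, Fcrls, a macrophage receptor, rose from 2.36 ± 1.41 CPM to 85.8 ± 31.1 CPM (SD, n = 4 each), a log2 fold change of 5.22, and Cd5l, a protein secreted by macrophages, rose by 4.09. Y-linked genes summed to 11.0 and 20.0 CPM in the 2 female cores beside macrophages against 0.097 and 0.52 CPM in the 2 female WT cell-free cores, which points to RNA of added donor cells in these samples. Whether Fcrls and Cd5l come from the core or from these cells was not told apart. Cell cycle genes fell, 31 of 40 (median −1.29, camera adjusted p = 4.19e-33, and 0.636 with an estimated correlation), and 37 passed when adjusted over the list alone. Mki67 fell from 187 ± 54.3 CPM to 66.7 ± 17.5 CPM (SD, n = 4 each, adjusted p = 0.00947 from edgeR). The number of calls was 444 without cell-free replicate 2, 421 without macrophage replicate 1 and 291 without macrophage replicate 3. The named calls of Fcrls, Cd5l and Mki67 held with any library left out.

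In cores labelled KO, fibroblasts against cell-free hydrogels gave 48 genes that rose and 21 that fell among 15965, and 498 in DESeq2. With the replicate number as a block, which pairs these samples, 408 were called (223 rose and 185 fell). Nr4a2, an immediate early transcription factor, rose from 27.4 ± 3.87 CPM to 107 ± 26.2 CPM (SD, n = 4 each, adjusted p = 0.00770 from edgeR). Of 29 hypoxia genes, 11 rose (median 1.06, camera adjusted p = 1.32e-49, and 0.109 with an estimated correlation), and of 42 interferon-stimulated genes 4 fell (median −1.09, 2.09e-52, and 0.109 with an estimated correlation). The number of calls was 45, 497, 4 and 7 without cell-free replicate 1, 2, 3 and 4 and 16, 13, 115 and 8 without fibroblast replicate 1, 2, 3 and 4.

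In cell-free cores labelled KO against WT cell-free cores, edgeR called 0 genes at an adjusted p (lowest 0.5545), DESeq2 14, and 199 passed in edgeR at an unadjusted p (142 higher and 57 lower). Of 42 interferon-stimulated genes, 40 were higher (median 0.66, camera adjusted p = 2.57e-59, and 0.113 with an estimated correlation), and 18 passed when adjusted over the list alone. Iigp1 was at 38.7 ± 10.7 CPM against 15.9 ± 4.31 CPM (SD, n = 4 each).

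The sum of 4 Y-linked genes was 237.5 to 285.2 CPM in 10 cores, and of 8 hydrogels with a core of the same code, 8 had the sex of that core. Assuming 1 composition of the seeded pool and 1 share of core RNA per run code, the core's mouse gave 60.3, 41.2 and 36.6% of the hydrogel RNA in the 3 runs. The 60.3% rests on 1 male hydrogel (KO replicate 1). The 36.6% rests on 1 female hydrogel, KO replicate 5, which had the lowest Lyz2 (1497 CPM), so that an equal share is in doubt there. In female cores beside fibroblasts, RNA of hydrogel donors was −0.33, −0.47, 0.97 and 3.83% of the core RNA by the Y-linked genes, under the same assumptions. Of the 244 genes that rose in WT cores beside fibroblasts, 112 were higher in the WT hydrogel than in that core, and the hydrogel RNA needed to explain the rise had a median of 47.6%, with 8 genes that needed under 10%.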
